# Single-Cell Profiling Reveals Global Immune Responses During the Progression of Murine Epidermal Neoplasms

**DOI:** 10.3390/cancers17081379

**Published:** 2025-04-21

**Authors:** Xiying Fan, Tonya M. Brunetti, Kelsey Jackson, Dennis R. Roop

**Keywords:** scRNA-seq, tumor microenvironment, immune response

## Abstract

Background/Objectives: Immune cells determine the role of the tumor microenvironment during tumor progression, either suppressing tumor formation or promoting tumorigenesis. This study aimed to fully characterize immune cell responses during skin tumor progression. Methods: Using single-cell RNA sequencing, we analyzed the profile of immune cells in the tumor microenvironment of control mouse skins and skin tumors at the single-cell level. Results: We identified 15 CD45^+^ immune cell clusters, which broadly represent the most functionally characterized immune cell types including macrophages, Langerhans cells (LC), conventional type 1 dendritic cells (cDC1), conventional type 2 dendritic cells (cDC2), migratory/mature dendritic cells (mDC), dendritic epidermal T cells (DETC), dermal γδ T cells (γδT), T cells, regulatory T cells (Tregs), natural killer cells (NK), type 2 innate lymphoid cells (ILC2), neutrophils (Neu), mast cells (Mast), and two proliferating populations (Prolif.1 and Prolif.2). Skin tumor progression reprogramed immune cells and led to a marked increase in the relative percentages of macrophages, cDC2, mDC, Tregs, and Neu. Macrophages, the largest cell cluster of immune cells in skin tumors. In addition, macrophages emerged as the predominant communication ‘hub’ in skin tumors, highlighting the importance of macrophages during skin tumor progression. In contrast, other immune cell clusters decreased during skin tumor progression, including DETC, γδT, ILC2, and LC. In addition, skin tumor progression dramatically upregulated Jak2/Stat3 expression and the interferon response across various immune cell clusters. Further, skin tumor progression activated T cells and NK cells indicated by elevated expression of IFN-γ and Granzyme B in skin tumors. Meanwhile, a pronounced infiltration of M2-macrophages and Tregs in skin tumors created an immunosuppressive microenvironment, consistent with the elevated expression of the Stat3 pathway in skin tumors. Conclusions: Our study elucidates the immune cell landscape of epidermal neoplasms, offering a comprehensive understanding of the immune response during skin tumor progression and providing new insights into cancer immune evasion mechanisms.

## Simple Summary

The immune system plays a crucial role in either fighting or supporting tumor growth. In this study, we analyzed immune cells in control skins and skin tumors using single-cell RNA sequencing. We identified 15 different immune cell types and observed significant changes in their composition during skin tumor progression. Macrophages became the dominant immune cells in tumors and acted as key regulators of immune interactions, while other immune cells, including Langerhans cells and DETC, decreased. We also found that tumors activated specific signaling pathways, including Jak2/Stat3, and increased immune-suppressing cells like Tregs and M2 macrophages. These changes help tumors evade the immune system. Our findings provide new insights into how the immune system responds to skin tumor progression and may help guide future treatment strategies.

## 1. Introduction

Epithelial cancers constitute approximately 90% of all human malignancies. Among these, cutaneous squamous cell carcinoma (cSCC), arising from malignant proliferation of keratinocytes of the skin [1], is the second most common cancer in the United States with an annual incidence of over one million [2]. Unfortunately, the incidence of cSCC has continued to dramatically rise over the past three decades. Although excision can be curative, up to 4% of cSCC patients develop nodal metastasis and approximately 1.5% die from the disease [3]. The recent approval of cemiplimab, an inhibitor of programmed death 1 (PD-1) for advanced cSCC is promising [4], but not all patients respond to this immune checkpoint inhibitor, and those who respond may develop resistance over time [5,6]. The tumor microenvironment (TME) plays a critical role in anti-tumor immunity [7,8], which may result in immunotherapy being ineffective. Therefore, there is an urgent need to better understand the mechanisms underlying primary and acquired resistance to immunotherapy and better characterize immune cells in the tumor microenvironment during cSCC progression.

Immune cells in the TME can attack and destroy tumor cells, but can also be co-opted by the tumor to promote growth and metastasis [9]. Given the dual roles of various immune cells, tumor-suppressing and tumor-promoting [10], the complexity of the immune landscape in the TME is a significant area of research. The concept of an immune checkpoint blockade that has emerged from this research revolutionizes the cancer treatment field [11]. However, the effectiveness of such immunotherapies is variable and immune cells can contribute to immunotherapy resistance. Recent studies suggest that modulating immune cells through pharmacological intervention offers a promising strategy for cancer treatment [12]. Thus, critical insights from current research highlight a need for a thorough understanding of immune cell function within the TME.

To this end, we applied single-cell RNA sequencing (scRNA-seq) on CD45^+^ cells within the TME to characterize immune cell responses during cSCC progression, since scRNA-seq is a key method to comprehensively characterize the intra-tumoral heterogeneity within many cancer types [13,14,15]. Given the essential role of preclinical mouse models in cancer research [16,17], we inoculated tumor cells into mice and isolated CD45^+^ immune cells from control skins and skin tumors. Single-cell sequencing was then performed to characterize the overall immune cell responses to skin tumorigenesis during cSCC progression. We identified 15 CD45^+^ immune cell clusters, which broadly represent the most functionally characterized immune cells in murine skin.

Globally, we observed a remarkable increase of interferon response and JAK/STAT3 signaling in skin tumors. Of note, skin tumor progression reprogramed immune cells, and led to a marked increase in the relative percentages of macrophages, cDC2, mDC, Tregs, and Neu. Macrophages were the largest group of immune cells found in skin tumors. Particularly, M2-macrophages, which have been shown to promote tumor growth, were the main macrophage type in skin tumors. More importantly, macrophages emerged as the predominant communication ‘hub’ in skin tumors, highlighting the importance of macrophages during skin tumor progression. In contrast, other immune cell clusters decreased during skin tumor progression, including DETC, γδT, ILC2, and LC. In addition, skin tumor progression dramatically upregulated JAK/STAT3 expression and the interferon response across various cell types. Meanwhile, a pronounced infiltration of Tregs in skin tumors created an immunosuppressive microenvironment, consistent with the elevated expression of the Stat3 pathway in skin tumors.

Our scRNA-seq reveals the immune cell landscape during cSCC progression, and enhances the understanding of the molecular effects of tumorigenesis on the cutaneous immune system. An in-depth understanding of these molecular signatures during tumor progression makes immunotherapy an effective and promising tool in cancer treatment. In summary, our study provides a blueprint of the molecular signatures of immune cells in the tumor microenvironment and identifies potential immunotherapies for their clinical utilization.

## 2. Methods

### 2.1. Mice

All mice were housed under specific pathogen-free conditions in the vivarium facility of the University of Colorado Anschutz Medical Campus. Protocols and procedures were approved by the Institutional Animal Care and Use Committee at the University of Colorado Anschutz Medical Campus. All animal experimentations were approved by the IACUC of the University of Colorado [protocol 00073].

### 2.2. Cell Lines and In Vivo Cell Injections

The 2323 cell line was derived from our mouse model K14rtTA/tetOCre/Kras^G12D^/P53^−/−^ in the escape phase as described previously [18]. 2323 cells were cultured in a DMEM media containing 10% fetal bovine serum and 1% penicillin/streptomycin. For tumor cell inoculation, female and male C57BL/6 mice (Jackson Laboratories) between 8 and 10 weeks old were injected with 0.2 M 2323 cells suspended in 200 μL PBS on their flank. Mice were euthanized when tumors reached a size of 100–200 mm^3^.

### 2.3. Control Skin and Skin Tumor Digestion and Flow Cytometry

Control skin and skin tumors were excised from mice, minced, and dissociated with a 0.5% collagenase IV (Worthington, Lakewood, CA, USA, LS004188) at 37 °C for 2 h. Cells were spun down for 5 min at 300 g and strained through a 70 μm strainer before counting and downstream analysis. Next, cells were stained with CD45-APC (Life technologies, Carlsbad, CA, USA, MCD4505) for 30 min on ice and then washed with PBS. Live/dead exclusion was performed using 0.1 mg/mL DAPI (4′,6-diamidino-2′phenylindole dihydrochloride). Then, single cell suspension was used to sort for CD45^+^/DAPI^−^ immune cells on a Beckman Coulter XDP100 cell sorter at the University of Colorado Cancer Center Flow Cytometry Shared Resource.

### 2.4. Single-Cell RNA-Seq

Single-cell RNA-seq was performed according to the manufacturer’s instructions (10x Genomics) at Genomics and the microarray sequencing core. The sorted CD45^+^ cells from two 2323 tumors and two C57 control skins were loaded into a Chromium Single Cell 3′ Solution Capture System (10x Genomics). The processed libraries were sequenced on Illumina NovaSeq X at the Genomics Shared Resource at the University of Colorado Anschutz Medical Campus. The sequencing reads were mapped to mouse genome (mm10) using 10x Genomics Cell Ranger (version 7.1.0) [19]. Different samples were aggregated using the “cellranger aggr” command with normalization using mapped reads.

Data were further processed and filtered using Seurat (version 5.0.1) in R (version 4.3.2) to perform quality control filtering, normalization, and clustering [20]. Cells were removed if there were fewer than 100 genes detected, a UMI count less than 1000, a percentage of mitochondrial genes more than 15%, or log10GenesPerUMI (the gene numbers per UMI) less than 0.8. Genes were excluded if they were detected in fewer than 3 cells. Following filtering, the UMI counts were normalized to library size. Harmony (version 1.1.0) was used to integrate two control skins (C57_1 and C57_2) and two skin tumor samples (2323_1 and 2323_2), resulting in a batch-corrected expression matrix for all cells. The new integrated matrix was used for scaling and the principal component analysis (PCA). Now-linear dimensional reduction was performed using the uniform manifold approximation and projection (UMAP) method. Next, scDblFinder (version 1.16.0) was used to remove doublets. After filtering, a total of 11,525 cells, with 5496 cells from C57 control skins and 6029 cells from 2323 skin tumors, were used for the downstream analysis.

#### 2.4.1. Cell Clustering Analysis

To identify cell clusters, PCA was first performed on 2000 highly variable genes. Significant PCs were identified using an Elbowplot and the first 25 PCs were used for clustering with the Louvain modularity-based community detection algorithm to generate cell clusters (FindClusters function, 15 immune cell clusters with resolution = 0.3).

#### 2.4.2. Identification of Differentially Expressed Genes and Marker Genes

The differentially expressed genes (DEGs) in specific cell types were identified by using FindAllMarkers functions in Seurat to identify differentially expressed genes between clusters. After identifying transcripts enriched in each of our 15 initial clusters (p.adj < 0.05), we manually assigned class identity based on comparison to well-established marker genes

#### 2.4.3. Functional Enrichment Analysis

We used the package clusterProfiler enricher function to perform Gene Ontology (GO) enrichment analysis. Genes with |log2FC| > 2 and p.adj < 0.05 were used as input for the enrichment analysis. The KEGG pathway and hallmark pathway from the molecular signature database (MsigDB) were extracted for gene set variation analysis to speculate the enrichment scores for the samples.

#### 2.4.4. Cell Communication and Signaling Pathways

CellChat is a tool that can quantitatively analyze intercellular communication networks from scRNA-seq data (http://www.cellchat.org). The interactions were identified and quantified based on the differentially expressed ligands and receptors for each cell group. The analysis was conducted using the CellChat R package (version 1.5.1) [21]. The CellChatDB.mouse receptor interaction database was used in the analysis. The functions of identifyOverExpressedGenes and identifyOverExpressedInteractions in CellChat were utilized to discover over-expressed genes and their accompanying interactions. The communication probability was determined by using the computeCommunProb, filterCoomunication, and computeCommunProbPathway functions. The netAnalysis_contribution function was used to calculate the contribution of each ligand–receptor pair to the whole signaling pathway. The extractEnrichedLR function was used to retrieve significant ligand–receptor pairs and their signaling genes for a certain signaling pathway. The netVisual_bubble tool was utilized to graphically plot the significant ligand–receptor interactions.

#### 2.4.5. Immunofluorescent Staining

Sections of OCT-embedded tumor samples were cut 10 µm using a cryostat. Images were analyzed using Nikon NIS analysis software (NIS-Elements AR 4.5). OCT sections were fixed for 10 min in 4% PFA in PBS and washed three times for 5 min in PBS. The following block solution was used: 2.5% NGS, 2.5% NDS, 2% gelatin and 0.3% Triton X-100 in PBS. The following primary antibodies were used: CCL8 (ThermoFisher, Waltham, MA, USA, #PA5-87000), F4-80 (Abcam, Cambridge, UK, #ab6640), and CXCL10 (ThermoFisher, #701225), Ifng (ThermoFisher, Waltham, MA, USA, #14-7311-81), Cd4 (Biolegend, San Diego, CA, USA, #76870). Sections were incubated in primary antibodies overnight at 4 °C. Finally, the sections were incubated with fluorophore-conjugated secondary antibodies. The images were acquired with a Nikon microscope.

#### 2.4.6. Statistics and Reproducibility

Two replicates of 2323 tumor and C57 control were used for scRNA-seq. Statistical analyses were performed using Seurat (version 5.0.1) in R (version 4.3.2). Data normalization was conducted using Seurat’s log-normalization method. For dimensionality reduction, PCA was applied, and significant components were selected using JackStraw analysis. Clustering was performed using the Louvain/Leiden algorithm. Deferential expression analysis was carried out using Seurat’s default Wilconxon rank-sum test, with *p*-values adjusted for multiple testing using the Benjamini-Hochberg method. Differences in immune cell populations between control and tumor tumors were assessed using the chi-square test. Statistical significance was defined at *p* < 0.05.

Data and code availability: All data were deposited in the NCBI’s Gene Expression Omnibus database (GSE280070).

## 3. Results

### 3.1. Unbiased Clustering of Single-Cell Transcriptomes Confirms Known Cutaneous Immune Cell Populations

#### 3.1.1. Identification of 15 Distinct Immune Cell Populations

To explore and compare immune cell responses during skin tumor progression, we inoculated tumor cell line 2323, established from a ktiKPP tumor graft, subcutaneously into C57BL/6 mice. They were euthanized two weeks after the inoculation when skin tumors had grown. Then, we collected control skins from uninoculated C57 animals and skin tumor samples from inoculated animals, and isolated single cells enzymatically from collected samples. Next, we flow sorted CD45^+^ immune cells and performed scRNA-seq using droplet-based microfluidics (10x Genomics). 

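CD45+ cells from 2 control skins of uninoculated mice and from 2 skin tumors were sequenced, with 1 droplet library per sample. The tumors had grown for 2 weeks from injected cells of a line derived from a graft of a ktiKPP mouse tumor. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger and deposited these counts library by library, after its cell calling and before any other filter. The counts are per Ensembl gene identifier, and 31011 of the identifiers are in the GRCm38 annotation from which all coordinates are taken. The control libraries held 50932896 UMIs in 3499 cells and 52784293 UMIs in 3862 cells. The tumor libraries held 73904272 UMIs in 5176 cells and 34893543 UMIs in 2258 cells. All values use these UMI counts. The reads per cell that the paper lists in Table S1, and its equalisation of mapped reads between libraries, were not used. The cell filters of the methods section were applied, followed by Harmony integration, removal of doublets and Louvain clustering. Clusters were named by marker genes. For each class of cells, UMIs were summed within a library to a pseudobulk, scaled by edgeR's TMM factors to CPM, and compared between skin tumors and control skins with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A class was fitted where every library held at least 10 of its cells. The share of each class among the immune cells was compared with the same test on the number of cells. The library, not the cell, is the unit of every test, so errors are SDs over 2 libraries per group unless stated. An exact permutation test of a single measure cannot go below p = 0.333 with 2 libraries against 2. The markers, gene lists, tests and most alternatives were chosen before the data were examined. The rules for naming clusters, the form of the Harmony penalty and 4 further alternatives were set after the first clusterings had been seen.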

An outline of these procedures is shown in Supplemental Figure S1A. The total number of single cells initially isolated from each group was Ctrl_1: 3499; Ctrl_2: 3862; Tumor_1: 5176; and Tumor_2: 2258 (Table S1).

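The deposited counts hold exactly these numbers of cells. Fewer than 1000 UMIs were found in 216 and 413 cells of the control skins and in 222 and 155 cells of the skin tumors. More than 15% mitochondrial UMIs were found in 334, 575, 237 and 213 cells of the same libraries. The filters left 2981 and 3089 cells of the control skins and 4784 and 1994 cells of the skin tumors. Their median depth was 10610 and 11096 UMIs per cell in control skins and 12522 and 13362 in skin tumors. Between 2806 and 3269.5 genes were detected per cell at the median.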

Using Seurat [22], data was first processed through quality control filtering, normalization, and clustering. 

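After the filters, 12848 cells were left, 6070 from control skins and 6778 from skin tumors. Doublet scores from simulated pairs of cells removed 89 and 95 cells of the control skins and 229 and 40 cells of the skin tumors. The 12395 remaining cells formed 17 clusters at resolution 0.3 on 25 integrated principal components of 2000 variable genes.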

Next, Harmony [23] integration, dimensional reduction, principal component analysis, and unsupervised clustering were performed on a total of 11,525 cells to yield the initial 15 clusters at resolution 0.2 (Supplemental Figure S1B). To define these clusters, we utilized FindAllMarkers functions in Seurat to identify differentially expressed genes between clusters. After identifying transcripts enriched in each of our 15 initial clusters (p.adj < 0.05), we manually assigned class identity based on comparison to well-established marker genes (Table S2). One cluster (cluster 10) expressed high levels of fibroblast marker genes, including Col3a1, Col6a1, and Col6a2, indicating an apparent fibroblast contamination (Supplemental Figure S1C). 

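In the clustering of the deposited counts, no cluster was named by fibroblast markers alone, and 1 cluster of 274 cells was named by epithelial markers and left out. It mixed different cells by group. In its 67 and 112 cells from the skin tumors, Col3a1 was found in 85.1 and 97.3%, and Col6a1 in 73.1 and 93.8%. In tumor replicate 1, Col6a2 was found in 62.7%. Its 38 and 57 cells from the control skins had Col3a1 in 5.26% of cells in both libraries, and the keratinocyte gene Krt14 in 73.7 and 78.9%. In the immune cells, the background shares of Col3a1, Col6a1 and Col6a2 were 2.05, 0.322 and 0.173%. The median depth was 29174 UMIs in the cluster and 11136 in the immune cells.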

Another small cluster (cluster 14), having only 20 cells, didn’t express a clear immune cell class. Therefore, we excluded these two small clusters in our later analysis.

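The 12121 immune cells, 5791 from control skins and 6330 from skin tumors, were clustered at the lowest resolution at which every class of the paper had a cluster of its own. This was 0.4, with 20 clusters. The libraries contributed 2854, 2937, 4488 and 1842 cells, in the order of control skins and skin tumors. The 15 classes held between 107 cells (mDC) and 4411 cells (macrophages). A set of 3 clusters with 1104 cells was given no class. Of these, 524 and 301 cells formed clusters with few UMIs and without class markers among their leading genes, and 279 cells carried markers of both DETC and cDC2. They made up 14.4% of the cells from control skins and 4.25% of those from skin tumors, and stay in the denominator of every share. In the skin tumors, the classes LC and DETC had only 9 and 19 cells, and γδT had 26.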

After the exclusion, we processed data through unsupervised clustering again and produced another 15 immune cell clusters at a higher resolution 0.3, each showing robust representation of immune cell types across both control skins and skin tumors (Figure 1A,B). The heatmap of the top 20 differentially expressed genes for each cluster showed distinct transcriptomic profiles for each cluster and allowed cell cluster identification (Figure 1C). Of these 15 immune cell clusters, there were two proliferative clusters, five antigen-presenting cell (APC) clusters, four T cell clusters, and four other non-APC clusters.

##### Two Proliferative Immune Cell Clusters

Two immune cell clusters highly expressed proliferative markers Top2a and Ki67 (Figure 1D and Supplemental Figure S2A). Thus, we defined these two proliferative clusters as Prolif.1 and Prolf.2. 

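After every cell was thinned to 1000 UMIs, Top2a (ENSMUSG00000020914) was found in 34.5 ± 5.64% of the Prolif.1 cells (SD, n = 4 libraries) and 49.1 ± 7.89% of the Prolif.2 cells. Mki67 (ENSMUSG00000031004), which encodes Ki67, was found in 37.5 ± 6.99% and 44.2 ± 10.2%. Without thinning, these means were 97.1% and 88.7% for Top2a and 94.9% and 85.5% for Mki67. Neutrophils, which do not divide, gave thinned shares of 0.303% for Top2a and 0.606% for Mki67. The median depth was 30630 UMIs per cell in Prolif.1, 19705 in Prolif.2 and 3730 in neutrophils.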

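In Prolif.1, the MHC II genes H2-Ab1 (ENSMUSG00000073421) and H2-Eb1 (ENSMUSG00000060586) were found in 93.8 ± 6.68% and 93.4 ± 6.10% of cells thinned to 1000 UMIs (SD, n = 4 libraries). H2-Aa was found in 93.0 ± 5.42%. T cells, which should lack them, gave 9.67%, 9.08% and 8.33% at a median depth of 8884 UMIs per cell. Without thinning, the shares in Prolif.1 were 99.1%, 100% and 100%.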

To better define these two proliferative clusters, we found that MHC II genes such as H2-Ab1, H2-Ab, and H2-Eb1 were highly expressed in Prolif.1, suggestive of one proliferative antigen-presenting cell (APC) cluster (Supplemental Figure S2B). 

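Adgre1 (ENSMUSG00000004730) was found in 13.5 ± 11.9% of the thinned Prolif.1 cells and Mrc1 (ENSMUSG00000026712) in 27.7 ± 13.7% (SD, n = 4 libraries). Pooled over libraries, these shares were 20.6% and 34.5%, next to 22.2 and 32.6% in the macrophage class. In T cells they were 0.149% and 0.744%. The unthinned shares in Prolif.1 were 81.2% for Adgre1 and 78.0% for Mrc1. Control Prolif.1 cells also carried LC transcripts, with Cd207 at 2452 CPM.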

Further analysis of Adgre1 and Mrc1 expression showed these two genes expressed in Prolif.1, suggesting that this proliferative APC cluster was a proliferating macrophage cluster (Supplemental Figure S2C,D). In addition, Prolif.2 expressed T cell marker genes such as Cd3g, Cd3e, Trac, Cd4, Cd8a, and Gzmb, suggestive of a proliferating T cell cluster (Supplemental Figure S2C,D). However, the role of these two proliferating clusters during cSCC progression needs further investigation.

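In thinned Prolif.2 cells, Cd3g was found in 44.5 ± 7.32%, Cd3e in 34.6 ± 8.61% and Trac in 23.2 ± 7.91% (SD, n = 4 libraries). Cd8a was found in 9.58 ± 7.41%, Gzmb in 19.0 ± 5.30% and Cd4 in 5.70 ± 4.25%. Macrophages gave background shares of 0.816%, 0.635%, 0.657%, 0.136%, 0.431% and 1.29% for the genes in that order, at a median of 14319 UMIs per cell. Before thinning, the Prolif.2 shares ran from 23.0% (Cd4) to 86.8% (Cd3e).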

##### Five APC Clusters

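H2-Ab1 was found after thinning in 97.3 ± 2.31% of cDC1, 86.1 ± 3.29% of cDC2, 75.3 ± 11.9% of mDC and 75.0 ± 11.8% of macrophages (SD, n = 4 libraries). H2-Eb1 was found in 90.4 ± 5.51% of cDC2, and H2-Aa in 87.9% of pooled cDC2. The unthinned share of H2-Ab1 lay between 90.7% in mDC and 100% in cDC1, and was 52.5% in T cells. Median depths were 26076, 15390, 17574, 14319 and 17114 UMIs per cell in cDC1, cDC2, mDC, macrophages and LC.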

Five immune cell clusters had a high expression of MHC II transcripts, such as H2-Ab1, H2-Aa, and H2-Eb1, suggesting they were APC clusters. One of these five immune cell clusters appeared consistent with macrophages (“Mac”), based on its expression of Adgre1, Itgam, Fcgr1, and Cd68 [24]. This cell cluster also expressed tissue-remodeling macrophage markers such as Mrc1 (Figure 1D,E). 

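The macrophage class was the highest of the 15 classes for Adgre1, Cd68 and Fcgr1 after thinning. Adgre1 (ENSMUSG00000004730) was found in 22.3 ± 4.22% of its cells (SD, n = 4 libraries), Cd68 (ENSMUSG00000018774) in 21.7 ± 1.21% and Fcgr1 (ENSMUSG00000015947) in 11.9 ± 5.05%. Itgam was found in 12.1 ± 5.51% and Mrc1 in 35.1 ± 4.02%. In T cells the thinned shares of the 5 genes did not exceed 0.744%. Before thinning, the shares in macrophages were 70.5% for Adgre1, 78.9% for Cd68, 67.0% for Fcgr1 and 68.9% for Itgam, and 72.4% for Mrc1 as a mean over libraries. Pooled over libraries, neutrophils had a higher thinned share of Itgam (20.3%) than macrophages (14.8%). A macrophage cluster of 733 cells had few UMIs, 0.355 of the median of all immune cells, and none of the class markers among its 10 leading genes.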

A second cell cluster with elevated Cd207, Cd24a, and Epcam expression was identified as Langerhans cells (referred to hereafter as “LC”; Figure 1D,E).

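Cells of the LC class came almost wholly from the control skins, so their shares are over those 2 libraries. Cd207 (ENSMUSG00000034783) was found in 84.0 ± 0.0734% of thinned LC (SD, n = 2), Epcam (ENSMUSG00000045394) in 29.9 ± 1.09% and Cd24a (ENSMUSG00000047139) in 13.1 ± 1.68%. The T cell background was 1.19%, 1.34% and 0%. Unthinned shares in LC were 85.9% for Epcam and 72.7% for Cd24a. LC ranked first among the classes for Cd207 and Epcam. For Cd24a, neutrophils (29.7%) and cDC1 (21.6%) had larger thinned shares.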

The remaining three APC clusters displayed increased expression of H2-Ab1, H2-Eb1, and Flt3, lacked the macrophage marker Folr2, and were consistent with dendritic cells. To better understand these three clusters, we identified differentially expressed genes for each, in comparison to the macrophage and Langerhans cells. One cluster showed elevated Xcr1, Irf8, and Clec9a, and an absence of Irf4, Itgam, and Sirpa (Figure 1D,E, Supplemental Figure S3A,B), identifying them as likely conventional type 1 dendritic cells (referred to hereafter as “cDC1”) [25]. 

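In the cDC1 class, Xcr1 (ENSMUSG00000060509) was found in 14.4 ± 4.57% of thinned cells, Clec9a (ENSMUSG00000046080) in 17.9 ± 5.56% and Irf8 (ENSMUSG00000041515) in 59.2 ± 8.56% (SD, n = 4 libraries). Each of the 3 was highest in this class. Irf4 and Itgam were found in 0.481% and 2.40% of the pooled thinned cells, and Sirpa in 2.88%. The corresponding shares in T cells were 0.595% for Xcr1, 0% for Clec9a, 5.95% for Irf8, 6.25% for Irf4, 0.298% for Itgam and 0.744% for Sirpa. At full depth, cDC1 showed 76.0% for Xcr1, 79.8% for Clec9a, 91.3% for Irf8 and 5.77% for Irf4.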

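In the cDC2 class, Mgl2 (ENSMUSG00000040950) was found in 29.5 ± 10.4% of thinned cells (SD, n = 4 libraries), the highest of all classes, and Sirpa in 14.3 ± 1.05%. Irf4 was found in 6.39 ± 2.62%, next to 6.25% in T cells, and was highest in Tregs (7.17%). Irf8, Batf3 and Cd207 were found in 9.07 ± 4.96%, 2.61 ± 2.06% and 4.00 ± 4.46% of cDC2. Before thinning, cDC2 had 53.3% for Mgl2, 72.4% for Sirpa, 38.8% for Irf4, 42.3% for Irf8 and 29.7% for Batf3. The T cell background of Mgl2 was 0.595% and that of Cd207 1.19%.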

The second cluster showed the upregulated expression of Mgl2, Sirpa, and Irf4, and an absence of cDC1 markers (Irf8, Batf3, and Cd207) consistent with conventional type 2 dendritic cells (cDC2s) (Figure 1D,E, Supplemental Figure S3B). 

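The mDC class was the highest of all classes for Fscn1, Cacnb3, Ccr7, Cd40, Tmem123 and Cd274 after thinning. Fscn1 (ENSMUSG00000029581) was found in 39.8 ± 22.8%, Cacnb3 (ENSMUSG00000003352) in 32.5 ± 18.3% and Ccr7 (ENSMUSG00000037944) in 58.7 ± 11.4% of its cells (SD, n = 4 libraries). Cd40, Tmem123 and Cd274 were found in 16.8 ± 3.84%, 63.1 ± 13.1% and 45.2 ± 6.45%. T cells gave 0% for Fscn1 and 0% for Cacnb3, 3.57% for Ccr7 and 0.298% for Cd40, but 20.4% for Tmem123 and 16.5% for Cd274. Unthinned, the shares of the 6 genes in mDC lay between 81.3% and 99.1%. The class had only 107 cells, 29 of them from control skins.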

The third population was characterized by elevated migration and activation markers Fscn1, Cacnb3, Ccr7, Cd40, Tmem123, and Cd274 (Figure 1D,E, Supplemental Figure S3C), suggestive of a group of migratory/mature dendritic cells (referred to hereafter “mDC”) [26,27,28].

##### Four Non-APC Clusters (T-Cell Clusters)

Of the remaining eight non-APC CD45^+^ cell clusters, four expressed elevated levels of Cd3e/g suggestive of T cells. 

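The DETC class ranked first of the 15 classes for Cd3e, Cd3g, Trdc, Tcrg-C1, Thy1, Nkg7 and Il2rb after thinning. Trdc (ENSMUSG00000104876) was found in 85.4 ± 1.95% of its thinned cells and Tcrg-C1 (ENSMUSG00000076749) in 45.9 ± 1.62% (SD, n = 3 libraries with at least 10 DETC). Cd3e, Cd3g, Thy1, Nkg7 and Il2rb were found in 64.2 ± 17.1%, 65.0 ± 27.4%, 28.1 ± 5.21%, 51.6 ± 20.7% and 76.1 ± 7.32%. Fcer1g was found in 73.5 ± 1.69%, and in 66.9% of macrophages, which express it. Macrophages gave 0.476% for Trdc and 0.113% for Tcrg-C1. At full depth, 99.9% of DETC had a Trdc UMI, and 0.543% had a UMI of Cd4 and of Cd8a. The median was 10262 UMIs per cell.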

The first of these three clusters was characterized by a high expression of Cd3e/g, Trdc, Tcrg-C1, Thy1, Nkg7, Fcer1g, and Il2rb, and a lack of Cd4/Cd8a expression (Figure 1D,E); this is consistent with dendritic epidermal T cells (“DETC”), a population of embryonically derived, tissue-resident γδT cells that function in cutaneous immune surveillance [29,30]. 

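In the γδT class, Rora (ENSMUSG00000032238) was found in 90.1 ± 11.1% of thinned cells, below ILC2 among the classes (97.2% when pooled). Cd3e, Cd3g, Trdc and Tcrg-C1 were found in 20.4 ± 6.32%, 27.9 ± 5.99%, 26.0 ± 19.5% and 6.61 ± 7.59% (SD, n = 3 libraries). Tcrg-C2 and Tcrg-C4 were found in 5.64 ± 1.57% and 1.06 ± 1.84%, and Cd8a in no thinned cell. Unthinned shares were 65.2% for Cd3e, 62.2% for Trdc, 46.3% for Tcrg-C1, 2.99% for Cd4 and 0.995% for Cd8a. In macrophages, the thinned share of Rora was 5.33%. The median depth of γδT cells was 7744 UMIs.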

We identified another cluster as dermal γδ T cells (referred to hereafter “γδT”) based on strong Rora expression and intermediate expression of Cd3e/g, Trdc, and Tcrg-C1/2/4, and a lack of Cd4 and Cd8a expression (Figure 1D,E) [31]. The third cluster presented a broad expression of Cd3d, Trac, Trbc1, Cd4, and Cd8a, suggestive of T cells (referred to as “T”, Figure 1D,E). 

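In the T class, Trac (ENSMUSG00000076928) was found in 37.2% of thinned cells pooled over libraries, Cd3d (ENSMUSG00000032094) in 36.9 ± 6.14% (SD, n = 4 libraries) and Trbc1 in 27.0 ± 3.09%. Macrophages gave 0.657%, 0.476% and 0.408%. Full-depth shares in T cells were 91.4%, 90.9% and 56.4%. Cd4 was found in 39.7% and Cd8a in 48.1% of T cells at full depth, pooled over libraries. After thinning, T ranked first among the classes for Trac, Cd4, Cd8a and Cd8b1, and second to DETC for Cd3d and Trbc1.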

The fourth cluster with high expression of Foxp3 was defined as regulatory T cells (referred to “Tregs”, Figure 1D,E).

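Foxp3 (ENSMUSG00000039521) was found in 33.6 ± 11.1% of thinned Treg cells (SD, n = 4 libraries) and in 63.4% at full depth, with a median of 4798 UMIs per cell. In macrophages the thinned share was 0.204%. Thinned cells of the T class had no Foxp3 UMI, and 1.34% had one at full depth. After Tregs, the class with most Foxp3 was Prolif.2, at 1.01% of thinned cells.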

##### Four Other Non-APC Clusters

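In the ILC2 class, Gata3 (ENSMUSG00000015619) was found in 40.6 ± 16.0%, Rora (ENSMUSG00000032238) in 91.9 ± 14.6% and Il5 (ENSMUSG00000036117) in 13.2 ± 8.84% of thinned cells (SD, n = 4 libraries), each the highest of all classes. Il7r was found in 40.9 ± 12.9%, below γδT (59.2% when pooled). Macrophages gave 0.363% for Gata3, 0.0227% for Il5 and 5.26% for Il7r. Unthinned shares in ILC2 were 83.3% for Gata3, 99.4% for Rora, 86.8% for Il7r and 44.7% for Il5. Cd3e and Cd4 were found in 2.44% and 0.752% of thinned ILC2 pooled over libraries, and Eomes in no cell. By library, Cd3e was found in 1.07 and 1.44% of thinned ILC2 in control skins and 10.0 and 33.3% in skin tumors, and Cd4 in no control cell and in 6.67 and 16.7%. ILC2 from the skin tumors were few: without integration, 85.7% of the 42 tumor cells of this class fell among the T cells.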

We identified another cluster as type 2 innate lymphoid cells (ILC2) based on high expression of Gata3, Rora, Il7r, and Il5, coupled with very low levels of Cd3d/e/g, Eomes, Rorc, and Cd4 (Figure 1D,E). This group was also negative for natural killer (NK) and NK T cell markers such as Klra7, Klra8, and Klrb1. 

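No ILC2 had a UMI of Klra8 or Klrb1c at full depth, out of 532 cells with a median of 8032 UMIs. Klra7 was found in 0.188% of them. Macrophages, which set the background, gave 0.204%, 0.499% and 0.431% for Klra8, Klrb1c and Klra7. In the NK class, the thinned shares were 12.0%, 3.84% and 19.8%.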

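Among all classes, NK had the largest thinned shares of Gzma, Klra7, Klra8, Klrb1c, Eomes and Ncr1. Gzma (ENSMUSG00000023132) was found in 22.9 ± 18.9% of its cells (SD, n = 4 libraries), Klra7 (ENSMUSG00000067599) in 20.6 ± 4.53%, Eomes (ENSMUSG00000032446) in 13.6 ± 8.18% and Ncr1 (ENSMUSG00000062524) in 9.34 ± 4.94%. Klra8 was found in 11.8 ± 8.39% and Klrb1c in 4.26 ± 2.91%. In macrophages, thinned shares of the 6 genes did not exceed 0.0907%. Unthinned, the 6 genes were found in between 23.4% (Klra8) and 41.0% (Eomes) of NK cells, at a median of 9774 UMIs. The markers differed between groups: thinned shares of Ncr1 were 6.32 ± 2.20% in control skins and 12.4 ± 5.64% in skin tumors (n = 2 each). Without integration, 82.6% of the control cells of this class were named DETC, and 13.7% NK.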

An NK cluster with elevated expression of NK-related markers such as Gzma, Klra8, Klra7, Klrb1c, Eomes, and Nrc1 was also identified (Figure 1D,E).

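In the Mast class, Mcpt4 (ENSMUSG00000061068) was found in 96.3 ± 1.27% of thinned cells, Gata2 (ENSMUSG00000015053) in 47.7 ± 6.93%, Kit in 50.0 ± 18.5% and Ms4a2 (ENSMUSG00000024680) in 23.0 ± 7.30% (SD, n = 4 libraries). Mcpt8 was found in 2.47 ± 3.11%, and Itgam in 0.806 ± 1.61%, next to 0.298% in T cells. The T cell background of Mcpt4, Gata2, Kit, Ms4a2 and Mcpt8 did not exceed 0.595%. Full-depth shares in Mast were 98.0% for Mcpt4, 91.4% for Gata2, 89.5% for Kit, 62.5% for Ms4a2, 3.95% for Mcpt8 and 8.55% for Itgam. In neutrophils, S100a9 (ENSMUSG00000056071) and S100a8 (ENSMUSG00000056054) were found in 94.2 ± 3.37% and 92.0 ± 2.80% of thinned cells, Csf3r in 65.5 ± 9.89%, Cd14 in 63.6 ± 3.62%, Slc11a1 in 42.7 ± 13.1%, Spi1 in 37.3 ± 6.79% and Cebpd in 4.39 ± 3.24%. T cells gave between 0% (S100a9) and 1.19% (Cd14). At full depth the 7 genes were found in between 19.3% and 98.2% of neutrophils. Median depths were 4288 UMIs in Mast and 3730 in neutrophils.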

Finally, a cluster of mast cells (referred to as “Mast”) was defined by Gata2, Ms4a2, Kit, Mcpt8, Mcpt4, and Itgam expression, and neutrophils (referred to as “Neu”) were defined by Cd14, S100a8, S1009, Csf3r, Cebpd, Slc11a, and Spi1 expression (Figure 1D,E).

In summary, our scRNA-seq data revealed 15 key immune cell clusters in control skins and skin tumors. We utilized these immune cell clusters to gain a better understanding of how these immune cells respond to skin tumor progression. Our study will shed light on improving immunotherapy against tumor progression.

### 3.2. Tumor Progression-Induced APC-Dominant Shifts into Mouse Skin

Although control skin and skin tumor datasets contained the same basic cell types, their immune cell composition showed substantial differences. To evaluate the relative abundance of 15 immune cell types during skin tumor progression, we examined the percentage of each cell cluster in both control skin and skin tumor datasets. 

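The number of cells of each class per library was tested against all immune cells of that library, with the unnamed cells in the total. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of the 15 classes, the macrophages, was higher in share in skin tumors, and 4 classes were lower. Mean shares over the 2 libraries of a group were also larger in skin tumors for Treg, Neu, mDC, Prolif.1 and cDC2, with both tumors above both control skins, but none of these classes passed an adjusted p of 0.05. Prolif.1 made up 1.09 ± 0.100% of the immune cells in control skins and 2.36 ± 0.572% in skin tumors (SD, n = 2 each), a log2 fold change of 1.12 (SE 0.775, adjusted p = 0.263). Prolif.2 went from 3.77 ± 0.907% to 2.55 ± 0.840%, a log2 fold change of -0.56 (SE 0.750, adjusted p = 0.633), and the libraries of the 2 groups overlapped. The count of higher classes moved most, to 5, when shares were taken over the immune cells that are not macrophages. Those 5 include macrophages, taken there as a ratio to the other immune cells and not as a share.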

Our data showed that skin tumor progression led to a marked increase in relative percentages of macrophage, Treg, cDC2, Neu, mDC, and two proliferating cell populations (Prolif.1 and Prolif.2) (Figure 2A,B). Meanwhile, immune cell clusters decreased during skin tumor progression, including DETC, γδT, ILC2, and LC (Figure 2A,B). Thus, the dramatic changes in immune cell types induced APC-dominant shifts during skin tumor progression.

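The classes whose share was lower in skin tumors at an adjusted p under 0.05 were LC, DETC, γδT and ILC2, each with both tumors below both control skins. Their log2 fold changes were -6.52 for LC, -5.40 for DETC and -3.67 for ILC2, and for γδT the fold change was 0.117. Scaling by TMM factors over the classes left 1 of the 4, ILC2, under that limit. Mast cells also had a lower mean in skin tumors without passing it, and cDC1, NK and T had log2 fold changes between 0.21 and 0.27.

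**Figure D1:**
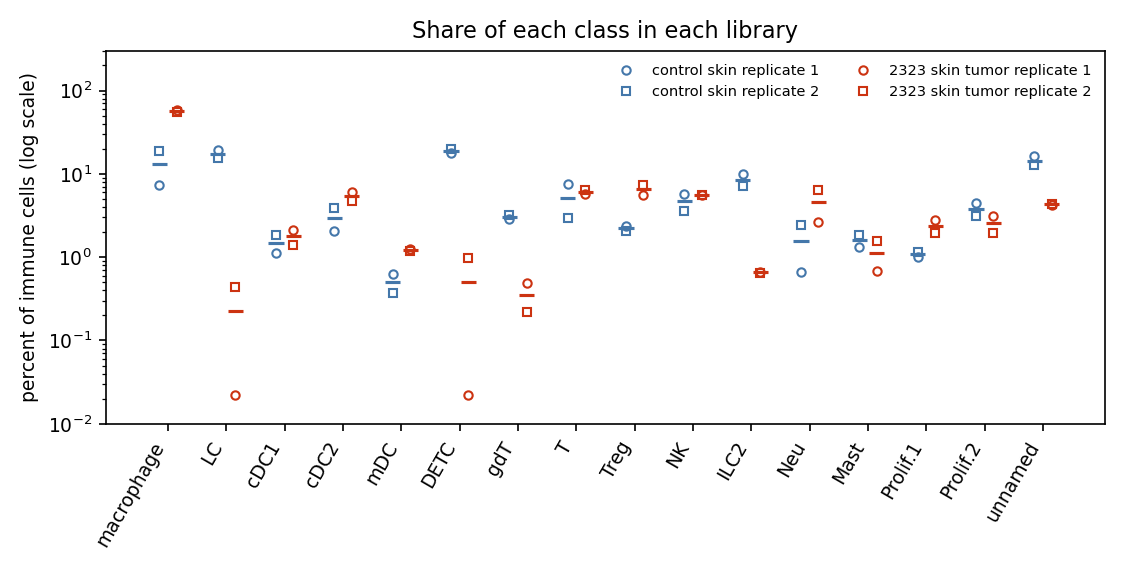
Percent of the immune cells of a library in each class, on a log axis. Circles and squares are the replicates 1 and 2, in blue for control skins and red for skin tumors, and horizontal lines are the means of the 2 libraries of a group. The last column holds the cells without a class. Macrophages in both tumors lie at 54.6% or higher, and LC and DETC in both tumors lie under 1%.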

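The 5 antigen-presenting classes together (macrophages, LC, cDC1, cDC2 and mDC) made up 35.2 ± 6.98% of the immune cells in control skins and 65.4 ± 4.31% in skin tumors (SD, n = 2 each). Without LC, the other 4 went from 17.9 ± 9.55% to 65.2 ± 4.60%. The 3 dendritic classes went from 4.94 ± 1.63% to 8.38 ± 1.41%. For each of these sums, both tumors lay above both control skins, the most that 2 libraries against 2 can show by an exact permutation test. From the rise of some classes and the fall of others, the paper concludes that the immune cells shifted toward antigen-presenting cells.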

### 3.3. Skin Tumor Progression Reprogramed CD45^+^ Cell Transcriptomes Toward JAK/STAT Signaling or Interferon Responses

In addition to immune cell composition changes during skin tumor progression, we also compared the transcriptional differences across the immune cell clusters in control skins and skin tumors. We compared transcripts differentially expressed (|log2FC| > 1 and p.adj < 0.05) in control skins and skin tumors to identify genes significantly changed during skin tumor progression. 

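Over all immune cells, 15698 genes had enough counts to be tested, and 1967 were higher and 2530 lower in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the paper's limit of 1 on the absolute log2 fold change, 1230 and 1721 were left, the setting that changed this count most. Without TMM factors, 2541 were higher and 2247 lower, so which side holds more genes depends on the scaling. Cell numbers of the classes enter this comparison. Within classes, the number of changed genes was 1313 in NK, 1072 in Prolif.1, 1016 in T, 950 in Prolif.2, 670 in cDC1, 594 in cDC2, 264 in Treg and 264 in Mast. It was 238 in ILC2, 166 in mDC, 73 in macrophages and 1 in neutrophils. The neutrophil gene was Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238), and 275 neutrophil genes had an unadjusted p under 0.05. These counts do not measure the size of the changes. The largest changes over all immune cells were of genes with no UMI in either tumor. Mchr1 (ENSMUSG00000050164, chromosome 15, 81235499 to 81238964) averaged 4.77 ± 1.34 CPM in control skins, at least 141-fold the level that 3 UMIs in the tumors would give. Gabrp (ENSMUSG00000020159, chromosome 11, 33550781 to 33578959) averaged 3.15 ± 0.174 CPM, at least 92.8-fold. Cspg4 (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870), Trim52 (ENSMUSG00000022113, chromosome 14, 106106198 to 106135859) and Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) followed, at least 91.6-fold, 72.6-fold and 71.1-fold. In Prolif.1, Cldn1 (ENSMUSG00000022512, chromosome 16, 26356642 to 26371841), Tmem45b (ENSMUSG00000041737, chromosome 9, 31426196 to 31464462) and Gm26812 (ENSMUSG00000097812, chromosome 8, 121850194 to 121860621) were at least 959-fold, 155-fold and 112-fold lower. In Prolif.2, Enox1 (ENSMUSG00000022012, chromosome 14, 77156763 to 77721760) was at least 102-fold lower, and Serpine2 (ENSMUSG00000026249, chromosome 1, 79794197 to 79861180), Igfbp7 (ENSMUSG00000036256, chromosome 5, 77349240 to 77408041) and Exph5 were at least 98.9-fold, 42.0-fold and 40.1-fold higher. Cd207 or Trdc, markers of LC and DETC, were among the 5 largest changes in macrophages, cDC1, cDC2, mDC, NK, Mast and Prolif.1. Cldn1 was also among the leading genes of the LC cluster. In control cells of the DETC, γδT, T, Treg, ILC2 and Neu classes, which should lack it, Cd207 was present at 0.176 to 0.261 UMIs per cell. Trdc was present in Prolif.2 at 24.1 UMIs per control cell, and at 0.156 and 4.08 per cell in the 2 tumors.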

Gene set variation analysis showed that enriched gene signatures in skin tumors included the interferon-gamma response, the interferon-alpha response, and JAK/STAT3 signaling (Figure 2C). 

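The Hallmark sets were replaced by gene lists fixed in the plan, and tested on the pseudobulks with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over lists and classes. Over all immune cells, 57 of the 58 tested genes of the interferon alpha list were higher in skin tumors, with a median log2 fold change of 1.77 (camera adjusted p = 5.54e-17). Of the 66 genes of the interferon gamma list, 57 were higher, with a median of 1.40 (camera adjusted p = 3.57e-13). By the gene-wise test, 50 genes of the alpha list were changed over all genes and 55 when adjusted over the list alone. For the gamma list these counts were 48 and 49. The rotation test fry gave adjusted p values of 0.115 for the alpha list and 0.0582 for the gamma list, which was the alternative that moved these calls, together with camera at an estimated correlation. Neither list passed 0.05 under fry or the estimated correlation.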

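The interferon alpha and gamma lists were tested in each class with at least 10 cells in every library, in the 3 dendritic classes pooled, and over all immune cells. Both were called higher in skin tumors in 14 of these 14 fits by camera at the preset correlation, and in 0 of them by fry or at an estimated correlation. Median log2 fold changes lay between 0.44 and 1.77 for the alpha list, and between 0.33 and 1.40 for the gamma list. In macrophages the medians were 0.80 and 0.84, and in T cells 1.34 and 0.50. Neutrophils had the lowest alpha median and Prolif.2 the lowest gamma median. The summed CPM of the gamma list was lower in both tumors than in both control skins in cDC1, cDC2, mDC, Mast, Prolif.1 and the pooled dendritic classes, where it went from 51607 ± 3908 to 41519 ± 1609 CPM (SD, n = 2 each). LC, DETC and γδT had too few tumor cells to be fitted.

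**Figure D2:**
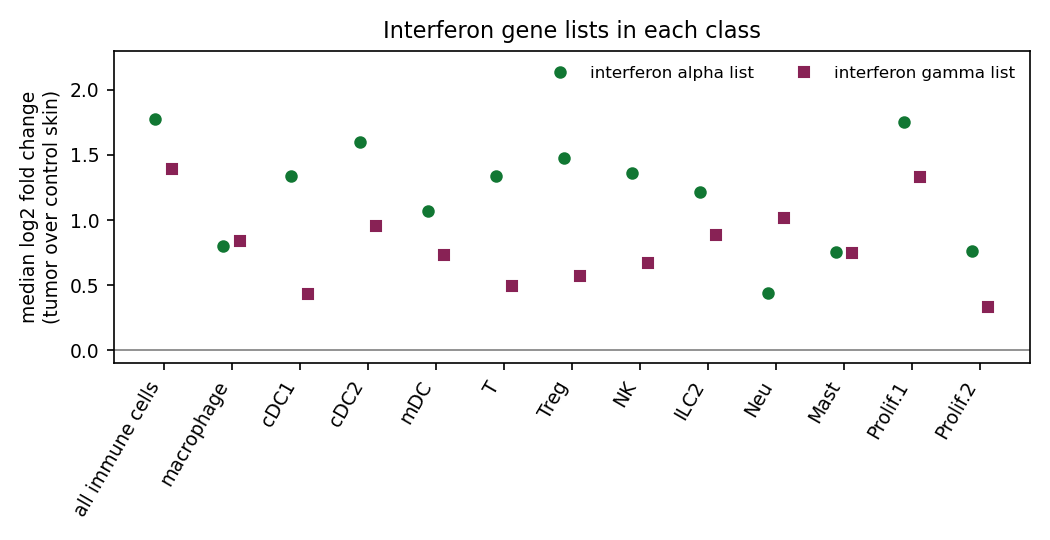
Median log2 fold change, skin tumor over control skin, of the genes of each interferon list, for all immune cells and for each fitted class. The 3 dendritic classes pooled are not drawn. Green circles are the interferon alpha list and purple squares the interferon gamma list, and the grey line marks 0. All points lie above the line.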

Further, IFN-γ and IFN-a signatures dramatically increased across immune cell clusters in skin tumors (Figure 2D,E). In addition, upregulation of JAK/STAT3 signaling was found globally across the immune cell types in skin tumors (Figure 2F).

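A list of 82 genes of IL6, JAK and STAT3 signaling and a core list of 20 JAK and STAT3 genes were tested in the same 14 fits. The longer list had a median log2 fold change of 0.22 over all immune cells (camera adjusted p = 0.111), with 44 of 77 tested genes above 0. The core list had a median of 0.15 (camera adjusted p = 0.667). Neither list was called higher in any fit by camera. Both were called lower in cDC1, with medians of -0.52 and -0.52. Among these fits, summed CPM of the longer list were higher in both tumors than in both control skins over all immune cells (9950.4 ± 211 to 12757 ± 1195 CPM), in macrophages (11398 ± 334 to 13993 ± 871 CPM) and in Prolif.1, and lower in both in cDC1 and ILC2. Across the fits, the medians of the longer list lay between -0.52 and 0.31. Without the filter on low counts, camera called the longer list higher over all immune cells, in macrophages, in Tregs and in Prolif.1. It did so in Tregs and Prolif.1 with a replicate block, and in Prolif.1 with DESeq2. Over all genes tested, 40 genes of the longer list were changed in all immune cells, 27 of them higher, and 45 were changed when adjusted over the list alone.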

Although the immune cell composition and the overall transcriptomics changed during skin tumor progression, the specific immune cells responding to skin tumorigenesis are separately described below.

### 3.4. Resident and Recruited Macrophages Dramatically Increased in Skin Tumors

Macrophages have emerged as a critical regulatory cell type in the tumor microenvironment, facilitating tumor initiation, progression, and metastasis [32]. As the most abundant immune-related stromal cells, macrophages provide a favorable milieu for tumor cells [33]. Similarly, our scRNA-seq data revealed that macrophages were one of the most abundant immune cell types in skin tumors. Thus, a better understanding of the roles of tumor-infiltrating macrophages during skin tumor progression is needed. 

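Macrophages were the largest class in both skin tumors. In the control skins they ranked 5 and 2 among the 15 classes, where the largest classes were LC, with 19.2% of the immune cells of replicate 1, and DETC, with 19.6% of replicate 2. Of the 4411 cells of the macrophage class, 3656 came from skin tumors and 755 from control skins.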

Further, identifying the specialized subpopulations of macrophages in response to skin tumor progression may represent important therapeutic targets.

In our study, we identified one distinct cluster significantly expressing MHCII molecules and macrophage markers (Supplemental Figure S4A,B). 

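Macrophages made up 7.36% (95% exact confidence interval 6.43 to 8.38%) and 18.6% (17.2 to 20.0%) of the immune cells in the control skins. In the skin tumors they made up 59.1% (57.6 to 60.5%) and 54.6% (52.3 to 56.9%). These Clopper-Pearson intervals cover counting error only. The means were 13.0 ± 7.92% and 56.8 ± 3.19% (SD, n = 2 each). The log2 fold change of the share was 2.13 (SE 0.761, adjusted p = 0.0265 from edgeR's quasi-likelihood test over the 15 classes). With each library left out in turn, it stayed between 1.61 and 2.95. Over 15 other settings it lay between 1.82 and 3.11, and the adjusted p, between 0.00255 and 0.180, stayed under 0.05 in 13. The setting that lowered it most was TMM scaling over the class counts. With macrophages left out of the total, the value was a ratio of macrophages to other immune cells. The share differed between the control skins by more than the counting error.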

As shown in Figure 2B, macrophages dramatically increased in skin tumors compared to control skins. In addition, we utilized the CellChat tool, analyzing our high-resolution scRNA-seq data to explore the cell–cell communication specific to cSCC. Our analysis showed a significant change in the number of interactions between the control and tumor groups (Figure 3A). 

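CellChat was not run, and the deposited counts were used to ask in which class the UMIs of the CCL and CXCL ligands named by the paper lie. Of all UMIs of Ccl8 in the skin tumors, 93.8 and 91.7% were in macrophages (replicates 1 and 2, from 69065 and 22218 UMIs). For Pf4 the shares were 93.1 and 91.1%, and for Cxcl10 80.5 and 69.9%. Over the 12 ligands, the mean share of UMIs in tumor macrophages lay between 42.7% (Ccl5) and 92.7% (Ccl8), and macrophages held the largest part of each. In control skins it lay between 10.8% (Ccl5) and 65.0% (Ccl6). Part of this follows from the number of cells, since macrophages were the largest class of the tumors.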

Of note, macrophage populations emerged as the predominant communication ‘hub’ in skin tumors (Figure 3A and Supplemental Figure S4C). In addition, CCL and CXCL signaling pathways were among the top prominent outgoing and incoming signaling patterns in skin tumors (Supplemental Figure S4D). 

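Within macrophages, Ccl5 and Ccl8 were the ligands changed at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) averaged 64.7 ± 8.56 CPM in control skins and 335 ± 56.4 CPM in skin tumors, a log2 fold change of 2.37 (SE 0.200, adjusted p = 0.0296). Of the other ligands, the largest change was that of Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), with a log2 fold change of 2.57 (SE 1.90, adjusted p = 0.611). Its means were 120.3 ± 165 and 703 ± 285 CPM, and with each library left out in turn its change ran from 1.57 to 7.51. Cxcl16 (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984) had a log2 fold change of 0.92 (SE 0.185, adjusted p = 0.110), and DESeq2 called it changed. Pf4, Ccl2, Ccl3, Ccl6 and Ccl7 had log2 fold changes between 0.04 (Ccl3) and 0.80 (Ccl7), and Ccl9 and Cxcl2 of -0.47 and -0.87. None of these 7 was called. Of the 10 ligands other than Ccl8 and Cxcl10, 2 were called when adjusted over the list alone, next to 1 over all genes. Without the filter on low counts, Cxcl9, Cxcl2, Cxcl16, Ccl7 and Ccl2 were called as well.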

An in-depth exploration of the CCL and CXCL signaling pathways indicated that each ligand–receptor interaction from macrophages to other cell types contributes to signaling. Notable interactions include the Pf4/Cxcl9/Cxcl4/Cxcl10-Cxcr3 pairs, Cxcl2-Cxcr2, Cxcl16-Ccr6, Ccl9/Ccl8/Ccl7/Ccl5/Ccl3-Ccr1, and Ccl8/Ccl7/Ccl6/Ccl2-Ccr2 (Figure 3B). These results highlighted the importance of macrophages in skin tumor progression.

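Receptor levels were compared over all immune cells, so they follow the mix of classes as well. Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692) averaged 45.6 ± 22.3 CPM in control skins and 225 ± 41.3 CPM in skin tumors, a log2 fold change of 2.30 (SE 0.385, adjusted p = 0.0172). Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) fell from 299 ± 107 to 52.5 ± 13.8 CPM, with a log2 fold change of -2.51 (SE 0.333, adjusted p = 0.0110). For Ccr6 (ENSMUSG00000040899, chromosome 17, 8236043 to 8257141), the log2 fold change was -2.90 (SE 0.211, adjusted p = 0.00393), from 20.6 ± 3.29 to 2.77 ± 0.289 CPM. These p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had a log2 fold change of 0.79 (SE 0.214, adjusted p = 0.0508), and several settings, DESeq2 among them, called it higher. Cxcr3 and Cxcr2 changed by -0.41 and 0.50 and were not called. In the skin tumors, the class with the highest level was neutrophils for Ccr1 (1742 CPM before TMM scaling) and Cxcr2 (421 CPM), ILC2 for Ccr6 (74.8 CPM) and Cxcr6 (621 CPM), and Treg for Ccr2 (544 CPM) and Cxcr3 (43.3 CPM). The ILC2 class held 42 tumor cells, of which 85.7% were named T without integration. Among the ligands, the class with the highest tumor level was neutrophils for Cxcl2 (18855 CPM), Ccl3 (1062 CPM) and Ccl6 (876 CPM), and Mast for Ccl7 (4030.4 CPM) and Ccl2 (2329 CPM). It was mDC for Ccl5 (3431 CPM) and Cxcl16 (626 CPM), macrophages for Pf4, Cxcl9, Ccl9 and Ccl8, and Prolif.1 for Cxcl10. From the ligand and receptor pairs, the paper reasons that macrophages are important in skin tumor progression.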

To better understand the potential functions of macrophages in the TME of skin tumors, we further divided this cluster into three sub-clusters: sub-cluster 0, 1, and 2. Although the absolute cell numbers of macrophages increased in skin tumors, we also investigated the change in proportion of each sub-cluster in skin tumors. Sub-cluster 2 dramatically increased in skin tumors, but not sub-cluster 0 and 1 (Figure 3C), suggesting that sub-cluster 2 was the main cell sub-cluster responding to skin tumor progression.

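Macrophages were divided again into 3 sub-clusters after leaving out the 73 genes called between skin tumors and control skins, and matched to the paper's by markers. The sub-cluster matched to the paper's sub-cluster 2 held 27.6 and 35.6% of the macrophages in control skins and 51.8 and 23.1% in skin tumors. The 95% exact confidence intervals of the tumor shares were 49.9 to 53.7% and 20.5 to 25.8%. Means were 31.6 ± 5.64% and 37.5 ± 20.3% (SD, n = 2 each), and the difference of 5.85 points was smaller than the spread between the tumors. Leaving out each library in turn gave differences from -8.52 to 20.2 points, and tumor replicate 1 decided the direction. Of the other settings, Harmony with the other penalty formula moved the macrophage sub-cluster 2 share most, to -7.07 points. Leaving clusters under 0.4 of the median UMIs unnamed, chosen after the data had been seen, took out the macrophage cluster of 733 cells with few UMIs. Sub-cluster 2 then held 7.69 and 17.1% in control skins and 41.0 and 15.2% in skin tumors. The difference was then 15.7 points. Sub-cluster 0 held 56.4 ± 3.73% and 55.0 ± 10.8%, and sub-cluster 1 11.9 ± 9.37% and 7.56 ± 9.57%. From the rise it reports, the paper proposes that sub-cluster 2 was the one mainly responding to skin tumor progression.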

To further analyze and understand this sub-cluster 2 in responding to skin tumor progression, we first examined the molecular features of each sub-cluster. 

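Plac8 (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) and Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) levels were taken from the UMIs summed within each sub-cluster and library. In the sub-cluster matched to sub-cluster 0, Plac8 averaged 467 CPM, above sub-clusters 1 and 2 in each of the 4 libraries. Those averaged 184 ± 111 and 168 ± 89.4 CPM (SD, n = 4 libraries). Ly6c2 averaged 217 ± 96.1 CPM in sub-cluster 0, 112 ± 42.4 in sub-cluster 1 and 93.6 ± 53.1 in sub-cluster 2, and was higher in sub-cluster 0 than in sub-cluster 1 in 3 of the 4 libraries. These markers were also used to match the sub-clusters, so their levels describe the match.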

Sub-cluster 0 highly expressed monocyte marker genes Plac8 and Ly6c2, suggestive of monocyte-derived macrophages (Figure 3D). Sub-clusters 1 and 2 had a high M2-like score and highly expressed M2-like marker Mrc1 (Figure 3E), suggestive of M2-like macrophages. 

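Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) averaged 529 ± 84.4 CPM in sub-cluster 0, 693 ± 194 in sub-cluster 1 and 1080.4 ± 247 in sub-cluster 2 (SD, n = 4 libraries), in this order in every library. It was found in 27.5, 32.2 and 38.9% of their thinned cells. Mrc1 was also used to match sub-clusters 1 and 2, so its order in part describes the match. The UMIs of a list of 25 M2 genes, among them Mrc1, Mgl2, Maf and Ccl8 of the match, summed to 3310.3 ± 401, 3551 ± 543 and 5236 ± 1017 CPM. Sub-cluster 2 was above sub-cluster 0 in all 4 libraries, and sub-cluster 1 above sub-cluster 0 in 3. Between skin tumors and control skins, the M2 list in macrophages had a median log2 fold change of -0.54 (camera adjusted p = 0.0654).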

M2-like macrophages were reported to release immunosuppressive chemicals while promoting tumor cell growth, drug resistance, angiogenesis, and tissue healing [34]. In addition, M2-like macrophages were consistent with elevated STAT3 signaling in skin tumors [35].

Consistent with M2-like macrophages in skin tumors, sub-cluster 2 showed high expression of M2-like macrophage markers, including Mgl2, Cx3cr1, Vcam1, Maf, Ccl8, and Cxcl10. In contrast, sub-cluster 0 highly expressed Plac8 and Ly6c2 suggestive of monocytes-derived macrophages, while sub-cluster 1 expressed lower levels of Cx3cr1, Vcam1, and Ccl8 (Figure 3E). 

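Of the genes named, Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) averaged 161 ± 102 CPM in sub-cluster 2 and 46.7 ± 22.2 in sub-cluster 0 (SD, n = 4 libraries). Maf (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794) averaged 559 ± 208 CPM in sub-cluster 2 and 113 ± 43.1 in sub-cluster 0, and Vcam1 167 ± 158 CPM in sub-cluster 2 and 106 ± 120.5 in sub-cluster 0. For each of these, sub-cluster 2 was above sub-cluster 0 in all 4 libraries. Mgl2 (ENSMUSG00000040950, chromosome 11, 70130329 to 70137550) averaged 174 ± 62.3 CPM in sub-cluster 2 and 309 ± 71.2 in sub-cluster 0 and was below sub-cluster 0 in all 4. Cx3cr1, Maf and Vcam1 were used to match sub-cluster 2, and Mgl2 to match sub-cluster 1, so these levels in part describe the match. Over all macrophages, the same genes were compared between skin tumors and control skins with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) averaged 11.9 ± 5.69 CPM in control skins and 220.4 ± 52.8 CPM in skin tumors, a log2 fold change of 4.16 (SE 0.386, adjusted p = 0.0368). Maf had a log2 fold change of 0.77 (SE 0.415, adjusted p = 0.466), and Cx3cr1, of 1.33, was not called either. Mgl2 and Mrc1 changed by -0.55 (SE 0.181, adjusted p = 0.247) and -0.32 (SE 0.213, adjusted p = 0.531). Vcam1 in macrophages passed an adjusted p of 0.05 in 12 of 17 other settings. Adjusted over the list alone, 2 of the 7 sub-cluster genes were called.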

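In sub-cluster 1, Cx3cr1 averaged 76.5 ± 64.6 CPM, Vcam1 85.8 ± 84.1 CPM and Maf 281 ± 96.9 CPM (SD, n = 4 libraries). Cx3cr1 and Maf were lower than in sub-cluster 2 in all 4 libraries, and Vcam1 in 3 of the 4. Low Cx3cr1 and Vcam1 were used to match sub-cluster 1. Mgl2 averaged 322 ± 63.4 CPM. Between skin tumors and control skins, Plac8 in macrophages changed by -0.19 on the log2 scale (SE 0.253, adjusted p = 0.776), and Ly6c2 by -0.99 (SE 0.250, adjusted p = 0.168), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called Ly6c2 lower.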

The Mgl2 gene, a member of the macrophage galactose-type C-type lectin family, is expressed in M2 macrophages [36]. The Cx3cr1 gene, the chemoattractant cytokine Cx3cl1 receptor, regulates the infiltration and polarization of TAMs in tumors [37]. Previous studies showed that Cx3cr1 expression contributed to macrophage survival in tumor metastasis and was correlated with poor prognosis in human cancers [38]. Vcam1, vascular cell adhesion molecule 1, promotes tumor cell invasion and metastasis in colorectal cancer [39]. Maf (c-Maf), a member of the basic leucine zipper transcription factors, controls many M2-related genes and promotes M2-like macrophage-mediated T cell suppression and tumor progression [40]. Ccl8, chemokine ligand 8, secreted by M2-like macrophages, promotes tumor growth and invasion in different cancer types [41,42]. In addition, there is increasing evidence that Cxcl10 plays a tumorigenic role, causing tumor progression and metastasis in different cancers [43,44,45]. Consistent with these reports, we observed a higher expression of Ccl8 and Cxcl10 in 2323 skin tumors by immunofluorescent staining compared to control skins (Figure 3F). Consistent with these studies, the higher expression of M2-like macrophage marker genes in our data suggests that this M2-like sub-cluster 2 contributes to skin tumor progression. 

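Ccl8 averaged 459.8 ± 451 CPM in sub-cluster 0, 607 ± 383 CPM in sub-cluster 1 and 1488 ± 913 CPM in sub-cluster 2 (SD, n = 4 libraries). Sub-cluster 2 was above sub-cluster 0 in all 4 libraries, and sub-cluster 1 was above it in 3. Cxcl10 averaged 134 ± 133, 167 ± 121 and 439 ± 277 CPM. It was higher in sub-cluster 2 than in both others in every library, and higher in sub-cluster 1 than in sub-cluster 0 in 3 of the 4. Ccl8 was used to match the sub-clusters, and Cxcl10 was not.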

Of note, high expression of Ccl8 and Cxcl10 was observed in sub-cluster 1 and 2; targeting CCL8 and Cxcl10 might provide a novel target for cSCC treatment. 

### 3.5. Activated T Cells in Response to Skin Tumor Progression

Well-established cytotoxic T cells are important effectors of anti-tumor immunity in human cancers. We identified a distinct T-cell cluster expressing Cd3d/e/g, Cd4, Cd8a, and Thy1 (Figure 1D). We did not observe a significant infiltration of this pan T cell cluster in skin tumors as shown above in Figure 2B. However, we observed inflammatory responses in skin tumors (Figure 4A). 

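T cells made up 5.20 ± 3.21% of the immune cells in control skins and 6.03 ± 0.458% in skin tumors (SD, n = 2 each), a log2 fold change of 0.21 (SE 0.740, adjusted p = 0.775) by edgeR's quasi-likelihood test over the classes. Over 15 other settings it lay between -0.28 and 1.26, with adjusted p values between 0.0772 and 0.991. The control skins, at 7.46 and 2.93%, lay on both sides of the tumors.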

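In the T class, 50 of 55 tested genes of the interferon alpha list and 46 of 56 of the gamma list had positive log2 fold changes. The adjusted p values of camera at the preset correlation were 1.04e-11 and 5.01e-05, and those of fry 0.105 and 0.128. By the gene-wise test, 27 genes of the alpha list and 14 of the gamma list were changed over all genes, and 34 and 18 when adjusted over the list alone.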

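Among the inflammatory genes, Ifit2, Ifit3, Bst2 and Ifng were higher in tumor T cells at an adjusted p under 0.05, over all genes and over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifit2 (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) rose from 3.36 ± 0.845 to 31.5 ± 2.75 CPM, with a log2 fold change of 3.28 (SE 0.433, adjusted p = 0.00361). For Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731), the log2 fold change was 3.95 (SE 0.901, adjusted p = 0.0308), from 1.98 ± 2.80 to 20.6 ± 4.24 CPM. Bst2 (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456) changed by 1.87 on the log2 scale (SE 0.313, adjusted p = 0.00939), its means being 37.5 ± 2.99 and 137 ± 54.7 CPM. Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) averaged 121 ± 52.4 CPM in control skins and 266 ± 15.4 CPM in skin tumors, a log2 fold change of 1.10 (SE 0.288, adjusted p = 0.0460). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) had a log2 fold change of 0.58 (SE 0.732, adjusted p = 0.684), and the tumors lay on both sides of the control skins. Without integration Ifng was not called, and the other 3 calls held there. With each library left out in turn, Ifit3 in T ran from 2.34 to 8.30. T cells of the skin tumors also carried more UMIs of macrophage genes, 18 of 20 markers being higher.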

Consistently, we observed inflammatory genes, including Ifng, Stat1, Ifit2, Ifit3, Isg15, and Bst2, being highly expressed in the T cell cluster in skin tumors (Figure 4B). In addition, this T-cell cluster exhibited over-expression of exhaustion marker genes such as Tox, Pdcd1, Tigit, Havcr2, Lag3, and Ctla4 [46] in the T cell cluster in skin tumors (Figure 4B), suggesting the emergence of T-cell exhaustion in skin tumors. This is consistent with the known fact that most T cells in tumor microenvironment are exhausted [47]. Additionally, an elevated signaling of Il2/Stat5 in skin tumors (Figure 4A) is consistent with a recent report stating that Il2 regulates CD8 T cell exhaustion in the tumor microenvironment [48].

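Of the 6 exhaustion genes, 4 were higher in tumor T cells over all genes and 6 when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tox (ENSMUSG00000041272, chromosome 4, 6686353 to 6991557) averaged 208 ± 31.6 CPM in control skins and 916 ± 20.3 CPM in skin tumors, a log2 fold change of 2.14 (SE 0.237, adjusted p = 0.00191). Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) rose from 84.2 ± 48.8 to 293 ± 14.2 CPM, with a log2 fold change of 1.86 (SE 0.385, adjusted p = 0.0287). For Ctla4 (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832), the log2 fold change was 1.10 (SE 0.260, adjusted p = 0.0316), from 221 ± 2.19 to 476 ± 150.2 CPM. Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) changed by 5.38 on the log2 scale (SE 0.667, adjusted p = 0.00328), its means being 0.828 ± 1.17 and 49.9 ± 22.1 CPM. Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255) had a log2 fold change of 1.16 (SE 0.337, adjusted p = 0.0696) and Tigit (ENSMUSG00000071552, chromosome 16, 43648867 to 43664146) of 0.70 (SE 0.242, adjusted p = 0.102), with both tumors above both control skins. DESeq2 was among the settings that called Havcr2 higher. Ctla4 was called in 13 of 17 other settings, with adjusted p values up to 0.104, and lost its call without integration, among others. As a list, the 6 genes had a median of 1.62 in T (camera adjusted p = 5.01e-05, fry 0.0836). In other classes camera called it lower in mDC, with a median of -2.85, and in Prolif.1, with -2.44. The largest changes in T cells were of genes absent from the control cells: Exph5 (ENSMUSG00000034584, chromosome 9, 53301670 to 53377514), at least 73.9-fold higher, Gzmf (ENSMUSG00000015441, chromosome 14, 56205263 to 56211417), 47.3-fold, Itgb8 (ENSMUSG00000025321, chromosome 12, 119158022 to 119238802), 46.3-fold, and Dgki (ENSMUSG00000038665, chromosome 6, 36846022 to 37300184), 44.1-fold. Setbp1 (ENSMUSG00000024548, chromosome 18, 78750380 to 79109391) rose from 1 UMI in the control cells to 1182 in the tumor cells. From the exhaustion genes, the paper proposes that T cells became exhausted in skin tumors.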

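A list of 45 genes of IL2 and STAT5 signaling had a median log2 fold change of 0.09 in T cells (camera adjusted p = 0.257), with 22 of 40 tested genes above 0. Of these genes, 10 were changed over all genes, 7 of them higher, and 13 were called when adjusted over the list alone. Neutrophils were the 1 class in which camera called this list higher, with a median of 0.60 (adjusted p = 0.00746).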

To better understand the role of this T cell cluster during skin tumor progression, we further subsetted this cluster into three sub-clusters: sub-cluster 0, 1, and 2 (Figure 4C). Of note, sub-cluster 2 was the only subgroup to respond to skin tumor progression, which dramatically increased from 4.1% in Ctrl to 20.7% in Tumor (Figure 4D). 

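T cells were divided into 3 sub-clusters after leaving out the 1016 genes called between the groups. The sub-cluster matched to the paper's sub-cluster 2 by markers held 46.5% (95% exact confidence interval 39.6 to 53.4%) and 46.5% (35.7 to 57.6%) of the control T cells. In the skin tumors it held 40.2% (34.2 to 46.5%) and 70.9% (61.8 to 79.0%), on both sides of the control skins. The difference of the means was 9.09 points, and ran from -6.26 to 24.4 points with each library left out in turn. Without integration the T cell sub-cluster 2 share moved most, to -36.0 points. Sub-cluster 0 went from 35.4 ± 0.923% to 18.4 ± 6.63% and sub-cluster 1 from 18.1 ± 0.946% to 26.1 ± 15.1% (SD, n = 2 each).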

To better understand the features of this sub-cluster 2 and its functions in skin tumors, we first examined the molecular features of this sub-cluster and compared them to the other sub-clusters. We found that sub-cluster 0 had a very low expression of Cd4; sub-cluster 1 highly expressed Cd8a and Cd8b1, suggestive of Cd8^+^ T cells; sub-cluster 2 highly expressed Cd4, suggestive of Cd4^+^ T cells (Figure 4E). 

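Cd4 (ENSMUSG00000023274) averaged 49.5 ± 75.3, 41.6 ± 39.5 and 345 ± 161 CPM in sub-clusters 0, 1 and 2 (SD, n = 4 libraries), and sub-cluster 2 was the highest in all 4 libraries. Cd8a (ENSMUSG00000053977) averaged 384 ± 194, 382 ± 51.6 and 27.5 ± 14.6 CPM, and Cd8b1 (ENSMUSG00000053044) 368 ± 114, 383 ± 86.7 and 26.8 ± 12.2 CPM. Both were lower in sub-cluster 2 than in the others in every library. The markers were also used for the match. Without sub-clusters, Cd4 was found in 10.3 ± 1.39% of thinned T cells in control skins and 22.6 ± 12.7% in skin tumors (SD, n = 2 each), and Cd8a in 21.2 ± 1.96% of thinned T cells in control skins and 15.0 ± 9.15% in skin tumors. The unthinned means of Cd4 were 36.2% and 52.1%, and 1.29% of thinned macrophages had it. Median depths were 8884 UMIs in T and 14319 in macrophages. A second random thinning gave a Cd4 difference of 9.53 points, which ran from 0.238 to 18.8 points with each library left out in turn.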

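The T cell sub-clusters 0, 1 and 2 matched by markers had mean levels of Cd81 (ENSMUSG00000037706) of 1.38 ± 2.77, 16.1 ± 16.5 and 77.6 ± 91.1 CPM (SD, n = 4 libraries), and of Cd83 (ENSMUSG00000015396) of 13.9 ± 10.1, 33.5 ± 22.2 and 93.5 ± 114 CPM. Sub-cluster 2 was above sub-cluster 0 in all 4 libraries and above sub-cluster 1 in 3 for both genes. Cd80 (ENSMUSG00000075122) averaged 23.8 ± 25.7, 58.5 ± 48.2 and 44.1 ± 28.0 CPM and was highest in sub-cluster 1 in 3 libraries. Cd70 (ENSMUSG00000019489) averaged 0 ± 0, 8.01 ± 9.26 and 36.9 ± 44.5 CPM, and in sub-cluster 2 its UMIs came from the skin tumors alone. Pdcd1 averaged 109.8 ± 55.0, 255 ± 173 and 170.1 ± 123 CPM, with sub-cluster 1 the highest in every library. The match of sub-cluster 2 used these genes.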

Further, this Cd4^+^ T cell sub-cluster 2 also highly expressed Cd70, Cd80, Cd81, Cd83, and Pdcd1 (Figure 4E). These co-stimulatory molecules highly expressed in this Cd4^+^ sub-cluster were consistent with previous research [49,50,51,52]. Additionally, we observed high expression of Pdcd1 in skin tumors (Figure 4E), highlighting the potential role of CD4^+^ T cells in checkpoint inhibitor immunotherapy. 

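Over the whole T class, Pdcd1 was found in 5.71 ± 3.43% of thinned T cells in control skins and 20.3 ± 4.49% in skin tumors (SD, n = 2 each), next to 0.159% of thinned macrophages. Before thinning, the means were 26.5% and 73.3%. Both tumors lay above both control skins. Pdcd1 in T passed an adjusted p of 0.05 by edgeR's quasi-likelihood test in 16 of 17 other settings, with adjusted p values between 1.74e-12 and 0.115.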

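Mean levels of the cytotoxic genes in the T cell sub-clusters 0, 1 and 2 were 298 ± 166, 102 ± 43.2 and 212 ± 145 CPM for Ifng (SD, n = 4 libraries), 867 ± 331, 886 ± 227 and 298 ± 177 CPM for Nkg7 (ENSMUSG00000004612) and 168 ± 92.7, 253 ± 124 and 78.8 ± 41.4 CPM for Klrc1 (ENSMUSG00000030167). Sub-cluster 2 was below sub-cluster 0 in all 4 libraries for these 3 genes. Runx3 (ENSMUSG00000070691) averaged 416 ± 165, 564 ± 270.5 and 289 ± 39.7 CPM and Lamp1 (ENSMUSG00000031447) 54.3 ± 20.0, 45.0 ± 24.8 and 40.2 ± 15.3 CPM, and sub-cluster 2 had the highest level of neither in most libraries. Lamp2 (ENSMUSG00000016534) averaged 76.9 ± 17.7, 58.9 ± 9.74 and 85.6 ± 20.0 CPM. For this gene, sub-cluster 2 was above sub-cluster 1 in all 4 libraries and above sub-cluster 0 in 2. Cd27 (ENSMUSG00000030336) averaged 114 ± 45.0, 144 ± 32.6 and 49.2 ± 23.2 CPM, lowest in sub-cluster 2 in all 4. Sub-cluster 2 held 40.2 to 70.9% of the T cells of a library here, against 4.1 and 20.7% in the paper. Sub-clusters 0 and 1 were alike in Cd8a, at 384 and 382 CPM. These means can thus miss a smaller cytotoxic subset with Cd4, and do not decide on the paper's. Ifng was found in 7.49 ± 4.01% of thinned T cells in control skins and 18.4 ± 0.590% in skin tumors (n = 2 each).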

More interestingly, we observed that this CD4^+^ T cell population expressed cytotoxic marker genes such as Ifng, Nkg7, Lamp1, Lamp2, Klrc1, and Runx3 highly expressed in sub-cluster 2 and decreased expression of CD27 [53,54], suggestive of the cytotoxic functions of CD4^+^ T cells during skin tumor progression. Consistently, we observed the co-localized expression of Cd4 and Ifng in skin tumors, but not in control skins (Figure 4F). These findings highlighted the critical roles of CD4^+^ T cells in responding to skin tumor progression, which is consistent with the recognition of CD4^+^ T cells as anti-tumor effector cells in their own right [55]. Future studies on this cytotoxic subset of CD4^+^ T cells during skin tumor progression may offer insights into novel therapeutic strategies and improve clinical outcomes.

### 3.6. Activated NK Cells in Skin Tumors

Natural killer cells play an important role in host immunity against pathogens and cancers [56,57]. 

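The cells of the NK class were placed differently by other settings. Without integration, 82.6% of its 270 control cells fell into the DETC class and 13.7% into NK. Of its 355 tumor cells, 52.4% fell into NK and 43.4% into T. Thinned control cells of the class had Klra8 in 4.85 ± 2.57% and Rora in 40.6 ± 3.49%, and tumor cells had Klra8 in 18.7 ± 3.41% and Rora in 22.8 ± 0.983% (SD, n = 2 each).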

We identified one NK cell cluster based on its expression of Klr genes which encode molecules expressed on NK cells (Figure 5A). This correlated significantly with natural killer cell mediated cytotoxicity by KEGG pathway analysis (Figure 5B). 

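NK cells made up 4.68 ± 1.56% of the immune cells in control skins and 5.62 ± 0.0377% in skin tumors (SD, n = 2 each), a log2 fold change of 0.26 (SE 0.741, adjusted p = 0.775) by edgeR's quasi-likelihood test. The 15 other settings gave values between -0.44 and 2.26 and adjusted p values between 0.0119 and 0.881. Without integration the NK share was 2.26, and with classes from the marker scores of each cell 1.92. Both settings called it higher, and both took most control cells out of the class.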

As shown above in Figure 2B, we did not observe a significant change of NK cell composition in control skins and skin tumors. Further, we found activated NK cells in skin tumors indicated by higher levels of NK activation genes including Gzmb, Gzma, Eomes, Itga2 (Cd49b), and Klra8 (Figure 5C). Conversely, NK inactivation genes including Itga1 (Cd49a), Inpp4b, Tnfsf10, Il7r, and Cxcr6 dramatically decreased in skin tumors (Figure 5C).

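The 5 activation genes were higher in tumor cells of the NK class, over all genes and over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) averaged 148 ± 53.0 CPM in control skins and 728 ± 170.2 CPM in skin tumors, a log2 fold change of 2.29 (SE 0.272, adjusted p = 0.00165). Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) rose from 235 ± 129 to 1789.9 ± 619.9 CPM, with a log2 fold change of 2.91 (SE 0.536, adjusted p = 0.0467). For Eomes (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132), the log2 fold change was 1.45 (SE 0.221, adjusted p = 0.00207), from 79.2 ± 28.4 to 213 ± 8.75 CPM. Itga2 (ENSMUSG00000015533, chromosome 13, 114833081 to 114932100) changed by 1.89 on the log2 scale (SE 0.266, adjusted p = 0.00131), its means being 28.6 ± 7.35 and 110.3 ± 32.2 CPM. Klra8 (ENSMUSG00000089727, chromosome 6, 130115226 to 130129898) averaged 54.3 ± 0.663 CPM in control skins and 309 ± 50.1 CPM in skin tumors, a log2 fold change of 2.50 (SE 0.172, adjusted p = 3.95e-05). These differences depend on which control cells the class holds. Without integration, Gzmb, Gzma, Itga2 and Klra8 lost their calls and Eomes in NK changed sign, to -0.29. Over 17 other settings, Gzma was called in 11, with adjusted p values up to 0.741, and Gzmb, Eomes, Itga2 and Klra8 in 15 each.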

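Of the 5 inactivation genes, 4 were lower in tumor cells of the NK class over all genes and 5 when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Itga1 (ENSMUSG00000042284, chromosome 13, 114953096 to 115101964) averaged 112 ± 14.3 CPM in control skins and 27.1 ± 7.99 CPM in skin tumors, a log2 fold change of -2.12 (SE 0.238, adjusted p = 0.000403). Tnfsf10 (ENSMUSG00000039304, chromosome 3, 27317028 to 27342427) fell from 192 ± 17.3 to 37.8 ± 5.74 CPM, with a log2 fold change of -2.31 (SE 0.183, adjusted p = 7.40e-05). For Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176), the log2 fold change was -1.21 (SE 0.212, adjusted p = 0.00406), from 166 ± 38.1 to 73.1 ± 14.5 CPM. Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) changed by -1.76 on the log2 scale (SE 0.286, adjusted p = 0.00674), its means being 261 ± 104 and 76.2 ± 10.7 CPM. Inpp4b (ENSMUSG00000037940, chromosome 8, 81342556 to 82127914) had a log2 fold change of -0.44 (SE 0.170, adjusted p = 0.125), with both tumors below both control skins, and was called lower with cells of at least 2000 UMIs, among other settings. Itga1 lost its call without integration.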

To further investigate the unique features of this activated NK cell cluster in skin tumors, we examined the upregulated Klr molecules in skin tumors and identified several Klr genes including Klra8, Klre1, Klra4, Klrl2, and Klrb1c, which dramatically increased in skin tumors (Figure 5C,D). 

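The deposited counts hold Klri2, taken here for the gene that the paper writes Klrl2. Of Klre1, Klra4, Klri2 and Klrb1c, 3 were called higher in tumor cells of the NK class over all genes and 4 over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Klra4 (ENSMUSG00000079852, chromosome 6, 130043731 to 130067271) averaged 46.2 ± 2.73 CPM in control skins and 379.8 ± 130.2 CPM in skin tumors, a log2 fold change of 3.03 (SE 0.247, adjusted p = 0.000114). Klre1 (ENSMUSG00000050241, chromosome 6, 129577905 to 129585827) rose from 104 ± 3.98 to 316 ± 6.97 CPM, with a log2 fold change of 1.60 (SE 0.141, adjusted p = 0.000111). For Klrb1c (ENSMUSG00000030325, chromosome 6, 128778485 to 128789215), the log2 fold change was 1.55 (SE 0.227, adjusted p = 0.00164), from 27.4 ± 6.67 to 79.3 ± 4.23 CPM. Klri2 (ENSMUSG00000043932, chromosome 6, 129729041 to 129740484) had a log2 fold change of 0.71 (SE 0.254, adjusted p = 0.102), and cells of at least 2000 UMIs were among the settings that called it. Without integration, Klre1 in NK fell to 0.09 and Klrb1c in NK to -0.08.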

Further, we observed higher expression of interferon-activated genes including Ifi213, Ifi206, and Ifi209, which specifically expressed in skin tumors (Figure 5E), suggestive of an important role of interferon signaling in activating NK cells in skin tumors. Collectively, our data revealed an activated NK cell cluster responding to skin tumor progression and identified the unique features of this cell cluster with specific Klr gene expression.

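The 3 interferon-activated genes were higher in tumor cells of the NK class, over all genes and over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifi213 (ENSMUSG00000073491, chromosome 1, 173566283 to 173599274) averaged 8.74 ± 4.15 CPM in control skins and 84.9 ± 32.0 CPM in skin tumors, a log2 fold change of 3.37 (SE 0.375, adjusted p = 0.000479). Ifi206 (ENSMUSG00000037849, chromosome 1, 173468485 to 173491041) rose from 10.0 ± 0.750 to 72.9 ± 2.95 CPM, with a log2 fold change of 2.84 (SE 0.243, adjusted p = 9.40e-05). For Ifi209 (ENSMUSG00000043263, chromosome 1, 173630917 to 173647928), the log2 fold change was 2.15 (SE 0.220, adjusted p = 0.000256), up to 123 ± 4.63 CPM in skin tumors. All 3 had UMIs in both control skins. Without integration, Ifi206 and Ifi209 lost their calls, the latter at a log2 fold change of 0.83 (Ifi209 in NK). With the class of each cell from marker scores, Ifi209 and Ifi213 lost theirs, and Ifi213 also with at least 2000 UMIs per cell and with Harmony under the other penalty formula. Among the largest changes in the class, Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749960) and Ifit3b (ENSMUSG00000062488, chromosome 19, 34607970 to 34613401) had no control UMI and were at least 24.4-fold and 16.8-fold higher. Map1b (ENSMUSG00000052727, chromosome 13, 99421446 to 99516540), Wnt9a (ENSMUSG00000000126, chromosome 11, 59306928 to 59333552) and Cd207, a marker of LC, had no tumor UMI, and were at least 21.4-fold, 15.3-fold and 44.8-fold lower. The paper reasons from the activation, Klr and interferon genes that NK cells were activated in skin tumors, and proposes a part for interferon signaling.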

### 3.7. Tregs

Regulatory T cells (Tregs) have been known to suppress antitumor immunity [58]. We identified one Treg cell cluster that expressed key Treg marker genes such as Foxp3, Cd4, Tnfrsf18, and Ctla4 (Figure 6A). This Treg cell cluster dramatically increased in relative abundance between control skins and skin tumors (Figure 2B), suggestive of the significant accumulation of Treg cells in skin tumors. In addition, we observed a higher expression of PD-1 (encoded by Pdcd1), Itga4, Sell, and Ccl5 in skin tumors (Figure 6B). 

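Thinned Tregs had Cd4 (ENSMUSG00000023274) in 10.8 ± 1.84%, Tnfrsf18 (ENSMUSG00000041954) in 22.5 ± 4.58% and Ctla4 (ENSMUSG00000026011) in 75.7 ± 9.24% of cells (SD, n = 4 libraries). At full depth the pooled shares were 43.4%, 57.8% and 92.8%. The macrophage background after thinning was 1.29%, 0.521% and 2.31%.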

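Tregs made up 2.21 ± 0.240% of the immune cells in control skins and 6.52 ± 1.30% in skin tumors (SD, n = 2 each). The log2 fold change was 1.55 (SE 0.762, adjusted p = 0.118) by edgeR's quasi-likelihood test, with both tumors above both control skins. With the other settings (15), it ranged between 1.23 and 2.56, and the adjusted p value between 0.0111 and 0.199, and 2 settings called it, the share among immune cells that are not macrophages (2.56) and Harmony with the other penalty formula (1.53). From the rise in share, the paper proposes that Tregs accumulated in skin tumors.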

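Within Tregs, the Pdcd1 gene was higher in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) averaged 35.6 ± 16.1 CPM in control skins and 138 ± 27.6 CPM in skin tumors, a log2 fold change of 1.92 (SE 0.329, adjusted p = 0.0131). It lost its call when classes came from the marker scores of each cell. Its levels rest on 30 UMIs from control cells and 315 from tumor cells.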

PD-1, a well-established T cell exhaustion marker, was reported to promote the immunosuppression function of Tregs [59]. 

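In Tregs, Itga4 was higher in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Itga4 (ENSMUSG00000027009, chromosome 2, 79255426 to 79333123) averaged 1.35 ± 1.91 CPM in control skins and 189 ± 41.8 CPM in skin tumors, a log2 fold change of 7.10 (SE 0.574, adjusted p = 0.000321). The control level of Itga4 rests on 1 UMI. Itga4 in Treg ran from 6.06 to 10.47 with each library left out in turn, and lost its call when classes came from the marker scores of each cell (1.83, adjusted p = 0.325). Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had a log2 fold change of 2.64 (SE 0.993, adjusted p = 0.374), with control means of 104 ± 116 CPM and tumor means of 666 ± 115 CPM. It was not called, and ran from 1.84 to 4.94 with each library left out in turn. Besides Itga4, large changes in Tregs included Asb2 (ENSMUSG00000021200, chromosome 12, 103321142 to 103356001), at least 12.1-fold higher, Rapgef3 (ENSMUSG00000022469, chromosome 15, 97744770 to 97767972), at least 17.4-fold lower, and P2rx7 (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432), at least 6.21-fold higher. Tumor Tregs also carried more UMIs of macrophage genes, 18 of 20 markers being higher.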

Consistent with its enhanced immunosuppressive role, Tregs in skin tumors presented higher levels of Itga4, Sell, and Ccl5. Itga4, integrin subunit alpha 4, was reported to upregulate in three T cell subsets such as Tregs in age-related tumor growth [60]. Sell, also known as CD62L, was one of the three key molecules associated with high levels of suppression mediated by human Treg [61]. Ccl5 was reported to contribute to tumor growth in a variety of cancer types [62]. For example, Ccl5 was able to recruit Treg cells in pancreatic ductal adenocarcinoma, and this recruitment was impaired by the neutralization of Ccl5 [63]. In summary, we observed a dramatic accumulation of Tregs and an increased immunosuppressive function of Tregs in skin tumors.

### 3.8. Neutrophils

Neutrophils, the most abundant myeloid cells in human blood, act as the body’s first line of defense against infection and cancers, and emerged as important regulators of cancer [64]. Growing evidence has recognized the critical role of Neutrophils in promoting tumor growth and patients with neutrophils predict poor overall survival in many types of cancers [65]. We detected one neutrophil cluster that highly expressed neutrophil markers (Figure 6C). 

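In the neutrophil class, the mean shares at full depth were 97.1% for S100a8, 98.2% for S100a9 and 92.8% for Csf3r. Slc11a1 (ENSMUSG00000026177) and Spi1 (ENSMUSG00000002111) were found in 42.7 ± 13.1% and 37.3 ± 6.79% of thinned neutrophils (SD, n = 4 libraries). The median was 3730 UMIs per cell.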

Of note, this neutrophil cluster also largely expanded in skin tumors, as shown above in Figure 2B. In addition, high expression of more neutrophil marker genes including Cxcr2, Ccr1, Mmp9, and Arg2 was detected in this neutrophil cluster (Figure 6D). 

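Neutrophils made up 1.56 ± 1.26% of the immune cells in control skins and 4.57 ± 2.68% in skin tumors (SD, n = 2 each). The log2 fold change was 1.54 (SE 0.769, adjusted p = 0.118) by edgeR's quasi-likelihood test. Tumor replicate 1, at 2.67%, lay close to control replicate 2, at 2.45%. Over 15 other settings it lay between 1.23 and 2.47, with adjusted p values between 0.0514 and 0.475.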

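Of these markers, Cxcr2 (ENSMUSG00000026180) was found in 28.5 ± 10.3%, Ccr1 (ENSMUSG00000025804) in 82.2 ± 3.48%, Mmp9 (ENSMUSG00000017737) in 21.8 ± 3.92% and Arg2 (ENSMUSG00000021125) in 67.9 ± 3.28% of thinned neutrophils (SD, n = 4 libraries), and the T cell background was 0%, 0.446%, 0.149% and 0.446%. None differed between skin tumors and control skins by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes or over the list alone. The log2 fold changes were -0.32 (SE 0.402, adjusted p = 0.926) for Cxcr2, -0.41 (SE 0.262, adjusted p = 0.823) for Ccr1, 0.06 (SE 0.334, adjusted p = 0.996) for Mmp9 and -0.09 (SE 0.262, adjusted p = 0.975) for Arg2. Mmp9 lies at ENSMUSG00000017737, chromosome 2, 164940780 to 164955850, and Arg2 at ENSMUSG00000021125, chromosome 12, 79130777 to 79156301. The 1 gene called in neutrophils, Hspa1b, had a log2 fold change of 2.64 (SE 0.353, adjusted p = 0.0273).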

Overall, our data showed that neutrophils hugely expanded during skin tumor progression, highlighting their pivotal role in tumor growth. Further studies are required to fully understand the role of neutrophils during tumor progression, providing more insights on targeting neutrophils against cancer.

### 3.9. Mast Cells

Mast cells, an essential part of the immune system, act as important regulators in cancer development [66]. Various studies have revealed that mast cells can have a pro-tumorigenic or anti-tumorigenic role in different types of cancers [67]. 

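Thinned Mast cells had Fcer1a (ENSMUSG00000005339) in 46.6 ± 35.1% of cells (SD, n = 4 libraries) and in 60.5% at full depth, pooled. The T cell background was 0.149% and 0.149%. The median was 4288 UMIs per cell.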

We detected one mast cell cluster that highly expressed mast cell marker genes Gata2, Ms4a2, Mcpt4, and Fcer1a (Figure 6E). We did not observe a significant change of relative abundance in control skins and skin tumors, as shown in Figure 2B. However, we did observe activated mast cells in skin tumors shown by higher expression of Fcer1a, Il1rl1, and Tpsb2 in skin tumors (Figure 6F). 

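Mast cells made up 1.59 ± 0.359% of the immune cells in control skins and 1.13 ± 0.625% in skin tumors (SD, n = 2 each), a log2 fold change of -0.52 (SE 0.781, adjusted p = 0.639) by edgeR's quasi-likelihood test. The 15 other settings gave values between -0.74 and 0.45 and adjusted p values between 0.458 and 0.786.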

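The 3 mast cell activation genes were higher in tumor Mast cells, over all genes and over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fcer1a (ENSMUSG00000005339, chromosome 1, 173221284 to 173227214) averaged 299 ± 216 CPM in control skins and 2924 ± 1349 CPM in skin tumors, a log2 fold change of 3.28 (SE 0.610, adjusted p = 0.0317). Il1rl1 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415) rose from 132 ± 28.3 to 1129 ± 395 CPM, with a log2 fold change of 3.08 (SE 0.363, adjusted p = 0.00879). For Tpsb2 (ENSMUSG00000033825, chromosome 17, 25366305 to 25369098), the log2 fold change was 2.63 (SE 0.380, adjusted p = 0.0114), from 1849 ± 118 to 11431 ± 5201 CPM. The class held 92 control and 60 tumor cells. Control Mast cells also held UMIs of other classes. The largest changes were Cd207, Xcl1 (ENSMUSG00000026573, chromosome 1, 164931644 to 164935527), Trdc, Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) and H2-M2 (ENSMUSG00000016283, chromosome 17, 37480851 to 37483552), all without a UMI in tumor Mast cells and at least 57.2-fold, 54.0-fold, 50.5-fold, 45.1-fold and 35.8-fold lower.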

Further study is required to better clarify the role of activated mast cells in relation to skin tumor progression.

### 3.10. Langerhans Cells

Langerhans cells (LCs), tissue-resident macrophages of the skin, reside in the epidermis as a dense network of immune system sentinels [68]. Their influence on the immune response is complicated, playing both pro-tumor and anti-tumor roles. Some studies showed a significant decline in the cell numbers of LCs in human melanomas and squamous cell carcinomas [69]. 

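Csf1r (ENSMUSG00000024621) was found in 29.4 ± 3.07% of thinned LC and H2-M2 (ENSMUSG00000016283) in 63.5 ± 5.39% (SD, n = 2 libraries). At full depth the pooled shares were 89.7% and 95.8%. The T cell background after thinning was 0.298% and 0.446%.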

We identified one LC cell cluster characterized by high expression of MHCII, Langerin (Cd207), Epcam, Cd24a, and Csf1r (Figure 7A and Supplemental Figure S2B). 

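LC made up 17.3 ± 2.57% of the immune cells in control skins and 0.228 ± 0.291% in skin tumors (SD, n = 2 each), where they numbered 1 and 8 cells. The log2 fold change was -6.52 (SE 0.995, adjusted p = 4.49e-06) by edgeR's quasi-likelihood test. With the other settings (15), it ranged between -6.83 and -3.52, and the adjusted p value between 1.03e-06 and 0.0660.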

Strikingly, skin tumors had a dramatic decrease in relative abundance of LCs compared to control skins (Figure 2B). In line with the absolute reduction of LCs in skin tumors, a significant reduction of Cd207 and Epcam expression was observed in skin tumors (Figure 7B). 

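Over all immune cells, both genes were lower in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cd207 (ENSMUSG00000034783, chromosome 6, 83671215 to 83677857) averaged 1319 ± 329.8 CPM in control skins and 9.10 ± 9.51 CPM in skin tumors, a log2 fold change of -7.21 (SE 1.08, adjusted p = 0.0139). Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) fell from 145 ± 23.7 to 3.68 ± 2.02 CPM, with a log2 fold change of -5.34 (SE 0.460, adjusted p = 0.00481). Both were called when adjusted over the list alone. Without TMM factors, removing the LC class took the control mean of Cd207 from 1277 to 195 CPM, which is 15.3% of it, and that of Epcam from 140.2 to 42.3 CPM, or 30.2%. The paper puts the lower levels beside the loss of LC. Within LC no test was made, since neither tumor held 10 cells.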

Further studies are needed to understand the mechanism causing the substantial reduction of LCs during skin tumor progression.

### 3.11. ILC2

ILC2, type 2 innate lymphoid cells, act as a crucial regulator in tumor immunity and play a promoting or suppressive role in different tumors [70,71]. We detected one ILC2 cell cluster characterized by high expression of ILC2 marker genes Gata3, Il7r, Il5, and Il13 (Figure 7C). 

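Il13 was the remaining marker named for ILC2. Il13 (ENSMUSG00000020383) was found in 7.38 ± 5.57% of thinned cells (SD, n = 4 libraries) and in 38.9% at full depth, pooled. In macrophages the thinned share was 0.0453%.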

Further, this ILC2 cell cluster dramatically decreased during skin tumor progression, as shown in Figure 2B. 

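ILC2 made up 8.48 ± 1.93% of the immune cells in control skins and 0.660 ± 0.0120% in skin tumors (SD, n = 2 each), a log2 fold change of -3.67 (SE 0.841, adjusted p = 0.000691) by edgeR's quasi-likelihood test. Over the other 15 settings the share of ILC2 lay between -6.48 and -0.98. Harmony with the other penalty formula gave a share of ILC2 of -0.98 on that scale and was the 1 setting in which it was not called.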

Consistent with this, we observed lower expression of Gata3 and Il7r in skin tumors (Figure 7D). 

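Over all immune cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called both genes lower in skin tumors, over all genes and over the list alone. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) averaged 111 ± 26.7 CPM in control skins and 26.5 ± 10.4 CPM in skin tumors, a log2 fold change of -2.07 (SE 0.337, adjusted p = 0.0163). Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) fell from 349 ± 53.6 to 91.7 ± 45.9 CPM, with a log2 fold change of -1.93 (SE 0.383, adjusted p = 0.0250). These levels follow the number of ILC2 as well. Within ILC2 the largest changes were Plac8 (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245), without a UMI in control cells and at least 128-fold higher, and Amph (ENSMUSG00000021314, chromosome 13, 18948205 to 19150921), Rab4a (ENSMUSG00000019478, chromosome 8, 123805985 to 123835287), Thsd4 (ENSMUSG00000032289, chromosome 9, 59966931 to 60522046) and Mcc (ENSMUSG00000071856, chromosome 18, 44425060 to 44812182), at least 7.14-fold, 5.88-fold, 5.23-fold and 4.74-fold lower. The tumor libraries held 30 and 12 ILC2. Without integration, 85.7% of these 42 cells were named T. By marker scores, 47.6% were named T, 19.0% Treg and 21.4% ILC2. The changes within the class may thus in part compare cells of different kinds.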

More studies to investigate the roles of ILC2 and the mechanisms causing the reduction of ILC2 in skin tumor progression are needed.

### 3.12. DETC and γδ T Cells

γδ T cells are unconventional T cells with unique roles not restricted to MHC-mediated antigen presentation [72]. In mice, γδ T cells first develop in the embryonic thymus and further develop to distinct γδ T cells at different stages and localizations along with varying TCR pairs [73]. For instance, Vγ5^+^ dendritic epidermal T cells (DETCs) are located in the skin. However, DETCs do not exist in human skin.

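Tcrg-C2 (ENSMUSG00000076752) was found in 4.73 ± 0.737% and Tcrg-C4 (ENSMUSG00000076757) in 8.41 ± 2.66% of thinned DETC (SD, n = 3 libraries with at least 10 DETC). Unthinned, pooled shares were 30.1% and 54.4%, next to 97.4% for Tcrg-C1. Macrophages gave 0.0453% and 0.0453% after thinning.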

We detected one DETC cell cluster shown by the expression of Trdc, Tcrg-C1, Tcrg-C2, and Tcrg-C4 (Figure 7E). 

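The gene written Cd163l in the paper was read as Cd163l1. In the γδT class, Cd163l1 (ENSMUSG00000025461) was found in 18.4 ± 5.66%, 5830411N06Rik (ENSMUSG00000054672) in 35.2 ± 11.2% and Il17a (ENSMUSG00000025929) in 18.3 ± 11.3% of thinned cells (SD, n = 3 libraries). Pooled shares at full depth were 33.8%, 51.7% and 39.8%, and the thinned macrophage background was 0.0680%, 0.0227% and 0.0453%.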

We detected another γδ T cell cluster shown by the expression of Cd163l, 5830411N06Rik, and Il17a (Figure 7F). Similar to LCs and ILC2, these two populations significantly decreased in skin tumors (Figure 2B). However, the mechanisms causing this dramatic decrease of these two γδ T cell clusters remain unclear. 

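DETC made up 18.7 ± 1.31% of the immune cells in control skins and 0.500 ± 0.675% in skin tumors (SD, n = 2 each), a log2 fold change of -5.40 (SE 0.921, adjusted p = 1.53e-05) by edgeR's quasi-likelihood test. Over 15 other settings it lay between -6.18 and -4.39, with adjusted p values between 3.67e-07 and 0.243, and 9 settings called it. In the tumors DETC numbered 1 and 18 cells. For γδT the shares were 3.02 ± 0.256% and 0.354 ± 0.193%, a log2 fold change of -3.002 (SE 0.844, adjusted p = 0.00473). The 15 other settings gave values between -3.62 and -1.98 and adjusted p values between 0.000571 and 0.0660, and 14 called it.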

Future studies uncovering the mechanisms will provide more insights into the function of γδ T cells in tumor immunology and their application to cancer therapy.

### 3.13. DC Subtypes in Control Skins and Skin Tumors

Dendritic cells (DCs), a diverse group of specialized antigen-presenting cells, play key roles in regulating both innate and adaptive immune responses [74]. During cancer, different DC subtypes are localized in or recruited to tumors. However, the dual and opposing roles of DC subsets as tumor-promoting and tumor-suppressing cells in cancer immunology need further investigation [75]. 

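Cd209a (ENSMUSG00000031494) was found in 27.7 ± 4.84% and Cd209d (ENSMUSG00000031495) in 13.8 ± 10.8% of thinned cDC2 (SD, n = 4 libraries), and in 62.0% and 29.7% at full depth, pooled. The T cell background was 0% and 0.446% after thinning. Median depths were 26076 UMIs in cDC1, 15390 in cDC2 and 17574 in mDC.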

We detected three DC subsets, including cDC1 with a high expression of Clec9a and Xcr1, cDC2 with a high expression of Cd209a and Cd209d, and mDC with a high expression of Fscn1 and Cacnb3 (Figure 7G). We did not observe a significant change in cDC1 between control skins and skin tumors, while we observed cDC2 and mDC dramatically increased in skin tumors (Figure 2B). 

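The share of cDC1 went from 1.48 ± 0.507% in control skins to 1.78 ± 0.514% in skin tumors (SD, n = 2 each), a log2 fold change of 0.27 (SE 0.765, adjusted p = 0.775). For cDC2 it went from 2.96 ± 1.31% to 5.39 ± 0.860%, a log2 fold change of 0.87 (SE 0.749, adjusted p = 0.385), and for mDC from 0.503 ± 0.181% to 1.22 ± 0.0378%, a log2 fold change of 1.28 (SE 0.816, adjusted p = 0.240). The p values are from edgeR's quasi-likelihood test over the 15 classes. For cDC2 and mDC both tumors lay above both control skins, and neither was called. In other settings, the share of cDC2 lay between -0.38 and 1.86, and was called in 1, over the immune cells that are not macrophages. The share of mDC lay between 1.09 and 2.30, and was called in 3, which were that setting, no integration, and classes from marker scores. The share of cDC1 was called in none of 14, with adjusted p values from 0.0772.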

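In cDC1, cDC2 and mDC pooled, Cxcl10 and Dpp4 were higher in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and over the list alone. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) averaged 7.26 ± 5.57 CPM in control skins and 199 ± 45.1 CPM in skin tumors, a log2 fold change of 4.88 (SE 0.517, adjusted p = 0.0157). Dpp4 (ENSMUSG00000035000, chromosome 2, 62330073 to 62412231) rose from 33.9 ± 2.41 to 129.5 ± 53.5 CPM, with a log2 fold change of 1.94 (SE 0.316, adjusted p = 0.0265). Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had a log2 fold change of 0.99 (SE 0.556, adjusted p = 0.338), from 183 ± 128 to 362 ± 20.5 CPM, and was called at resolution 0.3. The largest changes in the pool were Trdc, Zmat4 (ENSMUSG00000037492, chromosome 8, 23636019 to 24156585), Kcnma1 (ENSMUSG00000063142, chromosome 14, 23289431 to 24014491), Gzmc (ENSMUSG00000079186, chromosome 14, 56231441 to 56234656) and Cd207, all lower in skin tumors. In cDC1 alone they included Sox5 (ENSMUSG00000041540, chromosome 6, 143828425 to 144781977), at least 30.9-fold lower. In cDC2 they included Gm4951 (ENSMUSG00000073555, chromosome 18, 60212080 to 60247820) and Upp1 (ENSMUSG00000020407, chromosome 11, 9118103 to 9136170), at least 39.4-fold and 20.6-fold higher, and Zbtb7c (ENSMUSG00000044646, chromosome 18, 75820178 to 76148564), at least 41.0-fold lower. In mDC they included Plek2 (ENSMUSG00000021118, chromosome 12, 78888691 to 78906964) and Tjp1 (ENSMUSG00000030516, chromosome 7, 65296165 to 65527781), at least 53.0-fold and 43.7-fold lower, and Pcdh7 (ENSMUSG00000029108, chromosome 5, 57717967 to 58133230), which had 1 UMI left in tumor cells. Control cells of these classes carried Cd207 at 739 ± 125 CPM. Zmat4 and Kcnma1 were among the leading genes of the low-UMI cluster beside DETC, and Trdc marks DETC. Whether these falls lie within dendritic cells was not tested.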

Further, we found a higher expression of Cxcl9, Cxcl10, and Dpp4 in DCs in skin tumors (Figure 7H). Cxcl9/Cxcl10-engineered dendritic cells were reported to promote T cell activation and enhance immunotherapy in lung cancer [76], highlighting the critical role of DCs in cancer. We will further investigate the mechanisms regulating DC subset migration into the TME during skin tumor progression and engineer a subset of DCs through Cxcl9/Cxcl10 to further improve the antitumor therapy.

## 4. Discussion

Immunotherapy with immune checkpoint inhibitors, such as cemiplimab and pembrolizumab, has revolutionized the treatment of advanced cSCC [77]. However, not all patients respond to immunotherapy treatment and some develop resistance over time [6]. Primary and acquired resistance results from complex and constant interactions between tumor cells and the surrounding tumor microenvironment. Research into targeting the TME for cSCC immunotherapy is ongoing. For example, the anti-PD1 treatment in cSCC elevates immunosuppressive Tregs, which are known to assist tumor escape in cSCC [78]. Further investigation of the TME will shed light on potential therapeutic targets and provide an opportunity to cure advanced cancers resistant to existing treatment. To this end, we applied scRNA-seq to facilitate a better understanding of the immune cell changes in the tumor microenvironment during cSCC progression. In this study, we fully characterized CD45^+^ immune cells in response to skin tumor progression in murine skin. First, we generated scRNA-seq data from CD45^+^ immune cells and identified 15 key immune cell types and revealed the overall immune responses to skin tumor progression. We further examined the molecular features of each immune cell type. These single cell profiles offer new insights on dissecting cutaneous immune response during skin tumor progression.

One key finding was a dramatic accumulation of macrophages as the most abundant cell population in skin tumors. A better understanding of molecules and pathways responsible for the recruitment of macrophages will shed light on developing macrophage-centered therapeutic strategies against cancer. Of note, our data showed a higher level of Cxcl10 and Ccl8 in the macrophage population in skin tumors. This is consistent with recent studies. 

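In the macrophage pseudobulks, Ccl8 was higher in skin tumors by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) averaged 312 ± 26.8 CPM in control skins and 1251 ± 285 CPM in skin tumors, a log2 fold change of 2.00 (SE 0.220, adjusted p = 0.0349). For Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), the log2 fold change was 2.11 (SE 0.923, adjusted p = 0.423), from 78.0 ± 73.1 to 341 ± 131 CPM. Both tumors lay above both control skins for each gene, and the SD of Cxcl10 between the control skins was almost as large as its mean. Without the filter on low counts, Cxcl10 in macrophages was called too. For the pair, 1 gene was called over all genes and 1 when adjusted over the list alone. The largest changes in macrophages were of Mucl1 (ENSMUSG00000060311, chromosome 15, 103751919 to 103755469), with a log2 fold change of 7.68, Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), with 4.89, and the lower genes Cd209b (ENSMUSG00000065987, chromosome 8, 3917655 to 3926844; -6.23), Cd207 (-5.95) and Lpar3 (ENSMUSG00000036832, chromosome 3, 146220963 to 146286186; -4.51). Their adjusted p values lay between 0.00404 and 0.0414. Cd207 and Lpar3 were among the leading genes of the LC cluster, and whether their falls lie within macrophages was not tested.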

One reported that tumor-intrinsic Cxc1l0 is critical for immunotherapeutic efficacy in lung, colon, and liver tumors [79]. High Cxcl10 expression is associated with better survival rates in tumor patients receiving immunotherapies. In another study, induced Ccl8 expression in macrophages is associated with colorectal cancer progression [80]. Therefore, further studies on targeting Cxcl10 and Ccl8 secreted by macrophages may provide new prospects for skin cancer therapy. Additionally, further investigation into the mechanisms by which macrophages facilitate tumor progression and immune evasion will be pursued.

Our data also identified a subset of CD4^+^ T cells that expressed cytotoxic marker genes, including Ifng, Nkg7, Lamp1, Lamp2, Klrc1, and Runx3, while lacking expression of Cd27. This suggests a potential role of this cytotoxic subset of CD4^+^ T cells in skin tumor progression. Consistently, an increasing number of studies have detected cytotoxic CD4^+^ T cells in various conditions, including acute viral infections, anti-tumor responses in human cancer patients, and chronic inflammatory responses in autoimmune diseases [54,81,82], posing important questions as to their biological and clinical relevance. More importantly, this cytotoxic subset of CD4^+^ T cells also expressed Cd70, Cd80, Cd81, and Cd83, which have been reported to be expressed in activated T cells [51,83,84]. Thus, targeting these molecules could enhance the activation and proliferation of CD4^+^ T cells, improving immune responses in cancer. Furthermore, a deeper understanding of the mechanisms and functional regulation of these cytotoxic CD4^+^ T cells will expand the immune effector toolbox and lead to more effective immunotherapies.

Furthermore, our data highlighted the importance of NK cells during skin tumor progression. Our previous work using a fluorescent tracing skin transplantation model also showed that innate immune cell deficiency permits rapid tumorigenesis [18], demonstrating the critical roles of innate immune cells during skin tumor progression. These findings are consistent with the growing evidence supporting NK cell therapy as an effective tool for cancer immunotherapy [85,86]. Since NK cell activity is controlled by many different inhibitory and activating NK receptors [87], more extensive studies on these receptors could provide valuable insights for enhancing NK cell-based immunotherapy.

In addition, our data showed a substantial reduction of LCs during skin tumor progression, highlighting the importance of LCs in tumor immunology. Consistently, this dramatic decrease of LCs was also observed in human cSCC lesions [88]. Recent studies have demonstrated the capacity of LCs to activate Cd4 and Cd8 T cell compartments, suggesting their immune-stimulatory potential. Despite the implicated role of LCs in antitumor immunity, mice with LC depletion exhibited resistance to tumor formation in a two-stage carcinogenesis model [89]. Collectively, these findings suggest that LCs play a multifaceted role in cutaneous carcinogenesis [90]. Therefore, further studies are required to better understand the role of LCs in tumor immunology, and the mechanism underlying their reduction in skin tumor progression.

While our findings provide valuable insights, our data were generated using preclinical mouse models. To address this limitation, we analyzed the publicly available human cSCC dataset GSE144236 [13] and compared our findings to it. As shown in Supplemental Figure S5, we observed elevated expression of CCL8, CXCL10, MRC1, and CX3CR1 in macrophages from human cSCC patients compared to normal skins (Supplemental Figure S5A). Additionally, in the T cell cluster, we found increased expression of interferon pathway genes (IFNG, STAT1, IFIT2, IFIT3, ISG15, and BST2) and exhaustion marker genes (TOX, PDCD1, TIGIT, HAVCR2, LAG3, and CTLA4) in human cSCC compared to normal skins (Supplement Figure S5B). These results align with our observations in preclinical mouse models. Another limitation of our study is the lack of functional assays. In future studies, we will further validate our findings in human samples and incorporate functional assays to better characterize the mechanism contributions of specific immune cell populations during skin tumor progression.

## 5. Conclusions

We utilized scRNA-seq to comprehensively characterize the immune cell landscape during skin tumor progression. Our findings reveal dramatic changes in various immune cell populations, highlighting their potential roles in promoting or restraining tumor growth. Specifically, we identified key immune cell subsets and signaling pathways that may contribute to immune evasion and tumor progression. These insights enhance our understanding of the tumor microenvironment and its immunological complexity. Ultimately, our data may provide a foundation for future studies aimed at identifying novel therapeutic targets and guiding the development of clinical applications for cancer treatment.

## Figures and Tables

**Figure 1:**
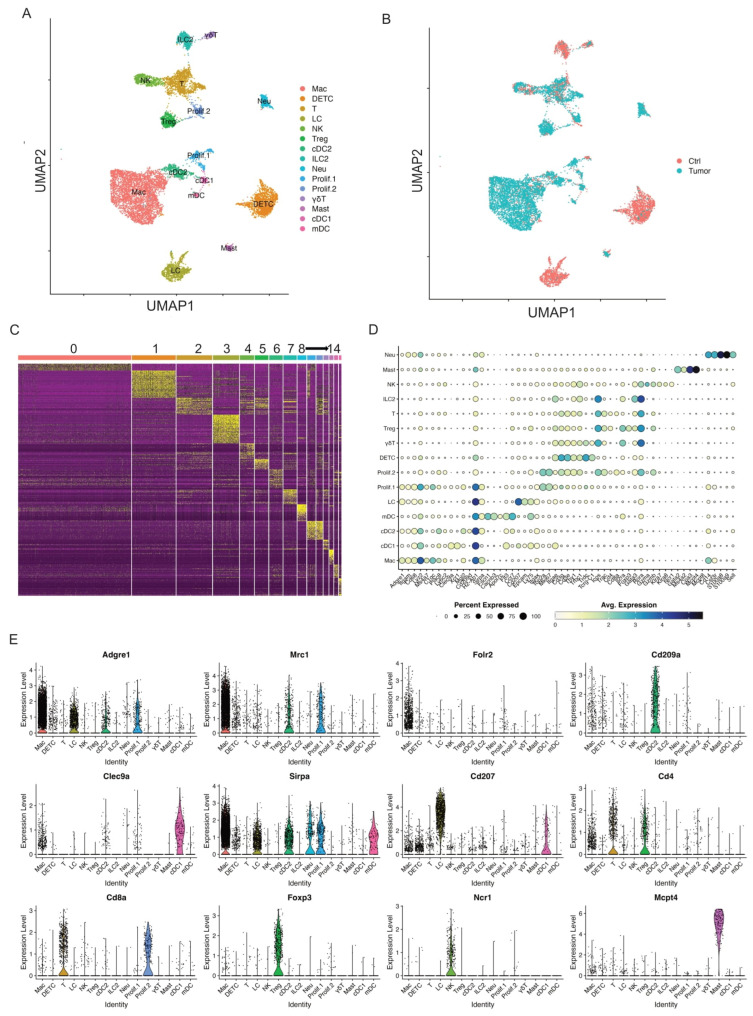
Single-cell profiling identifies key immune cell clusters in murine skin. (**A**) UMAP visualization of 11,525 skin CD45^+^ immune cells identified 15 clusters after unsupervised clustering. (**B**) UMAP projection of all skin immune cell populations colored by experimental conditions (red: Ctrl and blue: Tumor). (**C**) Heat map showing the top 20 most differentially expressed genes in each cluster identified by unsupervised clustering of skin immune cells. Cluster 0: Mac; Cluster 1: DETC; Cluster 2: T cells; Cluster 3: LC; Cluster 4: NK; Cluster 5: Treg; Cluster 6: cDC2; Cluster 7: ILC2; Cluster 8: Neu; Cluster 9: Prolif.1; Cluster 10: Prolif.2; Cluster 11: γδT; Cluster 12: Mast; Cluster 13: cDC1; Cluster 14: mDC. (**D**) Dot plot for immune cell population marker genes in different clusters. Marker transcript expression levels (*x* axis) for the 15 immune cell populations (*y* axis). Size of dots represents the fraction of cells expressing a particular marker, and color intensity indicates mean normalized scaled expression levels. (**E**) Violin plots show normalized expression distribution on a per cluster basis for selected immune cell population marker genes that distinguish major populations: Adgre1, Mrc1, and Folr2 for macrophage; Cd209a for cDC2; Clec9a for cDC1; Sirpa in macrophages, mDC, and cDC2; Cd207 for LC; Cd4, and Cd8a for T cells; Foxp3 for Tregs; Ncr1 for NK cells; Mcpt4 for mast cells.

**Figure 2:**
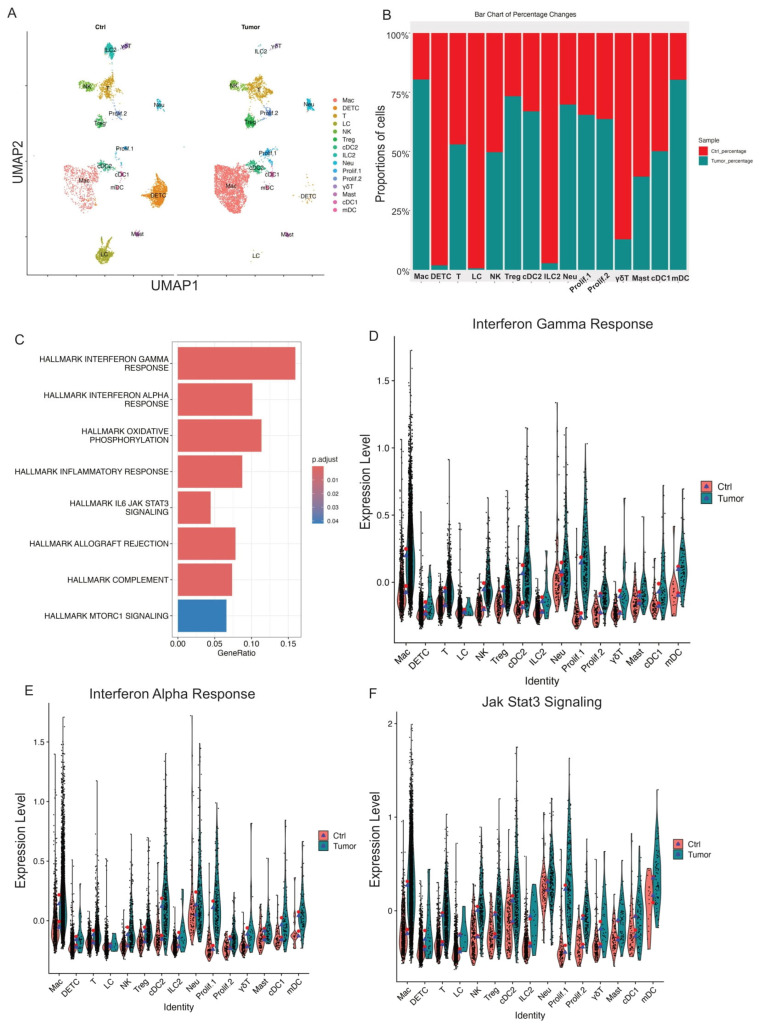
Skin tumor progression induces APC-dominant shifts and reprograms CD45^+^ cell transcriptomes toward interferon response and JAK/STAT3 signaling. (**A**) UMAP projection of all immune cell clusters across different conditions (Ctrl: control skins; Tumor: skin tumors). (**B**) Relative proportions for each immune cell population for control skins and skin tumors. The immune cell percentage in control skins is shown in red, whereas in skin tumors, it is shown in blue. (**C**) GSEA querying hallmark genes depicting significant enrichment of Interferon response and JAK/STAT3 signaling in skin tumors (HALLMARK_INTERFERON_GAMMA_RESPONSE, HALLMARK_INTERFERON_ALPHA_RESPONSE, HALLMARK_IL6_JAK_STAT3_SIGNALING). (**D**) Expression level of interferon gamma response genes in Ctrl and Tumor showing higher interferon gamma response in skin tumors. The red dot shows mean expression in Ctrl, while blue triangles show median expression in Tumor. (**E**) Expression level of interferon alpha response genes in Ctrl and Tumor showing higher interferon alpha response in skin tumors. (**F**) Expression level of Jak/STAT3 genes in Ctrl and Tumor showing increased Jak/STAT3 signaling in skin tumors.

**Figure 3:**
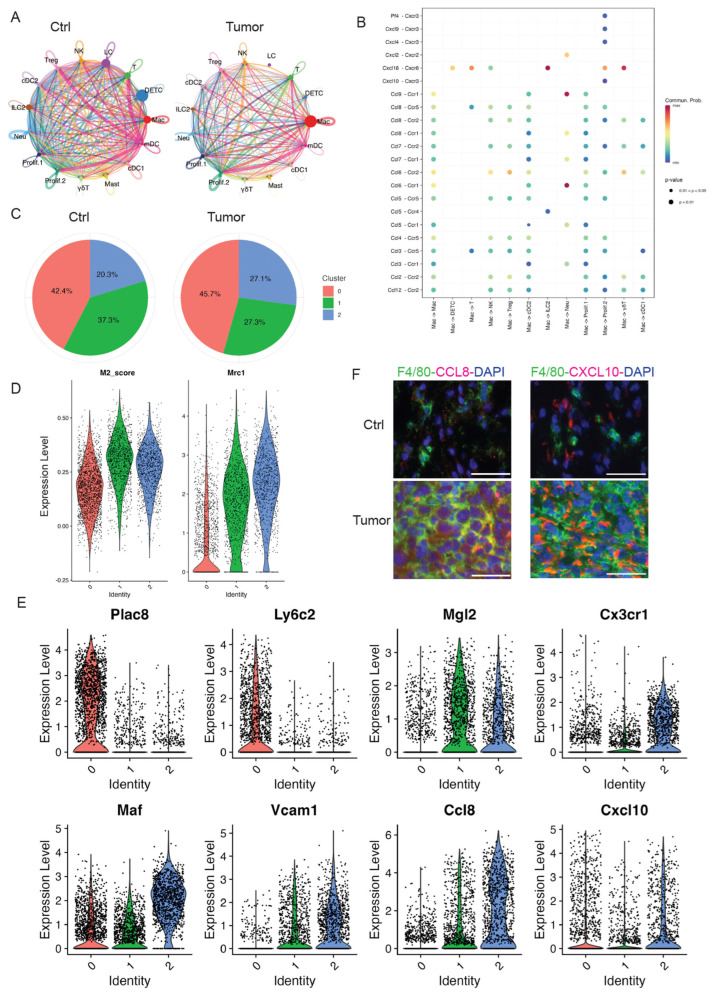
Macrophage dramatically increased in skin tumors. (**A**) The circle diagram illustrates the signal crosstalk of all cells in our dataset, with the thickness representing the signal strength. Each color represents a different cell type, with macrophages shown in red. (**B**) The significant ligand–receptor pairs that contribute to the signaling transmission from macrophages to other cell types. Dots represent the contribution of each receptor pair in signals emitted by macrophages towards various cells in our dataset. Dot size indicates significance, while color shade represents the magnitude of contribution. Darker shades, particularly red, indicate a higher contribution. UMAP projection of three sub-clusters of macrophages. (**C**) The pie charts of percentage of three subclusters in Ctrl and Tumor showing sub-cluster 2 dramatically increased in Tumor. (**D**) Higher expression of M2 gene score and Mrc1 in sub-cluster 1 and 2 suggestive of M2-like macrophages. (**E**) Violin plots showing gene expression in three sub-clusters. Plac8 and Ly6c2 are highly expressed in sub-cluster 0. Expression level of M2 macrophage marker genes including Mgl2, Cx3cr1, Vcam1, Maf, Ccl8, and Cxcl10 in three sub-clusters of macrophages. (**F**) Immunofluorescent staining in control skins (Ctrl) and 2323 skin tumors (Tumor) showing a higher expression of Ccl8 and Cxcl10 in the macrophages in skin tumors compared to control skins. Scales: 100 px.

**Figure 4:**
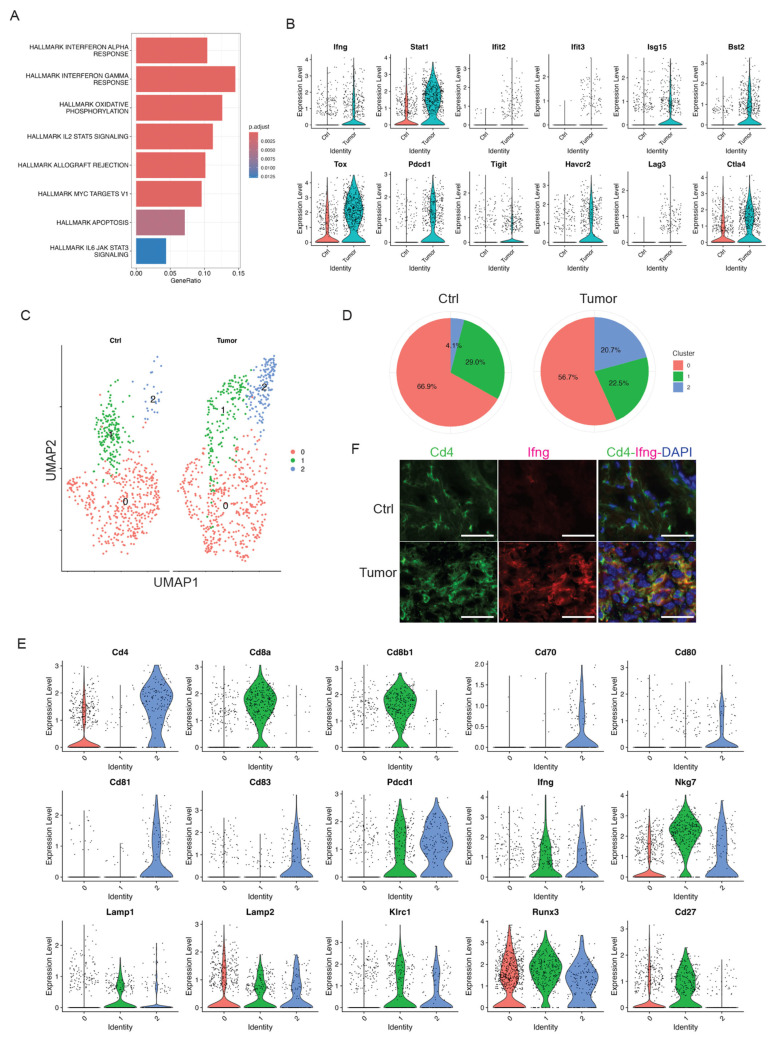
Skin tumor progression induces CD4^+^ activated T cells. (**A**) GSEA querying hallmark genes depicting significant enrichment of Interferon response in skin tumors (HALLMARK_INTERFERON_GAMMA_RESPONSE and HALLMARK_INTERFERON_ALPHA_RESPONSE). (**B**) Expression level of interferon pathway genes including Ifng, Stat1, Ifit2, Ifit3, Isg15, and Bst2, and exhaustion marker genes including Tox, Pdcd1, Tigit, Havcr2, Lag3, and Ctla4 in Ctrl and Tumor. (**C**) UMAP projection of three sub-clusters of the T cell cluster: three overlapped sub-clusters on the left and three sub-clusters in Ctrl and Tumor on the right. (**D**) Percentages of sub-clusters of the T cell cluster in control skins and skin tumors showing a dramatic increase in sub-cluster 2 in skin tumors. (**E**) Expression level of Cd4, Cd8a, Cd8b1, Cd70, Cd80, Cd81, Cd83, Pdcd1, Ifng, Nkg7, Lamp1, Lamp2, Klrc1, Runx3, and Cd27 in three sub-clusters of the T cell cluster showing sub-cluster 2 is a CD4^+^ T cell cluster. A higher level of co-stimulatory molecules including Cd70, Cd80, Cd81, and Cd83 was detected in sub-cluster 2. Additionally, co-inhibitory molecule Pdcd1 was highly expressed in sub-cluster 2, consistent with activated T cells in skin tumors. The cytotoxic CD4^+^ T cell marker genes such as Ifng, Nkg7, Lamp1, Lamp2, Klrc1, and Runx3 were highly expressed in subcluster 1 and 2. Downregulation of Cd27 was observed in sub-cluster 2. (**F**) Immunofluorescent staining in control skins (Ctrl) and 2323 skin tumors (Tumor) showing a co-localization of Cd4 and Ifng in skin tumors but not in control skins. Scale bars: 100 px.

**Figure 5:**
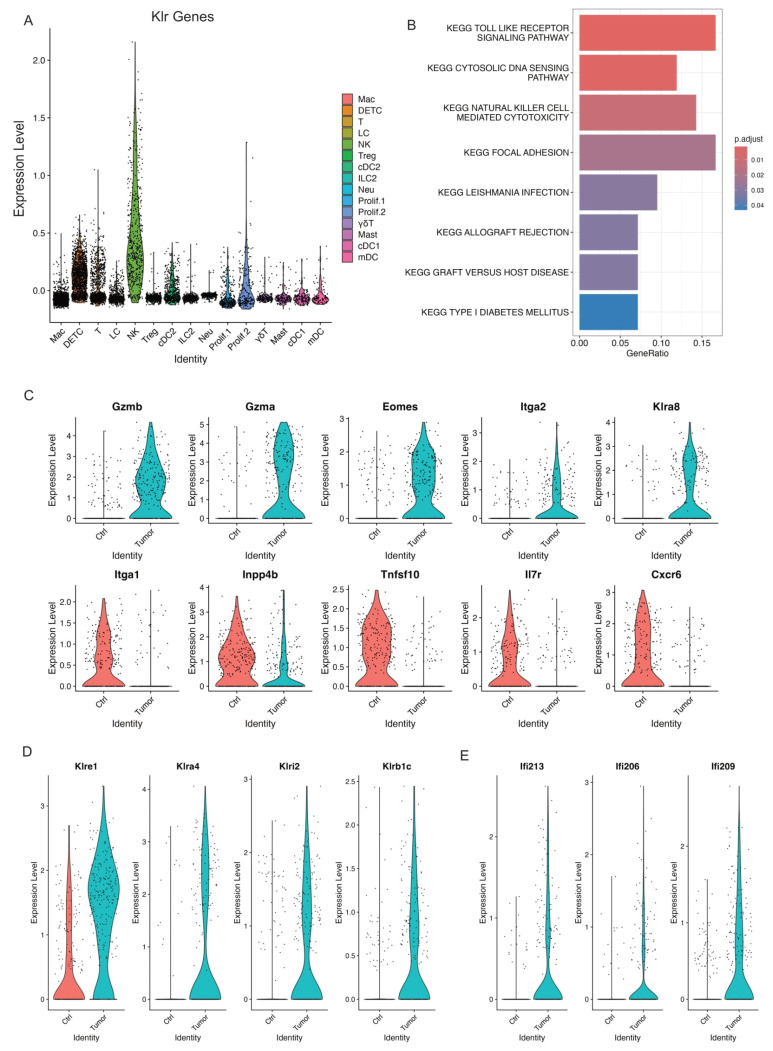
Activated NK cells in skin tumors. (**A**) Expression level of Klr genes across all the immune cell clusters validating the NK cell cluster. (**B**) GSEA querying hallmark genes depicting significant enrichment of NK cell mediated cytotoxicity in skin tumors (KEGG_NATURRAL_KILLER_CELL_MEDIATED_CYTOTOXICITY). (**C**) Violin plots showing higher expression of activated NK genes including Gzmb, Gzma, Eomes, Itga2, and Klra8 in skin tumors indicated activated NK cells in skin tumors. Consistently, a higher expression of NK inactivated genes such as Itga1, Inpp4b, Tnfsf10, Il7r, and Cxcr6 in control skins. (**D**) Violin plots showing specific NK receptors including Klre1, Klra4, Klri2, and Klrb1c highly expressed in skin tumors. (**E**) Violin plots showing higher expression of interferon genes including Ifi213, Ifi206, and Ifi209 in skin tumors.

**Figure 6:**
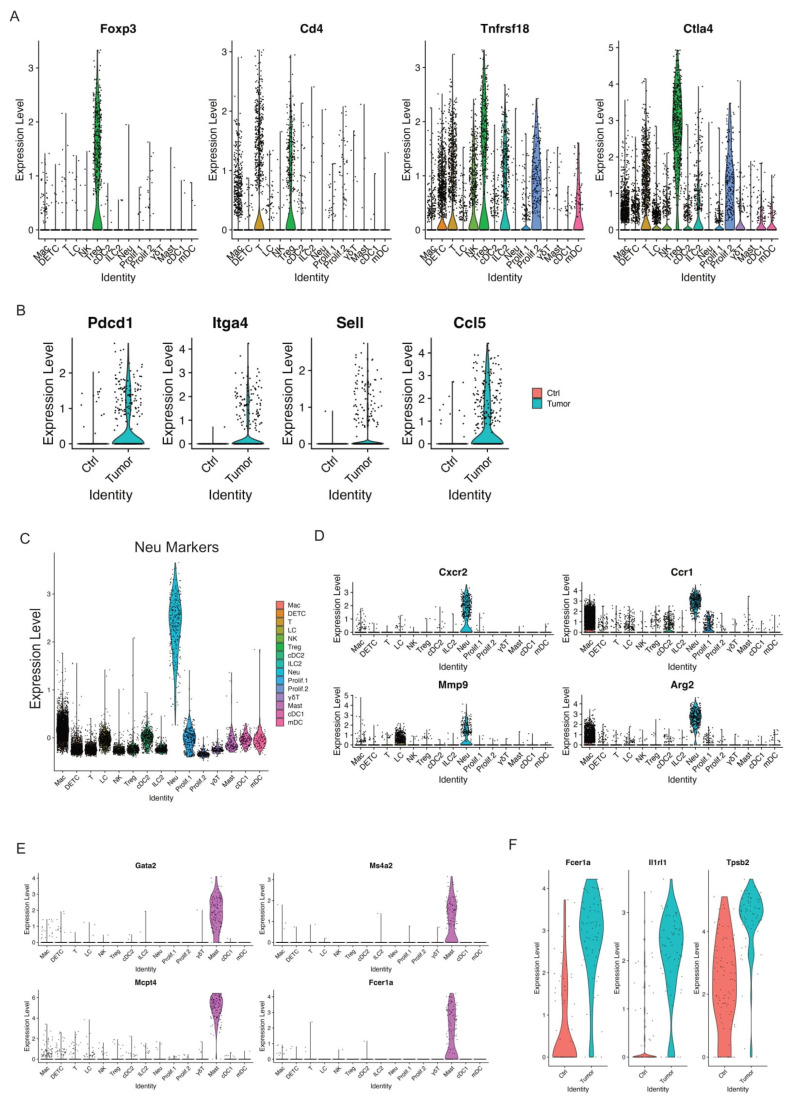
Increased Tregs and activated mast cells in skin tumors. (**A**) Violin plots showing the expression of Treg marker genes Foxp3, CD4, Tnfrsf18, and Ctla4 across immune cell clusters. (**B**) Expression of Pdcd1, Itga4, Sell, and Ccl5 was highly expressed in skin tumors. (**C**) Expression level of Neu marker genes across immune cell clusters validating the Neu cell cluster. (**D**) Expression level of Cxcr2, Ccr1, Mmp9, and Arg2 across immune cell clusters showing a higher expression of these genes in the Neu cell cluster. (**E**) Mast cell marker genes such as Gata2, Ms4a2, Mcpt4, and Fcer1a selectively expressed in Mast cell cluster. (**F**) Expression level of Fcer1a, Ir1rl1, and Tpsb2, the activation genes of mast cells, in control skins and skin tumors showing activated mast cells in skin tumors.

**Figure 7:**
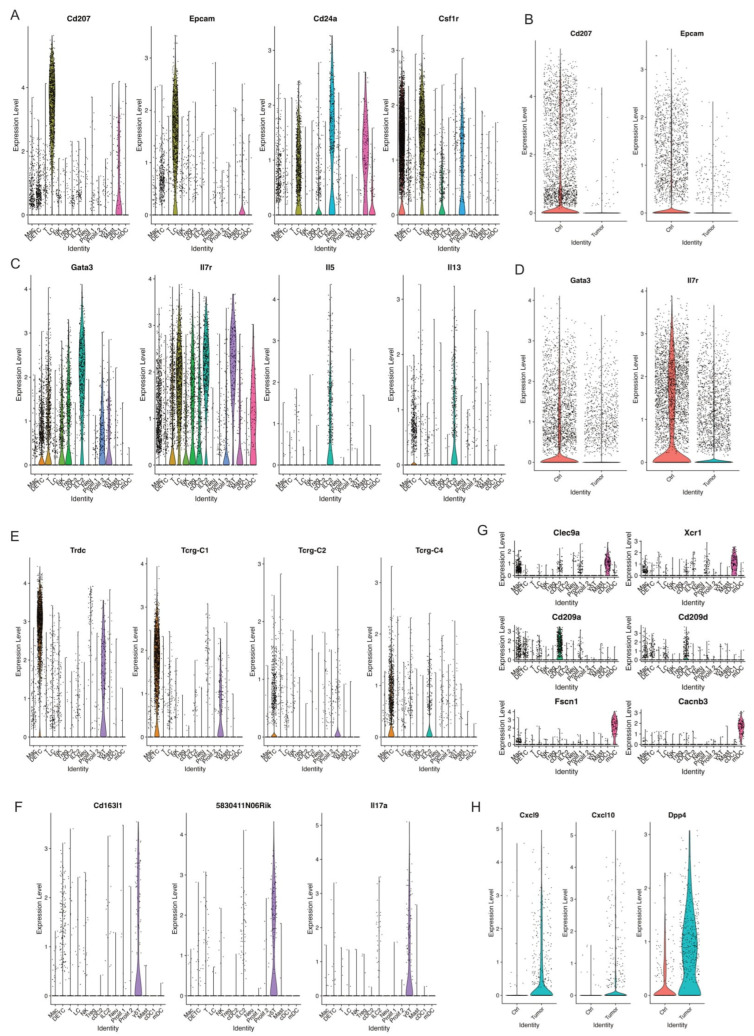
Decreased populations of DETC, γδT, and ILC2 in skin tumors. (**A**) Violin plots showing the expression of LC marker genes Cd207, Epcam, Cd24a, and Csf1r across immune cell clusters. (**B**) Violin plots showing higher level of Cd207 and Epcam in Ctrl. (**C**) Expression level of ILC2 marker genes Gata3, Il7r, Il5, and Il13 across immune cell clusters defined ILC2 cell cluster. (**D**) A higher expression of ILC2 marker genes Gata3 and Il7r was detected in Ctrl. (**E**) Expression level of Trdc, Tcrg-C1, Tcrg-C2, and Tcrg-C4 in DETC and γδT. (**F**) Expression level of γδT marker genes Cd163l1, 5830411N06Rik, and Il7a indicating γδT cells. (**G**) Expression level of cDC1 marker genes Clec9a and Xcr1, cDC2 marker genes Cd209a and Cd209d, mDC marker genes Fscn1 and Cacnb3 across immune cell clusters. (**H**) Expression level of Cxcl9, Cxcl10, Dpp4 in Ctrl and Tumor.

## Data Availability

The single-cell RNA sequencing data from mice analyzed in this study are publicly available in the Gene Expression Omnibus (GEO) under accession number GSE280070. For the human cSCC dataset, this study analyzed publicly available scRNA-seq data accessible through GEO under accession number GSE144236.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers17081379/s1, Figure S1. scRNA-seq experimental design. (A) Graphical representation of the experimental set-up. Samples were isolated from control skins and skin tumors. Live CD45^+^ immune cells were FACS-sorted and loaded for scRNA-seq. (B) UMAP projections of 15 immune cell clusters at resolution 0.2. (C) Fibroblast genes Col3a1, Col6a1, Col6a2 genes highly expressed in cluster 10 indicating fibroblast contamination; Figure S2. Two proliferating cell clusters. (A) Feature plots showing two proliferative marker genes Ki67 and Top2a selectively expressed in two proliferating cell clusters. (B) Expression of MHC genes across immune cell clusters identifying APC cells such as Mac, LC, cDC1, cDC2, and mDC. (C) Feature plots showing the expression of H2-Ab1, Adgre1, Mrc1, Cd3g, Cd3e, Trac, Cd4, Cd8a, and Gzmb across immune cell clusters. (D) Violin plots of showing the expression of Mki67, Top2a, H2-Ab1, Adgre1, Mrc1, Cd3g, Cd3e, Trac, Cd4, Cd8a, and Gzmb across immune cell clusters; Figure S3. DC marker genes across immune cell clusters. The expression of cDC1 marker genes Xcr1, Irf8, and Clec9a across immune cell clusters. (B) Violin plots showing the expression of Mgl2, Sirpa, Irf4, Batf3, Cd207, and Irf8 across immune cell clusters. (C) Expression of mDC marker genes including Fscn1, Cacnb3, Ccr7, Cd40, Tmem123, and Cd274 across immune cell clusters; Figure S4. Macrophage markers. (A) A heatmap of macrophage markers showing the macro-phage cell cluster. (B) Feature plot showing the H2 genes of APC clusters. (C) The circle diagram illustrates the signal crosstalk between macrophages and other immune cells, with the thickness representing the signal strength. (D) CellChat heatmap showing the relative strength of outgoing and incoming signaling pathways for each cell type. Vertical bars on top of the heatmap indicate overall importance of the cluster in the respective signaling pattern (i.e. outgoing or incoming). Horizonal bars indicate overall importance of the signaling pathway in the respective signaling pattern; Figure S5. Gene expression analysis in human cSCC patients using the publicly available dataset GSE144236. (A) Expression level of CCL8, CXCL10, MRC1, and CX3CR1 in the macrophage pop-ulation in normal skins and human cSCC tumor patients. (B) Expression level of interferon path-way genes including IFNG, STAT1, IFIT2, IFIT3, ISG15, and BST2, and exhaustion marker genes including TOX, PDCD1, TIGIT, HAVCR2, LAG3, and CTLA4 in the T cell population in normal skins and human cSCC tumor patients; Table S1: scRNA-seq dataset metrics; Table S2. Representative marker genes for immune cell populations (related to Figure 1 and Figure 2).

## Abbreviations

Mac—Macrophage; DETC—Dermal epidermal T cells; T—T cells; NK—Natural killer cells; Treg—Regulatory T cells; LC—Langerhans cells; cDC1—Conventional type 1 dendritic cells; cDC2—Conventional type 2 dendritic cells; Mast—Mast cells; Neu—Neutrophils; mDC—Migratory/mature dendritic cells; ILC2—type 2 innate lymphoid cells; γδ T—gamma delta T cells; OTR—Organ transplant recipient; cSCC—cutaneous squamous cell carcinoma.

# Supplementary material for: Single-Cell Profiling Reveals Global Immune Responses During the Progression of Murine Epidermal Neoplasms
**Source:** Cancers (Basel). 2025 Apr 21;17(8):1379. doi: 10.3390/cancers17081379
**Supplement:** Supplementary file 1

Supplementary Materials

# Single-Cell Profiling Reveals Global Immune Responses During the Progression of Murine Epidermal Neoplasms

Xiying Fan, Tonya M. Brunetti, Kelsey Jackson and Dennis R. Roop

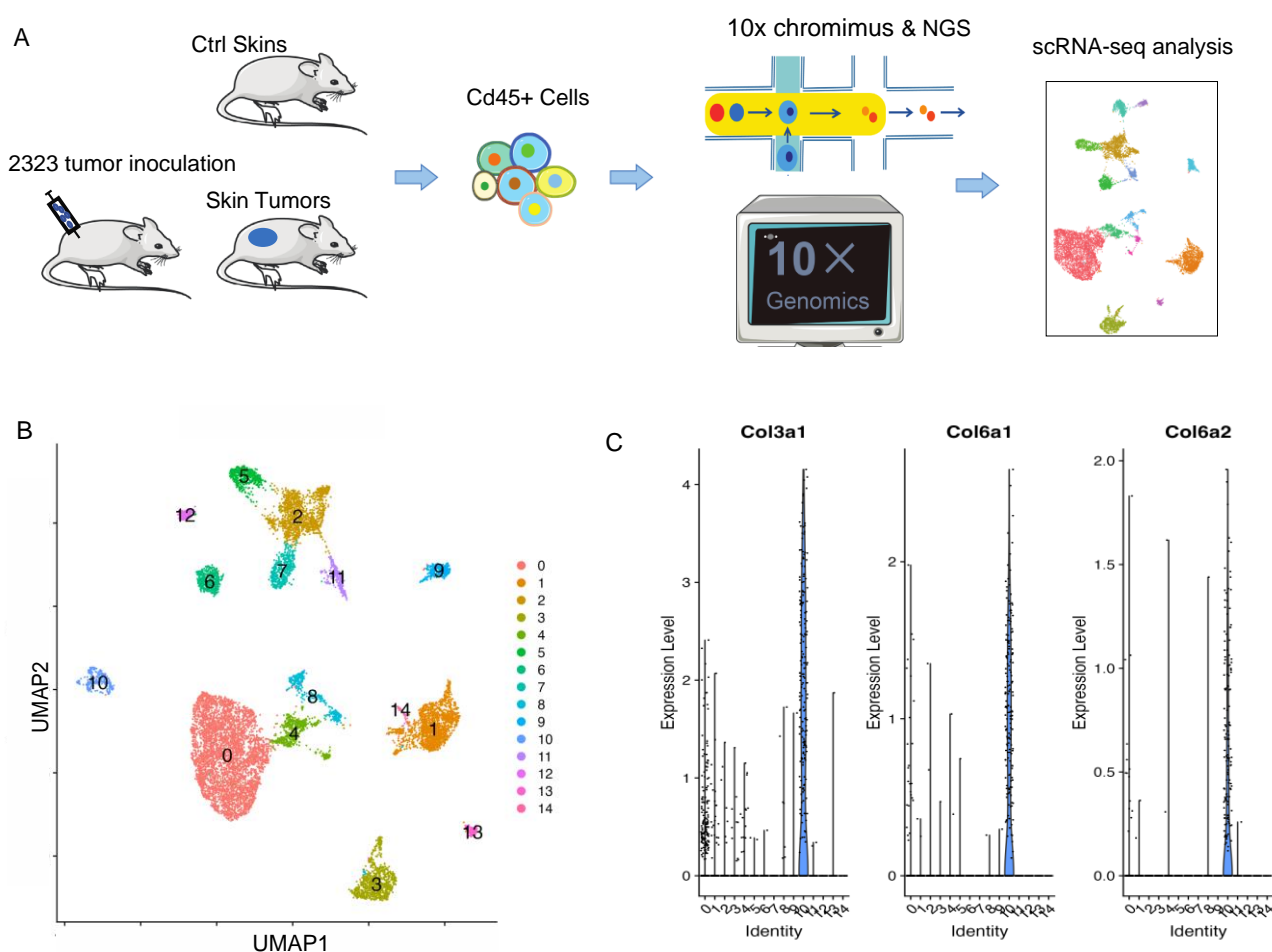

**Figure S1.** scRNA-seq experimental design. (A) Graphical representation of the experimental setup. Samples were isolated from control skins and skin tumors. Live CD45<sup>+</sup> immune cells were FACS-sorted and loaded for scRNA-seq. (B) UMAP projections of 15 immune cell clusters at resolution 0.2. (C) Fibroblast genes Col3a1, Col6a1, Col6a2 genes highly expressed in cluster 10 indicating fibroblast contamination.

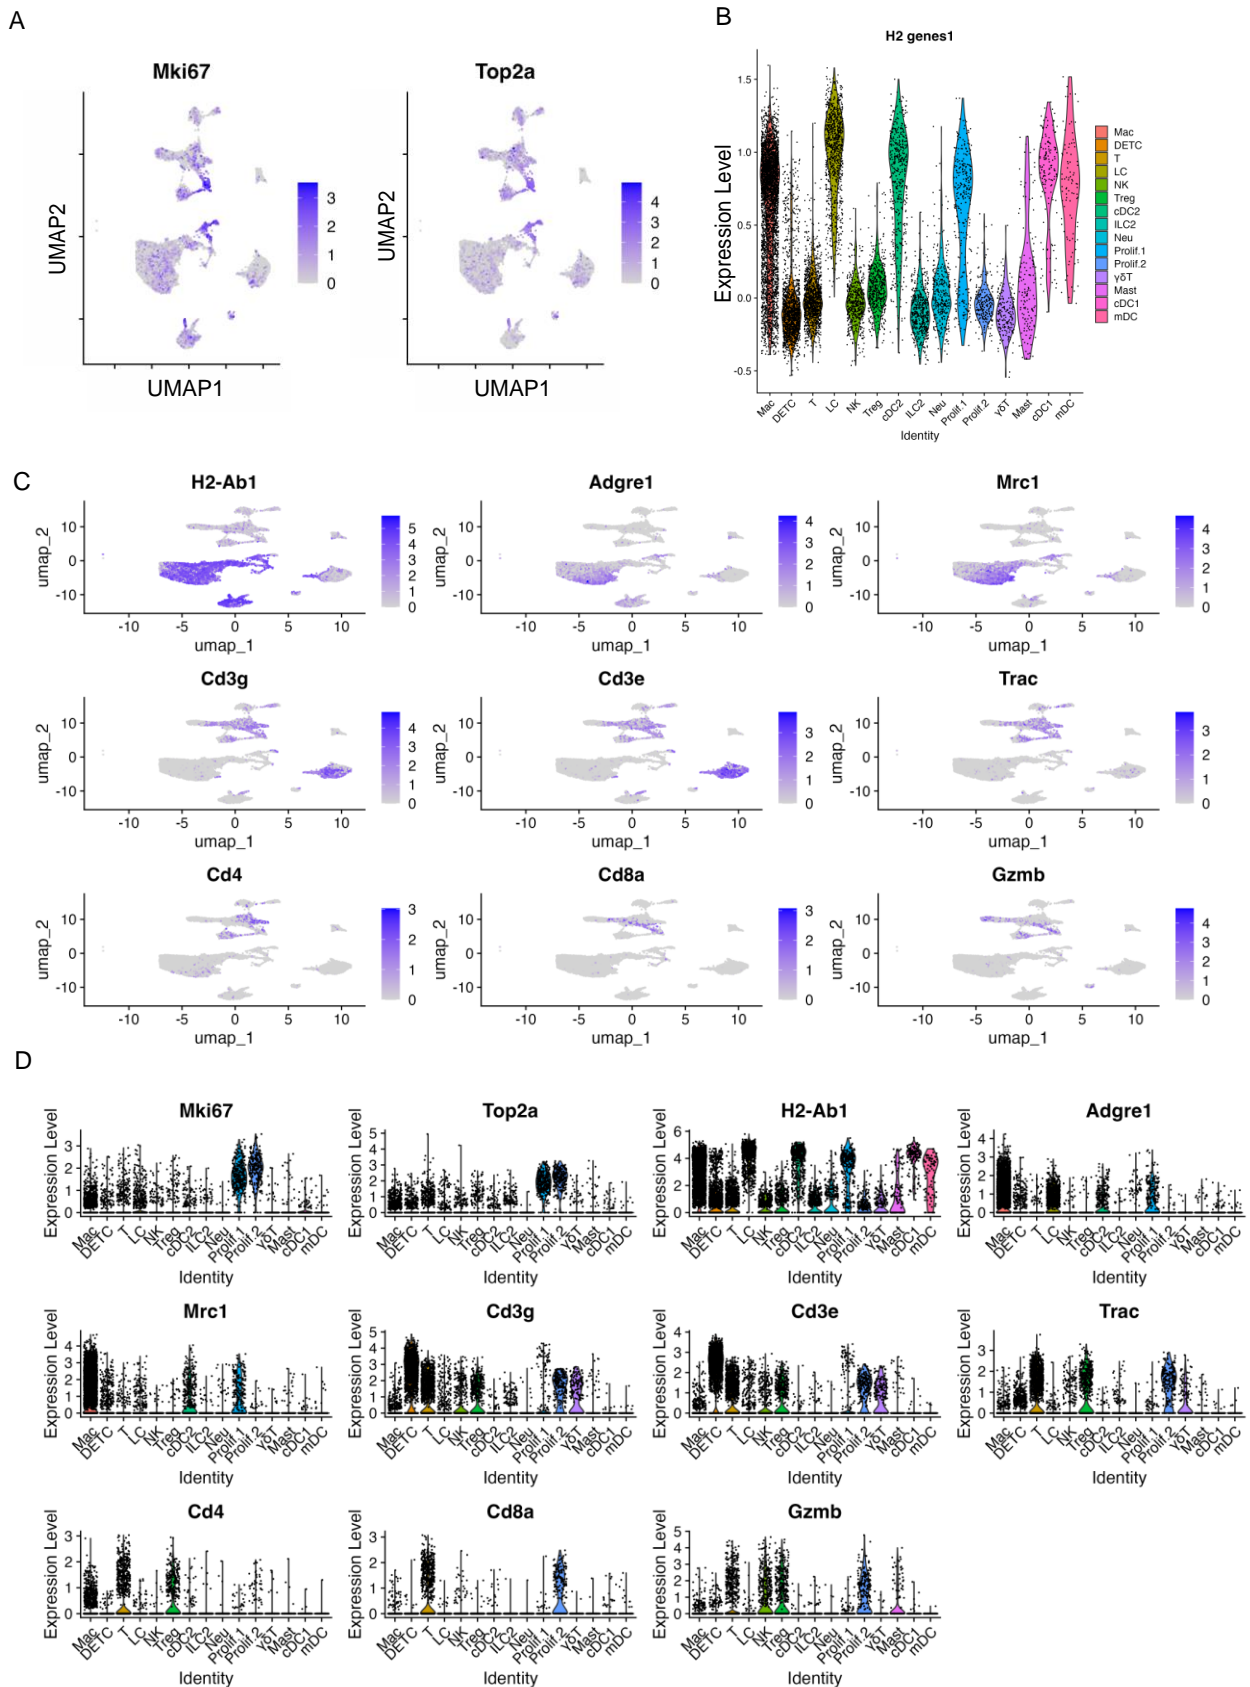

**Figure S2.** Two proliferating cell clusters. (A) Feature plots showing two proliferative marker genes Ki67 and Top2a selectively expressed in two proliferating cell clusters. (B) Expression of MHC genes across immune cell clusters identifying APC cells such as Mac, LC, cDC1, cDC2, and mDC. (C) Feature plots showing the expression of H2-Ab1, Adgre1, Mrc1, Cd3g, Cd3e, Trac, Cd4, Cd8a, and

Gzmb across immune cell clusters. (D) Violin plots of showing the expression of Mki67, Top2a, H2-Ab1, Adgre1, Mrc1, Cd3g, Cd3e, Trac, Cd4, Cd8a, and Gzmb across immune cell clusters.

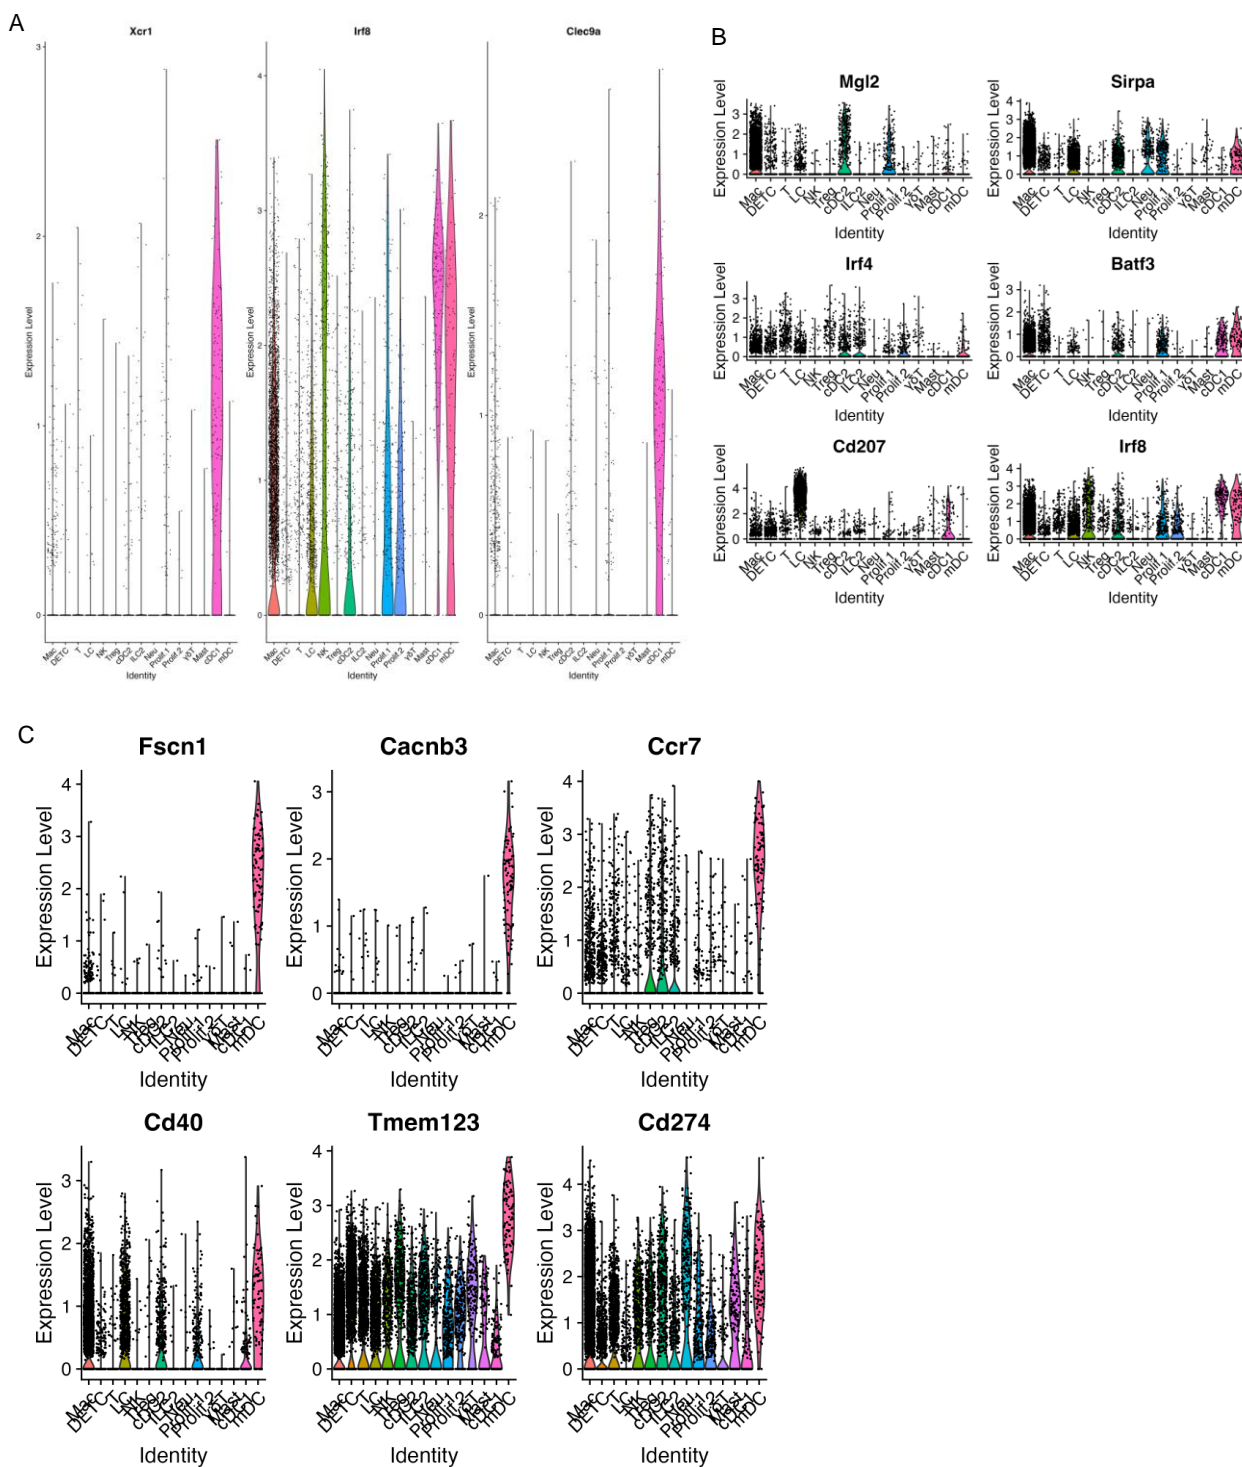

**Figure S3.** DC marker genes across immune cell clusters. The expression of cDC1 marker genes *Xcr1*, *Irf8*, and *Clec9a* across immune cell clusters. (B) Violin plots showing the expression of *Mgl2*, *Sirpa*, *Irf4*, *Batf3*, *Cd207*, and *Irf8* across immune cell clusters. (C) Expression of mDC marker genes including *Fscn1*, *Cacnb3*, *Ccr7*, *Cd40*, *Tmem123*, and *Cd274* across immune cell clusters.

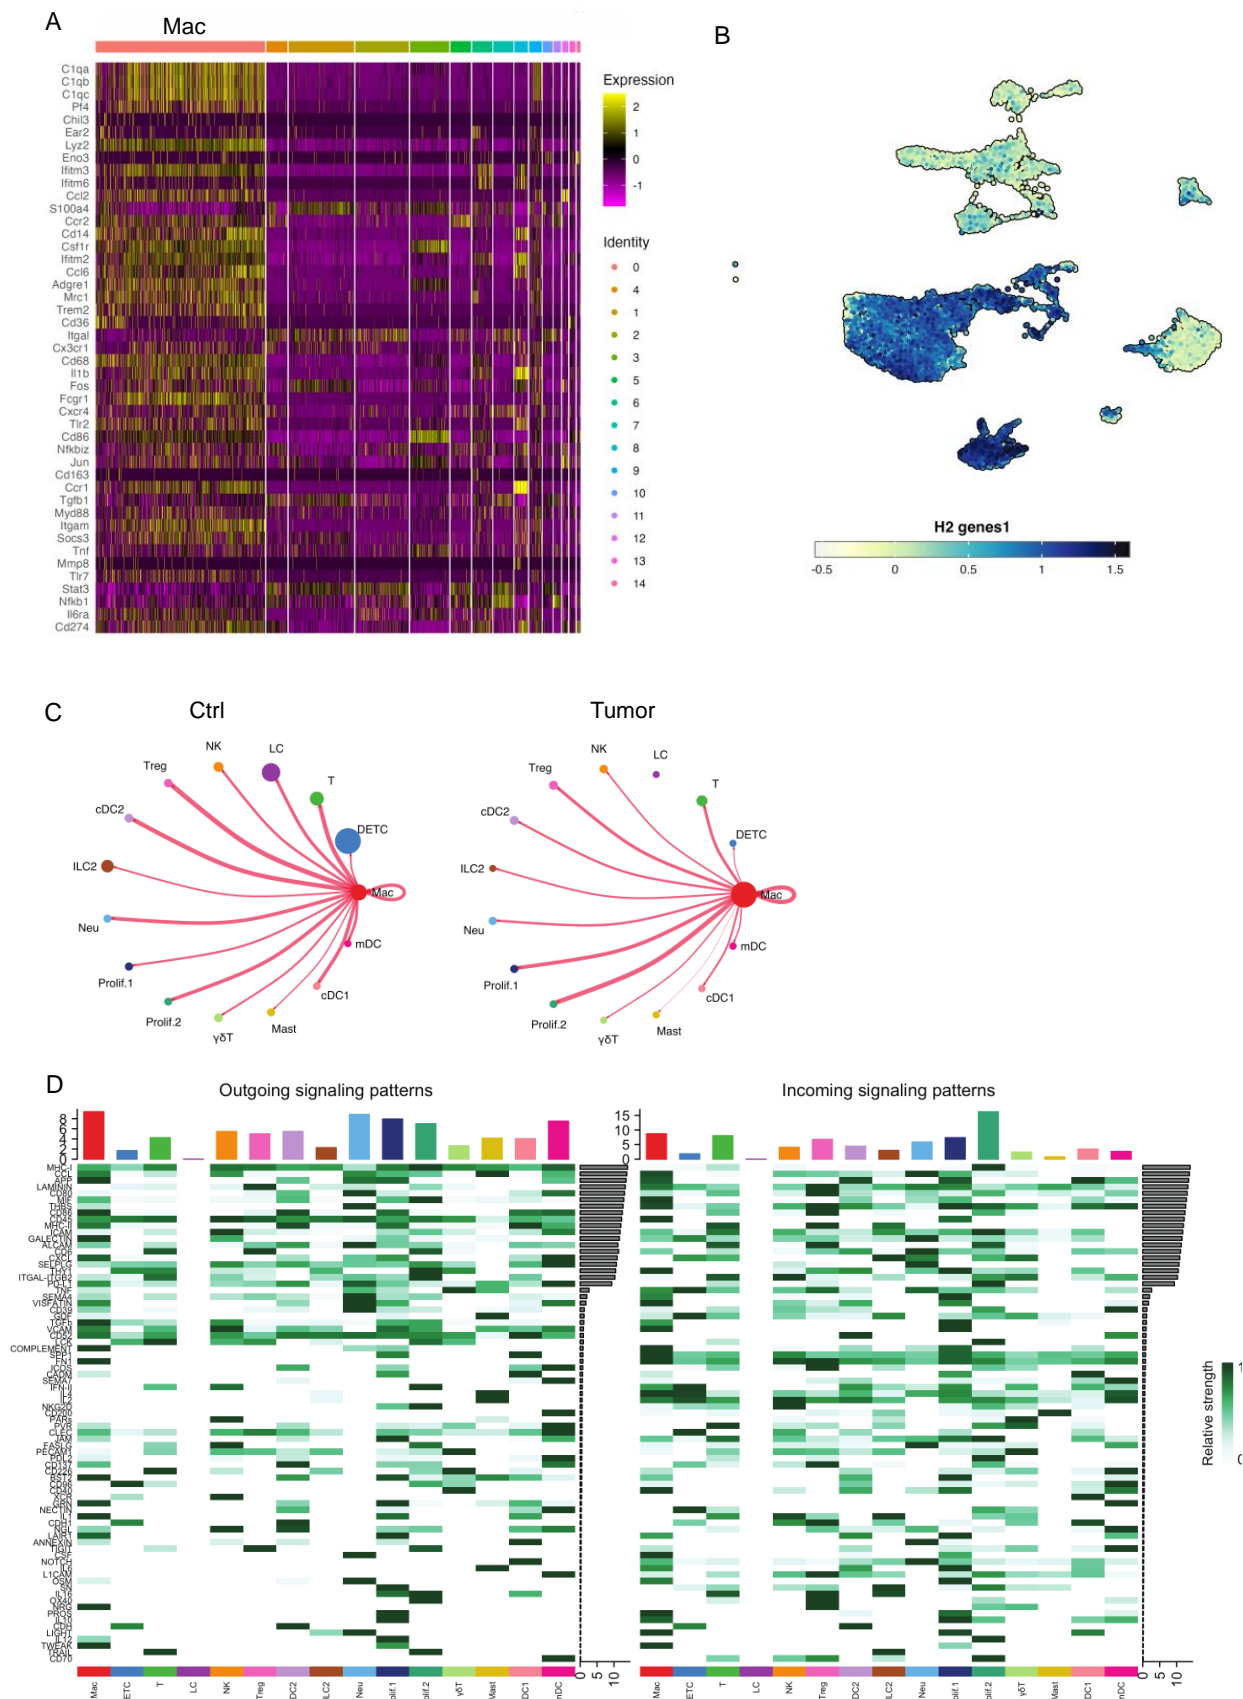

**Figure S4. Macrophage markers.** (A) A heatmap of macrophage markers showing the macrophage cell cluster. (B) Feature plot showing the H2 genes of APC clusters. (C) The circle diagram illustrates the signal crosstalk between macrophages and other immune cells, with the thickness representing the signal strength. (D) CellChat heatmap showing the relative strength of outgoing and incoming signaling pathways for each cell type. Vertical bars on top of the heatmap indicate overall

importance of the cluster in the respective signaling pattern (i.e. outgoing or incoming). Horizontal bars indicate overall importance of the signaling pathway in the respective signaling pattern.

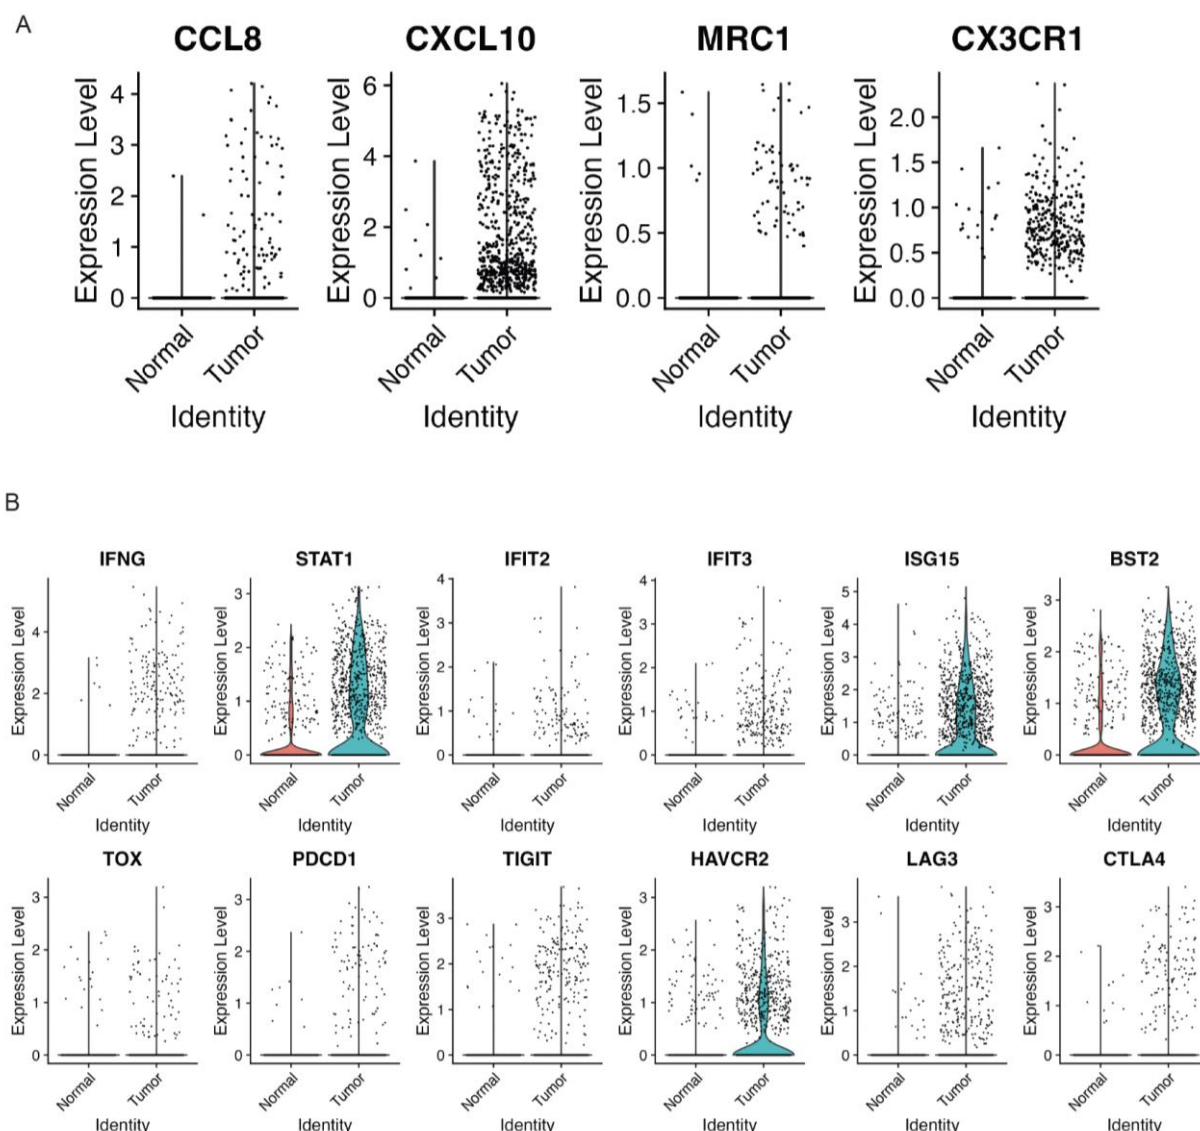

**Figure S5.** Gene expression analysis in human cSCC patients using the publicly available dataset GSE144236. (A) Expression level of CCL8, CXCL10, MRC1, and CX3CR1 in the macrophage population in normal skins and human cSCC tumor patients. (B) Expression level of interferon pathway genes including IFNG, STAT1, IFIT2, IFIT3, ISG15, and BST2, and exhaustion marker genes including TOX, PDCD1, TIGIT, HAVCR2, LAG3, and CTLA4 in the T cell population in normal skins and human cSCC tumor patients.

**Table S1.** scRNA-seq dataset metrics.

| Samples      | Estimated Number of Cells | Post-filtering number of Cells | Mean Reads per Cell |
|--------------|---------------------------|--------------------------------|---------------------|
| C57_1        | 3499                      | 2898                           | 87,090              |
| C57_2        | 3862                      | 3048                           | 81,098              |
| 2323_Tumor_1 | 5176                      | 4748                           | 45,977              |
| 2323_Tumor_2 | 2258                      | 1989                           | 100,120             |

**Table S2.** Representative marker genes for immune cell populations (related to Figure 1 and Figure 2).

|                                        |          |      |                         |       |      |                         |
|----------------------------------------|----------|------|-------------------------|-------|------|-------------------------|
| Mast Cells                             | Gata2    | 89.9 | 0                       | Mctp4 | 98   | 0                       |
|                                        | Ms4a2    | 62.4 | 0                       | Kit   | 88.6 | $2.93 \times 10^{-205}$ |
|                                        |          |      |                         |       |      |                         |
| Type 2 innate lymphoid cells<br>(ILC2) | Gata3    | 86.7 | 0                       |       |      | Cd3d/e/g                |
|                                        | Rora     | 99.6 | 0                       |       |      | Eomes                   |
|                                        | Il7r     | 90   | $3.52 \times 10^{-207}$ |       |      | Rorc                    |
|                                        | Il5      | 48.1 | 0                       |       |      | Tbx21                   |
|                                        | Il13     | 41.1 | $5.79 \times 10^{-206}$ |       |      | Cd4                     |
| Treg                                   | Foxp3    | 63.1 | 0                       |       |      |                         |
|                                        | Cd4      | 42.8 | 0                       |       |      |                         |
|                                        | Tnfrsf18 | 56.8 | $7.95 \times 10^{-109}$ |       |      |                         |
| Prolif.1                               | Ctla4    | 92.6 | 0                       |       |      |                         |
|                                        | Mki67    | 96.8 | 0                       |       |      |                         |
|                                        | Top2a    | 96.1 | 0                       |       |      |                         |
|                                        | H2-Ab1   | 91   | $4.77 \times 10^{-08}$  |       |      |                         |
|                                        | H2-Aa    | 92   | $5.77 \times 10^{-09}$  |       |      |                         |
| Prolif.2                               | Adgre1   | 51.8 | 0.02                    |       |      |                         |
|                                        | Mrc1     | 56.6 | $1.32 \times 10^{-10}$  |       |      |                         |
|                                        | Mki67    | 97.9 | $8.58 \times 10^{-293}$ |       |      |                         |
|                                        | Top2a    | 96.6 | $3.23 \times 10^{-284}$ |       |      |                         |
|                                        | Cd3g     | 82.9 | $2.49 \times 10^{-51}$  |       |      |                         |
|                                        | Cd3e     | 81.2 | $5.03 \times 10^{-41}$  |       |      |                         |
|                                        | Trac     | 80.8 | $1.07 \times 10^{-140}$ |       |      |                         |
|                                        | Cd4      | 20.1 | 0.02                    |       |      |                         |
|                                        | Cd8a     | 58.1 | $5.37 \times 10^{-225}$ |       |      |                         |
|                                        | Gzmb     | 65   | $8.50 \times 10^{-150}$ |       |      |                         |
| T cells                                | Cd3d     | 57.6 | $1.60 \times 10^{-130}$ |       |      |                         |
|                                        | Trac     | 62.8 | 0                       |       |      |                         |
|                                        | Trbc1    | 45.4 | $2.15 \times 10^{-61}$  |       |      |                         |
|                                        | Cd4      | 29.1 | $5.92 \times 10^{-135}$ |       |      |                         |
|                                        | Cd8a     | 33   | 0                       |       |      |                         |
|                                        | Cd8b1    | 32.2 | 0                       |       |      |                         |

How the deposited data were processed for this re-analysis (not part of the article)

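Immune cells (CD45+) were sorted from the skin of 2 C57 control mice and from 2 tumors grown after injection of cells of a tumor line, and 1 droplet library of 3' RNA was made from each. The authors deposited UMI counts per gene and cell for each library, without normalization, doublet removal or pooling of libraries, as Cell Ranger called the cells on mouse genome mm10. The methods name Cell Ranger 7.1.0 and the headers 7.0.1. The depth normalization, cell filters, integration and doublet removal of the article come after these counts, so each was redone or left as an alternative. How intronic reads were handled is not stated in the paper's text.

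The libraries held 3499 and 3862 cells for control skin and 5176 and 2258 for skin tumor, with 50932896, 52784293, 73904272 and 34893543 UMIs on 31053 genes. Of the gene identifiers, 31011 were found in the GENCODE annotation of GRCm38, from which coordinates were taken. Cells with at least 100 genes, at least 1000 UMIs, at most 15% mitochondrial UMIs and a ratio of log10 genes to log10 UMIs of at least 0.8 were kept, as in the article, along with genes found in at least 3 cells. This left 2981, 3089, 4784 and 1994 cells. Doublets were scored against simulated doublets, 2 per cell, with 30 principal components, and the top 1% per 1000 cells was removed, in all 453 cells. The score is an own implementation in the manner of Scrublet, and scDblFinder was not used here.

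Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes and 25 principal components were taken. Libraries were integrated with an own implementation of Harmony (theta 2, sigma 0.1, lambda 1, 100 clusters, up to 10 rounds), and cells were clustered by the Louvain method on a shared-neighbour graph of 20 neighbours. The penalty formula E/(O+E) of Harmony was adopted after a first run with the other formula had been seen. The ground for it was the Harmony version that the article names, and which formula that version uses was not checked against its code. Resolution 0.4 was the lowest of 0.3, 0.4, 0.5, 0.6, 0.8, 1.0, 1.5 and 2.0 at which each of the 15 classes had a cluster. Clusters were named by marker lists fixed beforehand. The thresholds of the naming rules were revised after clusters had been seen, and the resolution that the rule gives depends on them. In the first clustering, 274 cells with epithelial markers were left out. Of 12121 immune cells, 3 clusters were left without a name, because of few UMIs without own markers among the top 10 genes (under 0.333 of the median of all cells) or because of markers of 2 lineages. They stayed in the total of every share.

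The mean number of UMIs per immune cell was 13014 and 13683 in control skins and 14100 and 15363 in skin tumors. Shares of cells with a UMI of a gene were taken after thinning each cell to 1000 UMIs, which left out 0 cells, and at full depth. They are given as means with the SD over libraries with at least 10 cells of the class. Clopper-Pearson intervals of 95% were given for shares of single libraries, and cover counting error only. A gene without a UMI in a group was given a bound from 3 counts.

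For each class with at least 10 cells in each library, counts were summed per library and tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr), with Benjamini-Hochberg adjustment over the genes of a class and a threshold of 0.05. The standard error is the absolute log2 fold change over the square root of F. Shares of the 15 classes were tested with the same edgeR test on cell numbers. The 10 gene lists, on interferon alpha, interferon gamma, IL6 JAK STAT3 signaling, a JAK STAT3 core, IL2 STAT5 signaling, exhaustion and interferon genes that the article names for T cells, M2 genes, dissociation and sex, were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over lists and classes. The lists on signaling were written by hand in place of the Hallmark and KEGG sets, which were not used here. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so it was not used as a threshold. Sub-clusters of macrophages and T cells were sought by raising the resolution until 3 were found, with a finer grid added where none gave 3, and matched to those of the article by its markers.

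Named genes are those that the article names for a class, and in each tested class the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 whose tumors both lie on the same side of both control skins, leaving out immunoglobulin, T cell receptor variable, mitochondrial, ribosomal and sex genes. A few of these genes are not reported here.

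The tests were tested on simulated data with the mean levels, dispersions and library sizes of the real libraries. Of 200 genes given a change of 2 on the log2 scale, between 49.5% (ILC2) and 87.5% (NK) were called with the right sign over 14 fits. For the shares, a change of 2 was called for macrophages in 46 of 100 simulated sets, a change of -5 for LC in 100 and a change of -3 for ILC2 in 84. Classes without a change were called in 0 to 4 sets. Each class was drawn on its own with the totals held fixed. The fall of other shares that a rise of macrophages brings was thus not simulated.

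The alternatives were no integration, doublets kept, at least 2000 UMIs, at most 5% mitochondrial UMIs, resolutions 0.3 and 2.0, a class for each cell from marker scores, UMIs thinned to the lowest mean per cell, a replicate block, leaving out each library, TMM factors over classes, shares without macrophages, DESeq2 1.42.0, no TMM factors, no filter on low counts, a limit of 1 on the log2 fold change, fry and an estimated correlation for the lists, all variable genes or 4 sub-clusters for the sub-clusters. Chosen after seeing the data were cells with at least 500 UMIs and at most 10% mitochondrial UMIs, low-UMI clusters named by their markers, clusters under 0.4 of the median UMIs left unnamed, and the other Harmony penalty. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and igraph 0.11.9, and R 4.3.3, were used.

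CellChat interactions, KEGG and GSVA scores, immunofluorescence and the human data of the article were not analysed here. The replicate numbers were not shown to pair the libraries: the differences between replicates 1 and 2 of the control skins and those of the skin tumors had a correlation of 0.0337 over 15698 genes and 0.0255 over the 15 class shares.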

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

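The tests of a difference between classes, and those of explanations, were chosen after the results of the lists had been seen, while the tests of each list in each class were planned. With 10 lists and 12 classes, 660 differences between classes were tested by camera and fry, of which 187 were called by camera and 1 by both. Given here are the pairs of classes in which a list was called higher in one and lower in the other, and the pair called by both tests.

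The exhaustion genes that the paper names for T cells changed in opposite directions in T and in mDC and Prolif.1. The medians of the difference between the log2 fold changes of 2 classes were 3.05 (camera adjusted p = 0.000288, fry adjusted p = 0.399) for T against mDC and -2.69 (camera adjusted p = 0.00370, fry adjusted p = 0.428) for Prolif.1 against T, over 6 genes. In T the median was 1.62 over 6 genes, 6 of them higher (camera adjusted p = 5.01e-05, fry adjusted p = 0.0836), in mDC -2.85 over 3 genes, 0 of them higher (camera adjusted p = 0.0115, fry adjusted p = 0.226) and in Prolif.1 -2.44 over 3 genes, 0 of them higher (camera adjusted p = 0.0181, fry adjusted p = 0.128). The summed CPM went from 611 ± 150.3 to 2098 ± 79.8 in T, from 641 ± 13.3 to 159.6 ± 136 in mDC and from 742 ± 104 to 212 ± 105 in Prolif.1 (mean ± SD, n = 2 and 2), with both tumors on 1 side of both control skins in each. The median in T ran from 1.03 to 1.83 over 18 alternatives, with adjusted p values from 1.56e-09 to 0.412 and a call in 16. Langerhans cells among the control cells of mDC and Prolif.1 are a candidate explanation of the fall. Havcr2, at 19.8 UMIs per control LC, was at 0.428 of that level in control mDC and 0.978 in control Prolif.1, where Cd207 was at 0.507 and 0.905 of its level in LC. The smaller ratio of the Havcr2 part to the Cd207 part was 0.845, near the 1 that such cells would give. The rise in T is not addressed by this test, and a change of T cells with the tissue stays open and was not tested apart from it.

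The M2 list was called higher in Prolif.1 and lower in Mast and Prolif.2. The medians of the difference were 2.61 (camera adjusted p = 0.000317, fry adjusted p = 0.191) for Prolif.1 against Mast and -1.52 (camera adjusted p = 0.00346, fry adjusted p = 0.516) for Prolif.2 against Prolif.1, over 19 genes. In Prolif.1 the median was 0.74 over 19 genes, 17 of them higher (camera adjusted p = 0.0246, fry adjusted p = 0.433), in Mast -1.86 over 8 genes, 1 of them higher (camera adjusted p = 0.0289, fry adjusted p = 0.0998) and in Prolif.2 -1.20 over 11 genes, 1 of them higher (camera adjusted p = 0.0236, fry adjusted p = 0.318). The summed CPM went from 1719 ± 969 to 3717 ± 175 in Prolif.1, from 1662 ± 68.5 to 549 ± 196 in Mast and from 743 ± 98.0 to 524 ± 178 in Prolif.2, with both tumors on 1 side of both control skins in each. A candidate explanation for Prolif.1 is that it holds proliferating Langerhans cells in control skins and proliferating macrophages in tumors: C1qb was at 72.7 UMIs per tumor cell of Prolif.1, 2.05 times the 35.5 of tumor macrophages, and at 7.14 per control cell, which held 78.3 UMIs of Cd207. For the fall in Mast, macrophages or Langerhans cells caught in the same droplets as control mast cells were tested. C1qb was at 2.03 and 2.26 UMIs per mast cell in the control skins and 0.0968 and 1.93 in the tumors, Lyz2 at 6.32 and 7.24 against 0.129 and 4.59, and Apoe at 11.0 and 11.3 against 2.48 and 7.03. The smallest ratio of the lower control skin to the higher tumor was 1.05. The tumors differ so much from each other that such droplets cannot be told apart from a change within mast cells. For the fall in Prolif.2, whose control cells held 24.1 UMIs of Trdc each and whose tumor cells 0.156 and 4.08 in the 2 tumors, no explanation was tested. Over all immune cells the M2 list had a median of 0.79 over 24 genes, 18 of them higher (camera adjusted p = 0.0423, fry adjusted p = 0.389), and in macrophages of -0.54 over 24 genes, 9 of them higher (camera adjusted p = 0.0654, fry adjusted p = 0.226), which ran from -0.62 to -0.31 over 18 alternatives, with adjusted p values from 0.0139 to 0.682 and a call in 5.

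The dissociation list holds 20 genes that the paper does not analyse, and it was called higher in tumors in 4 of 12 classes. The median was 0.36 over 20 genes, 14 of them higher (camera adjusted p = 0.00384, fry adjusted p = 0.277) in cDC2, 0.44 over 20 genes, 13 of them higher (camera adjusted p = 0.000731, fry adjusted p = 0.142) in Treg, 1.01 over 20 genes, 16 of them higher (camera adjusted p = 2.13e-05, fry adjusted p = 0.161) in ILC2 and 0.52 over 20 genes, 13 of them higher (camera adjusted p = 0.0437, fry adjusted p = 0.449) in Prolif.1. The summed CPM of the list went from 7790.1 ± 682 to 17764 ± 3437 in cDC2, from 4884 ± 319 to 10472 ± 549 in Treg, from 5491 ± 407 to 14680 ± 6472 in ILC2 and from 8802 ± 1460.0 to 14942 ± 2411 in Prolif.1, higher in both tumors than in both control skins in each. In Treg the median ran from 0.23 to 0.63 over 18 alternatives, with adjusted p values from 1.94e-07 to 0.412 and a call in 16. Over the 12 classes, medians lay between -0.59 and 1.01, 7 above 0 and 5 below. The summed CPM was higher in the tumors in 12, and in both tumors than in both control skins in 10. A longer digestion of one tissue would raise the list in the classes together. The paper states the same digestion time for both tissues, which argues against this unless the times in fact differed. From the counts, a longer digestion cannot be told apart from a response of the cells to the tissue, because tissue and its digestion go together in every library. Between cDC1 and Treg, the median of the difference between the log2 fold changes was 1.29 (camera adjusted p = 8.42e-08, fry adjusted p = 0.0138) over 20 genes, the pair called by both tests. In cDC1 the median was -0.56 over 20 genes, 6 of them higher (camera adjusted p = 0.129, fry adjusted p = 0.277), although its summed CPM also rose, from 7990.1 ± 269.9 to 11461 ± 1527, and 10 genes of the list were called there, 3 of them higher. A longer digestion that acts on the 2 classes in different measure goes against the stated time but is not excluded by the counts. Such a digestion and a response of the cells to the tumor cannot be told apart as the source of this difference of 1.29. The pair was chosen for this difference, and every tumor library was digested as a tumor.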

How the results depend on the processing

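Chosen after the data had been seen were 4 settings: at least 500 UMIs and at most 10% mitochondrial UMIs, low-UMI clusters named by their markers, clusters under 0.4 of the median UMIs left unnamed, and Harmony with the other penalty formula. The other settings were planned. Each setting changed 1 choice and kept the rest.

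The comparisons gave 25 results and 417 values under other settings, those that left out a library included. Of these values, 338 kept the direction and the side of the threshold, or stayed within 1.5 times the reported count or within 1 SD between libraries. 77 moved further, 2 lost their call and 0 with a call changed direction. 11 values of measures without a test changed sign: 6 of the share of macrophage sub-cluster 2, 3 of the share of T cell sub-cluster 2, and 1 each of the Cd4 and Cd8a positive shares of T cells. The first went from 5.85 points to -3.03 with doublets kept, -5.50 with resolution 2.0 and -7.07 with the other penalty formula, the second from 9.09 to -36.0 with no integration and -17.7 with at least 500 UMIs. Naming the low-UMI clusters by their markers, and leaving clusters under 0.4 of the median UMIs unnamed, kept every result of this kind that they gave, 25 each. Under the latter, the difference in the share of macrophage sub-cluster 2 still went from 5.85 to 15.7 points, within 1 SD between libraries. Thinning UMIs to the lowest mean per cell kept all 24 that it gave by these limits. Among them, the difference in the share of macrophage sub-cluster 2 changed sign, to -1.41 points, within 1 SD. All variable genes and 4 sub-clusters kept both sub-cluster shares within 1 SD.

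The macrophage share, with a log2 fold change of 2.13 (adjusted p = 0.0265), lay between 1.82 and 3.11 under 15 other settings, with adjusted p values between 0.00255 and 0.180. It was higher in both tumors than in both control skins and was called in 13 of them. It lost its call with TMM factors over the class counts (1.82, adjusted p = 0.180) and with a replicate block (2.28, adjusted p = 0.0632). The 4 fits that each left out 1 library ran from 1.61 to 2.95, without a test. With macrophages left out of the total, the value was a ratio of macrophages to other immune cells, not a share. The number of classes called higher, 1 as reported, was 0 with a replicate block and 0 with TMM factors over the class counts, where 1 and 2 classes were higher at an unadjusted p under 0.05. It was 5 for shares of immune cells that are not macrophages, with that ratio of macrophages counted among the 5. It was 4 with no integration, 3 with the class of each cell from marker scores and 2 for Harmony with the other penalty formula. Classes called lower, 4 as reported, were 1 with TMM factors over the class counts, and 3 at an unadjusted p under 0.05. Shares sum to 1, so taking macrophages out of the denominator raises every other class in the tumors by construction. For the other settings the cause was not tested.

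The replicate block, which treats replicates with the same number as paired, moved several counts of genes. The numbers do not pair the samples: the log2 ratios of replicate 1 to replicate 2 in the control skins and in the skin tumors had a correlation of 0.0337 over 15698 genes. With it, 0 genes were called in macrophages (reported 73; 1523 with an unadjusted p under 0.05), 0 in neutrophils (reported 1; 296 unadjusted), 283 in mDC (reported 166), 141 in ILC2 (reported 238) and 94 in Mast (reported 264). Of the macrophage ligands that the paper names, 0 was higher with the replicate block, against 2 as reported, and 3 at an unadjusted p under 0.05. The block takes 1 of 2 residual degrees of freedom. How much of each change comes from that was not tested.

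Without a filter on low counts, many more genes were called: 1418 in macrophages, 1307 in cDC1 (reported 670), 1482 in cDC2 (reported 594), 594 in mDC, 1686 in T (reported 1016), 634 in Treg (reported 264), 629 in ILC2, 45 in neutrophils, 775 in Mast, 2129 in Prolif.1 (reported 1072), 2321 in Prolif.2 (reported 950) and 2073 in the pooled DC (reported 713). Ligands called higher in macrophages were 7, and lists called lower 12, against 6 as reported. The cause was not tested. It shifted the median log2 fold change by more than 0.1 in macrophages (0.13), cDC1 (0.13), cDC2 (0.14), mDC (0.19), T (0.17), Treg (0.14), ILC2 (-0.53), neutrophils (0.35), Mast (-0.26) and DC (0.12).

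Without TMM factors, the number of called genes was 135 in macrophages and 0 in neutrophils (269 with an unadjusted p under 0.05, against 275 as reported), and the counts of the other classes stayed within 1.5 times. The median log2 fold change moved by 0.15 in macrophages, 0.27 in cDC1, 0.20 in cDC2, 0.18 in T, 0.14 in ILC2, -0.30 in Mast, 0.15 in Prolif.2 and 0.21 in DC. Which side held more of the called genes follows such shifts: over all immune cells there were 2541 higher and 2247 lower without TMM factors and 1967 higher and 2530 lower with them, in cDC1 440 higher and 210 lower and 250 higher and 420 lower, in cDC2 416 higher and 192 lower and 258 higher and 336 lower, in DC 673 higher and 299 lower and 304 higher and 409 lower, in T 729 higher and 398 lower and 499 higher and 517 lower, in NK 670 higher and 655 lower and 579 higher and 734 lower, and in Mast 93 higher and 241 lower and 125 higher and 139 lower. Where the sides are close, as in T, Prolif.1 (545 higher and 527 lower), ILC2 and Mast, the larger side also changed under other settings. DESeq2 with its size factors called 638 genes in macrophages, 271 higher and 367 lower, where 42 higher and 31 lower are reported. It called 791 in NK (reported 1313) and 3 in neutrophils. The cause was not tested.

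A limit of 1 on the absolute log2 fold change left 2951 of the 4497 genes over all immune cells and 838 of the 1313 in NK, fewer by construction, and 27 of the 49 calls of lists as higher. The calls of gene lists rest on camera's preset correlation: fry called 1 list higher and 0 lower (4 lower at an unadjusted p under 0.05), and camera with an estimated correlation called 0 higher and 0 lower, with 12 and 0 unadjusted. With 2 libraries against 2, these tests have few residuals to rotate or to estimate a correlation from, and the preset value treats the genes of a list as nearly independent.

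With no integration, 969 genes were called in cDC2, 407 in Treg, 33 in NK, 0 in neutrophils (199 unadjusted) and 1354 in DC, and 1 of the macrophage ligands. The difference in the share of T cell sub-cluster 2 became -36.0 points, against 9.09 as reported. With the class of each cell from marker scores, 1413 genes were called in cDC2, 395 in mDC, 74 in Treg, 44 in NK, 749 in ILC2, 7 in neutrophils, 120 in Mast, 547 in Prolif.1, 99 in Prolif.2 and 1472 in DC. For Harmony with the other penalty formula, the counts were 317 in cDC1, 1720 in cDC2, 2462 in ILC2, 0 in neutrophils (193 unadjusted), 429 in Prolif.2 and 1663 in DC, with 1 of the ligands. These settings place other cells in the classes, and which cells account for the counts was not tested.

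The filters on cells changed fewer counts. With doublets kept, 161 genes were called in macrophages and 24 in neutrophils. With at least 2000 UMIs per cell, 3 were called in neutrophils, and 1 of the ligands. With at most 5% mitochondrial UMIs, the counts were 308 in cDC1, 0 in neutrophils (203 unadjusted) and 149 in Mast, and 3 lists were lower. With at least 500 UMIs and at most 10% mitochondrial UMIs, they were 289 in cDC1 and 76 in mDC, and the share of T cell sub-cluster 2 changed by -17.7 points. Resolution 0.3 gave 385 genes in DC and 3 lists lower, and resolution 2.0 gave 349 genes in cDC1. The cause was not tested.

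The directions of lists were followed over the settings in all immune cells, macrophages, T, NK and Treg, and not in the other classes. Among these lists and the named genes, a direction with a call in either setting changed only in the NK class. With no integration, Eomes in NK had a log2 fold change of -0.29 against 1.45 as reported, Klrb1c in NK -0.0788 against 1.55, the M2 list in NK a median of -0.73 against 0.24, and the dissociation list in NK 0.21. With the class of each cell from marker scores, Eomes in NK was -0.19 and the dissociation list in NK 0.10. Under those settings 82.6% and 54.1% of the control cells of the class were named DETC, and whether that accounts for the signs was not tested. Signs also changed where neither value was called. Inpp4b in NK, at -0.44 as reported, was 1.86 with no integration and 0.55 with the class of each cell from marker scores. Klri2 in NK, at 0.71, was -0.31 and -0.23 there, and Mgl2 in macrophage, at -0.55, 0.15 and 0.12. The M2 list in T, at 0.39, was -0.36 with the class from marker scores. In all, 36 values of genes and 43 of lists had the other sign.

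For the shares of single classes, 264 values under other settings gave 230 the same, 9 weaker, 10 stronger and 15 moved, and 18 had the other sign. For named genes the 2190 values gave 2025 the same, 69 weaker, 32 stronger and 61 moved, and for lists within a class the 810 values gave 715, 36, 16 and 40. The directions that changed with a call, 3 of genes and 3 of lists, are those given for the NK class. The share of ILC2 lost its call for Harmony with the other penalty formula (-0.98). LC and γδT lost theirs with TMM factors over the class counts, and DETC there and in 5 more settings, which were doublets kept, at least 2000 UMIs, at most 5% mitochondrial UMIs, resolution 2.0, and at least 500 UMIs.

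Leaving out 1 library left a group with a single library, so these fits have no test. The difference in the share of T cell sub-cluster 2 ran from -6.26 to 24.4 points, below 0 without skin tumor replicate 2, and that of macrophage sub-cluster 2 from -8.52 to 20.2, below 0 without skin tumor replicate 1. The Cd4 positive share of T cells, from a random thinning of its own that gave 9.53 points with all libraries, changed by 0.238 to 18.8 points and the Cd8a positive share by -13.4 to 2.04, above 0 without skin tumor replicate 2. In each of these 4 measures the 2 tumors differ from each other by more than the group means do. Among values with a call, the share of DETC moved from -5.40 to -9.13 on the log2 scale without skin tumor replicate 2. Ifng in T went from 1.10 to 1.65 without control skin replicate 1, Ifit3 in T from 3.95 to 2.34 without control skin replicate 1 and 8.30 without control skin replicate 2, Lag3 in T from 5.38 to 9.34 and Setbp1 in T from 9.13 to 11.69 without control skin replicate 1, Itga4 in Treg from 7.10 to 10.47 and Mucl1 in macrophage from 7.68 to 11.94 without control skin replicate 2. Cd207 in cDC1 went from -9.41 to -12.76 and Cd207 in Prolif.1 from -11.40 to -14.35 without skin tumor replicate 1. Ifit3, Lag3, Setbp1, Itga4 and Mucl1 have no UMI in 1 control skin, and Cd207 none in these classes of skin tumor replicate 2, so a fit with that library alone has no floor but the prior count. Without a call, Cxcl9 in macrophage ran from 1.57 to 7.51 and Ccl5 in Treg from 1.84 to 4.94, both highest without control skin replicate 1. Over the other settings, the share of macrophage sub-cluster 2 changed by between -7.07 and 15.8 points (reported 5.85), and that of T cell sub-cluster 2 by between -36.0 and 21.2.

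Some settings could not give a value. ILC2 was not fitted with no integration, doublets kept, at least 2000 UMIs, at most 5% mitochondrial UMIs, thinned UMIs or at least 500 UMIs, since a library held fewer than 10 of its cells. Prolif.1 and mDC were not fitted with no integration. Resolution 0.3 gave no cluster of its own to cDC1 or Prolif.1. Genes under the filter on counts in a setting have no value there. The share of changes found differs between classes: of 200 genes simulated with a log2 fold change of 2, 49.5% were called in ILC2 and 87.5% in NK, with 65.5% in macrophages, so a count of genes in a class is no measure of how much the class changed.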

Differences from the paper's values

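Among the settings tried for these values, 4 were chosen after the data had been seen: at least 500 UMIs and at most 10% mitochondrial UMIs, low-UMI clusters named by their markers, clusters under 0.4 of the median UMIs left unnamed, and Harmony with the other penalty formula. For classes, the alternatives set before the data were examined were no integration, doublets kept, at least 2000 UMIs per cell, at most 5% mitochondrial UMIs, resolution 0.3, resolution 2.0, the class of each cell from marker scores and UMIs thinned to the lowest mean per cell. Sub-clusters had 2 more, all variable genes and 4 sub-clusters. A gap counted as closed where the value came within 1.5 times of the paper's, or within 1 SD between libraries of it. An alternative not named at a value left its gap open.

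For ILC2, the tumor part of the summed shares of both groups was 7.27%, against the paper's value of about 3% in Fig. 2B, read by eye. It was 5.12% with at least 2000 UMIs per cell and 5.62% with at most 5% mitochondrial UMIs, the 2 of 8 alternatives set before the data were examined that closed the gap, and it was 4.67% with at least 500 UMIs and at most 10% mitochondrial UMIs, chosen after seeing the values and also closing it. For Prolif.2 this part was 42.6%, against the paper's about 64% in Fig. 2B, read by eye. Of 8 alternatives set before the data were examined, 7 closed the gap, the value being 48.7% with no integration, 51.0% with doublets kept, 50.0% with at least 2000 UMIs per cell, 49.5% with at most 5% mitochondrial UMIs, 48.5% with resolution 2.0, 67.9% with the class of each cell from marker scores and 51.6% with UMIs thinned to the lowest mean per cell, and it was 49.4% with at least 500 UMIs and at most 10% mitochondrial UMIs and 47.6% with Harmony under the other penalty formula, chosen after seeing the values and also closing it. Of these values for Prolif.2, only those with doublets kept, the class of each cell from marker scores and thinned UMIs put its tumor share above its control share, as in the paper. Under the other settings the gap closed in size but not in direction. The values of the other 13 classes were within 1.5 times, or within 1 SD between libraries, of those read in Fig. 2B.

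Csf1 was seen in a percentage of LC of 1.38%, against the paper's 88.8% in Table S2. None of the 8 alternatives set before the data were examined closed the gap, and none of the 4 chosen after seeing the values did. For Csf1r, the receptor gene that the paper's text names in LC, the percentage was 89.7%. Trdc was seen in γδT in 62.2%, against the paper's 95.5% in Table S2. Of 8 alternatives set before the data were examined, 3 closed the gap, the value being 65.6% with at least 2000 UMIs per cell, 65.7% with at most 5% mitochondrial UMIs and 68.4% with the class of each cell from marker scores, and it was 64.0% with at least 500 UMIs and at most 10% mitochondrial UMIs, chosen after seeing the values and also closing it. In γδT, Tcrg-C1 was seen in 46.3%, against the paper's 82.3% in Table S2. The gap closed under 1 of 8 alternatives set before the data were examined, at 55.0% with at most 5% mitochondrial UMIs, and no setting chosen after seeing the values closed it. Table S2 gives the same values of these genes for DETC and for γδT. Adgre1 in Prolif.1 was seen in 81.2%, against the paper's 51.8% in Table S2. Of 7 alternatives set before the data were examined, 5 closed the gap, the value being 69.5% with doublets kept, 70.1% with at most 5% mitochondrial UMIs, 68.6% with resolution 2.0, 56.5% with the class of each cell from marker scores and 67.5% with UMIs thinned to the lowest mean per cell, and it was 68.4% with at least 500 UMIs and at most 10% mitochondrial UMIs and 67.5% with Harmony under the other penalty formula, chosen after seeing the values and also closing it. The labels of the proliferating classes in Table S2 are read here from the genes that the paper's text names for them. Cells of the T class held Cd3d in 90.9%, against the paper's 57.6% in Table S2. It was 72.9% with no integration, 66.6% with at least 2000 UMIs per cell, 67.3% with at most 5% mitochondrial UMIs, 57.1% with resolution 0.3, 83.7% with the class of each cell from marker scores and 56.1% with UMIs thinned to the lowest mean per cell, the 6 of 8 alternatives set before the data were examined that closed the gap, and it was 58.1% with at least 500 UMIs and at most 10% mitochondrial UMIs, 57.1% with low-UMI clusters named by their markers and 59.1% with Harmony under the other penalty formula, chosen after seeing the values and also closing it. Cd8b1 was in this class at 50.1%, against the paper's 32.2% in Table S2. The gap closed under 6 of 8 alternatives set before the data were examined, at 36.8% with no integration, 36.2% with at least 2000 UMIs per cell, 37.3% with at most 5% mitochondrial UMIs, 33.0% with resolution 0.3, 45.6% with the class of each cell from marker scores and 32.8% with UMIs thinned to the lowest mean per cell, and it was 30.8% with at least 500 UMIs and at most 10% mitochondrial UMIs, 33.0% with low-UMI clusters named by their markers and 37.4% with Harmony under the other penalty formula, chosen after seeing the values and also closing it.

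T cell sub-cluster 2 held in control skins 46.5%, against the paper's 4.1%. None of the 10 alternatives set before the data were examined closed the gap, and none of the 4 chosen after seeing the values did. In skin tumors it held 49.9%, against the paper's 20.7%. Of 10 alternatives set before the data were examined, 3 closed the gap, the value being 28.2% with 4 sub-clusters, 35.2% with resolution 0.3 and 36.7% with UMIs thinned to the lowest mean per cell, and it was 25.8% with at least 500 UMIs and at most 10% mitochondrial UMIs and 35.2% with low-UMI clusters named by their markers, chosen after seeing the values and also closing it. T cell sub-cluster 0 held in control skins 35.1%, against the paper's about 67% in Fig. 4D, read by eye. The gap closed under 2 of 10 alternatives set before the data were examined, at 47.4% with resolution 0.3 and 48.5% with UMIs thinned to the lowest mean per cell, and it was 47.4% with low-UMI clusters named by their markers and 46.7% with Harmony under the other penalty formula, chosen after seeing the values and also closing it. In skin tumors sub-cluster 0 held 20.1%, against the paper's about 57% in Fig. 4D, read by eye. No alternative set before the data were examined, of 10, closed it, and none of the 4 chosen after seeing the values did. For T cell sub-cluster 1 the share in control skins was 18.4%, against the paper's about 29% in Fig. 4D, read by eye. It was 34.9% with at most 5% mitochondrial UMIs, 27.6% with resolution 0.3 and 26.4% with UMIs thinned to the lowest mean per cell, the 3 of 10 alternatives set before the data were examined that closed the gap, and it was 27.6% with low-UMI clusters named by their markers, chosen after seeing the values and also closing it.

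Macrophage sub-cluster 1 held in control skins 9.01%, against the paper's about 37% in Fig. 3C, read by eye. None of the 10 alternatives set before the data were examined closed the gap, and none of the 4 chosen after seeing the values did. Its share in skin tumors was 4.51%, against the paper's about 27% in Fig. 3C, read by eye. No alternative set before the data were examined, of 10, closed it, and none of the 4 chosen after seeing the values did. Macrophage sub-cluster 2 held in control skins 33.4%, against the paper's about 20% in Fig. 3C, read by eye. The gap closed under 2 of 10 alternatives set before the data were examined, at 9.77% with resolution 2.0 and 26.2% with the class of each cell from marker scores, and it was 16.9% with at least 500 UMIs and at most 10% mitochondrial UMIs and 14.5% with clusters under 0.4 of the median UMIs left unnamed, chosen after seeing the values and also closing it. The 9.77% counts as closing it only because the SD between the control skins was 12.4 points there. In ratio it lies further from the paper's value than 33.4% does.

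The paper lists 7 classes as expanded in tumors. In 6 of them the mean share was higher here, and the call was made for macrophages. In all 6, both tumors lay above both control skins. Prolif.2 had a log2 fold change of -0.56, was never called, and lay between -0.74 and 0.84 over 15 alternatives, above 0 for shares of immune cells that are not macrophages and with the class of each cell from marker scores. Treg (1.55, adjusted p = 0.118, and 0.0111 to 0.199 over 15 alternatives) was called for shares of immune cells that are not macrophages (2.56) and with Harmony under the other penalty formula (1.53), which was chosen after the data had been seen. The shares of mDC (1.28, adjusted p = 0.240, and 0.0152 to 0.327 over 15 alternatives) were called for immune cells that are not macrophages (2.30), with no integration (2.17) and with the class of each cell from marker scores (1.57). cDC2 (0.87, adjusted p = 0.385, and 0.0327 to 0.973 over 15 alternatives) was called for immune cells that are not macrophages (1.86), and Prolif.1 (1.12, adjusted p = 0.263, and 0.000479 to 0.379 over 14 alternatives) there (2.14) and with no integration (3.80). Neutrophils (1.54, adjusted p = 0.118, and 0.0514 to 0.475 over 15 alternatives) were called in none.

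The paper describes JAK/STAT3 signaling as higher in tumors across the immune classes. The IL6 JAK STAT3 list had a median log2 fold change above 0 in 8 of 14 fits and the JAK STAT3 core list in 4, and 0 fits called either list higher, where 1 and 0 were higher at an unadjusted p under 0.05. Over all immune cells the medians were 0.22 (adjusted p = 0.111) and 0.15 (adjusted p = 0.667). Both lists were called lower in cDC1, at -0.52 (adjusted p = 0.0181) and -0.52 (adjusted p = 0.0482), with summed CPM lower in both tumors than in both control skins, though fry called neither (adjusted p = 0.200 and 0.277). Among the fits, summed CPM of the IL6 JAK STAT3 list were higher in both tumors than in both control skins over all immune cells (9950.4 to 12757 CPM), in macrophages (11398 to 13993 CPM) and in Prolif.1 (9315 to 12009.5 CPM), and lower in both in ILC2 also. Those of the core list were higher in both tumors in no fit. Without a filter on low counts the IL6 JAK STAT3 list was called higher over all immune cells (0.36), in macrophages (0.14), in Treg (0.24) and in Prolif.1, 4 fits in all. It was called higher with a replicate block in Treg (0.13) and Prolif.1, and with DESeq2 in Prolif.1. Over the alternatives the adjusted p ran from 0.0352 to 0.805 for all immune cells, from 0.00871 to 0.818 for macrophages and from 0.000716 to 0.682 for Treg. The core list was called higher in no fit of any alternative.

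In the paper, sub-cluster 2 is the sub-cluster that expands in tumors among macrophages and among T cells. Here its share of macrophages was 27.6 and 35.6% in the control skins and 51.8 and 23.1% in the skin tumors, and its share of T cells 46.5 and 46.5% against 40.2 and 70.9%. The mean of T cell sub-cluster 1 also rose, from 18.1 to 26.1%. The T cell share was higher in both tumors than in both control skins with all variable genes (21.2 points), 4 sub-clusters (20.1), at most 5% mitochondrial UMIs (16.4), the class of each cell from marker scores (11.3) and Harmony with the other penalty formula (14.0), the last chosen after the data had been seen. With all variable genes, sub-cluster 2 held 74.6 and 70.9% of control and 95.7 and 92.3% of tumor T cells. With marker scores it held 78.5 and 79.8% against 86.0 and 94.9%. In both settings it was thus most of the class, not a subset of the paper's size. The setting with all variable genes also clustered on the genes called between the groups, which favors clusters that differ between them. The macrophage share was not higher in both tumors in any setting run. Of the 6 M2 markers that the paper gives as high in macrophage sub-cluster 2, 5 had their highest mean there, and Mgl2 was lowest there at 174 ± 62.3 CPM (mean ± SD over 4 libraries), against 309 ± 71.2 in sub-cluster 0 and 322 ± 63.4 in sub-cluster 1. Cx3cr1, Vcam1, Maf and Ccl8 were used to match sub-cluster 2, and Mgl2 to match sub-cluster 1. Their levels thus in part describe the match, and of the 6 markers only Cxcl10 was not used in it. Of the 5 co-stimulatory and checkpoint genes that the paper gives as high in T cell sub-cluster 2, 3 were highest there, and the match used all 5. Cd80 (58.5 ± 48.2 against 44.1 ± 28.0 CPM) and Pdcd1 (255 ± 173 against 170.1 ± 123) were highest in sub-cluster 1. Its text gives 6 cytotoxic genes as high in that sub-cluster, and the legend of Fig. 4E in sub-clusters 1 and 2. By its mean Lamp2 was highest in sub-cluster 2, though above sub-cluster 0 in only 2 of the 4 libraries. Nkg7, Klrc1 and Runx3 were highest in sub-cluster 1, and Ifng and Lamp1 in sub-cluster 0. Ifng averaged 298 ± 166 CPM in sub-cluster 0 and 212 ± 145 in sub-cluster 2, Nkg7 886 ± 227 in sub-cluster 1 and 298 ± 177 in sub-cluster 2, Lamp1 54.3 ± 20.0 in sub-cluster 0 and 40.2 ± 15.3 in sub-cluster 2, Klrc1 253 ± 124 in sub-cluster 1 and 78.8 ± 41.4 in sub-cluster 2, and Runx3 564 ± 270.5 in sub-cluster 1 and 289 ± 39.7 in sub-cluster 2. Cd8a, by which the paper sets sub-cluster 1 apart, averaged 384 ± 194 CPM in sub-cluster 0 and 382 ± 51.6 in sub-cluster 1. These comparisons between sub-clusters were made under 1 setting. The T cell sub-cluster 2 matched here was larger than the paper's in both groups, so its means can miss a smaller cytotoxic subset.

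Of the genes that the paper gives as changed within a class, 8 were changed here in the paper's direction without a call, and in 7 of them, Isg15 left aside, both tumors lay on that side of both control skins. Isg15 in T (0.58, adjusted p = 0.684, and 0.200 to 0.861 over 17 alternatives), Tigit in T (0.70, adjusted p = 0.102, and 0.0558 to 0.495 over 17 alternatives) and Ccl5 in Treg (2.64, adjusted p = 0.374, and 0.182 to 0.712 over 17 alternatives) were called under no setting. Havcr2 in T (1.16, adjusted p = 0.0696, and 1.56e-05 to 0.167 over 17 alternatives) was called without a filter on low counts (1.21), with DESeq2 (1.13), at most 5% mitochondrial UMIs (1.16), the class of each cell from marker scores (1.01) and thinned UMIs (1.21). Inpp4b in NK (-0.44, adjusted p = 0.125, and 0.00880 to 0.611 over 17 alternatives) was called with at least 2000 UMIs (-0.65), at most 5% mitochondrial UMIs (-0.69), thinned UMIs (-0.49) and, chosen after the data had been seen, Harmony with the other penalty formula (-0.71). Klri2 in NK (0.71, adjusted p = 0.102, and 0.000438 to 0.709 over 17 alternatives) was called without a filter on low counts (0.68), with at least 2000 UMIs (1.17) and, both chosen after the data had been seen, at least 500 UMIs (1.12) and Harmony with the other penalty formula (1.17). Cxcl9 in DC (0.99, adjusted p = 0.338, and 0.0136 to 0.606 over 17 alternatives) was called with resolution 0.3 (2.65), and Cxcl10 in macrophage (2.11, adjusted p = 0.423, and 2.02e-24 to 0.567 over 17 alternatives) without a filter on low counts (2.16).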

Other observations

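Planned before their results had been seen were the tests of fewer UMIs in NK cells, of nuclei and of damaged cells in low-UMI clusters, of macrophage RNA in all lymphocyte classes, of fewer Langerhans cells behind Cd207 and Epcam, and of the mix of cells behind the number of NK genes, and all other tests in this part were chosen after the result had been seen.

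NK receptor and granzyme transcripts are rarer in control cells of the NK class than in its tumor cells. DETC joined to the cluster by the integration were tested because 82.6% of the control cells of the class were named DETC without integration. At that share Trdc would be at 22.0 UMIs per cell, from 26.6 in control DETC, and it was at 1.75, which argues against DETC as that share of the cells. Fewer UMIs in control cells were tested by thinning each cell to the same number: Ncr1 was seen in 6.32 ± 2.20% of control cells and 12.4 ± 5.64% of tumor cells (n = 2 and 2), and the control cells had more UMIs, with a median of 12331 against 8016. This argues against fewer UMIs. DETC as a smaller share, other cells within the class, and a change of NK cells with the tissue, stay open. More genes are called in the NK class (1313) than in macrophages (73). With the class of each cell from marker scores, 44 were called in NK, from 48 control cells in place of 270. Of 11 genes of the T cell receptor and CD3 that were tested, 3 were called lower (Tcrg-C4, Trdc and Cd3g), against 8.19% of 8965 genes. A different mix of cells cannot be told apart from a change within NK cells, since fewer cells lower the number of calls as well.

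The share of macrophages differs between the control skins, 7.36% against 18.6%, a ratio of 2.52. More dermis in one sample would raise its dermal classes alike, and the ratio of γδT was 1.13, with 3.68 for neutrophils, 1.91 for cDC2 and 1.38 for Mast. Among epidermal classes DETC had 1.10 and LC 0.810, and of the classes placed in neither layer here, T had 0.392, mDC 0.594, NK 0.618, ILC2 0.723, Treg 0.857 and cDC1 1.64. The ratios of macrophages and these other 4 dermal classes differed by more than the counting of cells gives (chi-square 31.7, p = 1e-05 from 100000 permutations over cells, the smallest they can give). That p holds no variation between skins, and each ratio rests on 1 skin against 1, so a different share of dermis cannot be told apart from other differences between the samples. UMIs per cell were tested too: the ratio was 2.47 with at least 2000 UMIs and 2.53 with UMIs thinned. The design gives no difference between the control skins, so no biological explanation was tested.

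Clusters of low UMI counts led by long genes, with 733, 524 and 301 cells, lie beside macrophages, T and DETC. Nuclei or cells without cytoplasm would have fewer mitochondrial UMIs and more Malat1. The mitochondrial percentages were 4.79, 4.07 and 6.38, against 1.63, 1.67 and 2.03 in the named clusters of their lineages, so that the profile of nuclei was met in 0 of 3 clusters. Damaged cells that leaked cytosolic RNA and kept mitochondria and nucleus would also have fewer UMIs of ribosomal protein genes. All 3 conditions for damaged cells were met in 3 of the 3 clusters: ribosomal percentages over 80 genes were 1.31, 0.738 and 0.557 against 10.3, 15.2 and 6.28, and Malat1 made up 3.96, 3.70 and 2.92% against 1.57, 1.68 and 1.43%. Damage is thus a candidate explanation, and other causes of the same profile stay open. The preparation of a single library is argued against, since these clusters held 14.6 and 11.6% of the immune cells in control skins and 14.0 and 9.28% in skin tumors. No biological explanation was tested.

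Macrophage genes are higher in tumor lymphocytes. Of 20 macrophage markers in 5 lymphocyte classes, 70% of 100 pairs had more UMIs per cell in tumors, with 18 of 20 in T, 18 in Treg, 14 in NK, 12 in ILC2 and 8 in Prolif.2. The markers are those used to name clusters. Free RNA from macrophages in all classes alike would have raised nearly all markers in each, so Prolif.2, where 12 were lower, argues against it as the only source in every class. In T and Treg it may be the source: the rise of the markers followed their level in tumor macrophages, with rank correlations of 0.561 (permutation p = 0.0128) and 0.764 (permutation p = 0.000400) over 20 markers, -0.0647 being the lowest of the 5 classes. Among the most abundant, C1qb rose from 0.0468 to 0.365 UMIs per cell in T and Lyz2 from 0.241 to 1.69, where tumor macrophages held 35.5 and 94.6. A change of expression in lymphocytes stays open.

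Cd207 and Epcam are lower over all immune cells in tumors, and fewer Langerhans cells were tested as the cause by leaving the LC class out. In control skins Cd207 then went from 1277 ± 342 to 195 ± 21.1 CPM, 15.3% of its level, and Epcam from 140.2 ± 25.4 to 42.3 ± 4.10, 30.2%. Fewer Langerhans cells may thus account for most of the fall. Without the class the tumors stayed lower, at 0.968 ± 0.263 CPM for Cd207 and 2.48 ± 0.313 for Epcam. What is left was looked at by class. In DETC, γδT, T, Treg, ILC2 and neutrophils, control cells held 0.176 to 0.261 UMIs of Cd207 each, a highest over lowest of 1.48, as free RNA from Langerhans cells could give. In cDC1, cDC2, mDC, Mast and Prolif.1 the lowest level was 17.1 times the highest of those classes, which argues against free RNA as the source. Langerhans cells among the control cells are a candidate explanation for mDC and Prolif.1, where the parts of the LC level of H2-M2 or Mfge8 were at least 0.870 of that of Cd207. In cDC1 that ratio was at most 0.154, with H2-M2 at 0.0320 and Mfge8 at 0.0306 of their LC level, Cd207 at 0.208 and Epcam at 0.444, which argues against Langerhans cells there. Expression by cDC1 of control skin stays open.

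Trdc is lower in tumors in cDC1, mDC, Mast and Prolif.1. Its lowest level per control cell in these classes was 18.8 times the highest in T, Treg and neutrophils, which argues against free RNA from DETC. DETC caught in the same droplets may be the source: Trdc, Tcrg-C1, Cd3e and Nkg7 stood at similar parts of their DETC levels in each class, the largest over the smallest being at most 1.72. The tenth of control cells with the most Trdc held 97.3% of its UMIs in cDC1, 94.7% in mDC, 91.1% in Prolif.1 and 58.2% in Mast. In Prolif.2 Trdc was at 17.7 and 32.9 UMIs per cell in the control skins and at 0.156 and 4.08 in the tumors, which differ much from each other. Proliferating DETC among its control cells are a candidate explanation: these cells held Trdc at 0.906, Tcrg-C1 at 0.867, Cd3e at 0.984 and Nkg7 at 1.14 of the DETC level, 0.867 being the smallest. Differences between the groups within Prolif.2 thus compare cells of different kinds in part, if this holds. No biological explanation was tested.

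The interferon lists are higher over all immune cells in tumors. A change in the share of the classes alone was tested by giving each of 12 classes the same weight in every library. The median log2 ratio was then 0.91 for the gamma list (55 of 66 genes higher) and 1.08 for the alpha list (57 of 58), which argues against shares as the whole cause. The summed CPM of the gamma list went the other way in 6 fits, cDC1, cDC2, mDC, Mast, Prolif.1 and the pooled DC, where it was lower in both tumors than in both control skins (from 51607 ± 3908 to 41519 ± 1609 in the pooled DC), although most of its genes were higher there. The interferon genes that the paper names for T cells were called higher in 13 of 14 fits, with medians from 0.57 to 2.53, and in 1 fit under fry, the pooled DC (fry adjusted p = 0.0437). Whether interferon in the tumors is the source was not tested.

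A sex difference between the groups is argued against: 4 genes on the Y chromosome together had 940.4 and 806 CPM in control skins and 323 and 409 CPM in skin tumors, and Xist at most 0.707. The sex list was called in 0 of 14 fits, and in 1 at an unadjusted p under 0.05, with medians from -0.97 to 0.24. The fall of ILC2 in tumors was tested against the integration joining other tumor cells to ILC2 or leaving them out. Without integration the log2 fold change was -6.48, and with the class of each cell from marker scores -3.10, which argues against the integration as the whole cause. Harmony with the other penalty formula gave -0.98, so the size depends on how it is done. Tumor cells of the class held 0.767 and 1.00 UMIs of Cd3e each in the 2 tumors, control cells 0.0796, so T cells among the tumor cells of the class stay open. A loss of ILC2 with the tissue stays open, as a hypothesis.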
